# A comprehensive temporal patterning gene network in *Drosophila* medulla neuroblasts revealed by single-cell RNA sequencing

**DOI:** 10.1038/s41467-022-28915-3

**Published:** 2022-03-10

**Authors:** Hailun Zhu, Sihai Dave Zhao, Alokananda Ray, Yu Zhang, Xin Li

**Keywords:** Developmental neurogenesis, Neural stem cells, Neural progenitors, Cell type diversity, Cell fate and cell lineage

## Abstract

During development, neural progenitors are temporally patterned to sequentially generate a variety of neural types. In *Drosophila* neural progenitors called neuroblasts, temporal patterning is regulated by cascades of Temporal Transcription Factors (TTFs). However, known TTFs were mostly identified through candidate approaches and may not be complete. In addition, many fundamental questions remain concerning the TTF cascade initiation, progression, and termination. In this work, we use single-cell RNA sequencing of *Drosophila* medulla neuroblasts of all ages to identify a list of previously unknown TTFs, and experimentally characterize their roles in temporal patterning and neuronal specification. Our study reveals a comprehensive temporal gene network that patterns medulla neuroblasts from start to end. Furthermore, the speed of the cascade progression is regulated by Lola transcription factors expressed in all medulla neuroblasts. Our comprehensive study of the medulla neuroblast temporal cascade illustrates mechanisms that may be conserved in the temporal patterning of neural progenitors.

## Abstract (web summary)

During development, neural progenitors generate a variety of neural types sequentially. Here the authors examine gene expression patterns in Drosophila neural progenitors at single-cell level, and identify a gene regulatory network controlling the sequential generation of different neural types.

## Introduction

The heterogeneity of neural fates builds the foundation for constructing complex neural circuits. Integration of spatial and temporal patterning of neural progenitors allows neural progeny to adopt a spectrum of identities (reviewed in ref. ^1–4^). Spatial patterning specifies distinct lineages, whereas within a specific lineage, temporal patterning further expands the neural diversity, as neural progenitors undergo gradual transitions along with self-renewal and give rise to a successive series of neural fates. A molecular mechanism of temporal patterning was identified in the nervous system of *Drosophila*. In *Drosophila*, neural progenitors called neuroblasts (NBs), were found to sequentially express certain cascades of temporal transcription factors (TTFs) and other temporal regulators that specify neural fates [reviewed in ref. ^5,6^]. The first TTF cascade was identified in the embryonic ventral nerve cord, where Hunchback (Hb), Kruppel (Kr), Nubbin/Pdm2 (Pdm), Castor (Cas), and Grainy head (Grh) are sequentially expressed in NBs as they age, and are required for the sequential specification of different neural fates^7–12^. Postembryonic NBs, including larval ventral nerve cord, central brain, and optic lobe NBs, also undergo temporal patterning dependent on TTF cascades and/or opposing temporal gradients of two RNA-binding proteins^13–20^. In addition, the intermediate neural progenitors (INPs) of type II NBs have another temporal patterning axis utilizing a TTF cascade to further expand the neural diversity^21–23^. In vertebrates, there is also accumulating evidence that neural progenitors may undergo transcription-dependent temporal patterning [reviewed in^24,25^]. For example, a number of transcription factors were shown to function in retinal progenitors or cortical progenitors to regulate the temporal specification of neural fates^26–35^. Recently, single-cell transcriptomics studies of retinal, cortical, and spinal cord progenitors revealed age-dependent dynamic changes in transcriptional profiles that are transmitted to their progeny^28,36–38^. These studies together suggest that TTF-dependent temporal patterning may be a general mechanism.

The model system we use to study temporal patterning is the medulla part of the *Drosophila* optic lobe. During development, a wave of neurogenesis sweeps from medial to lateral in the outer proliferation center (OPC) and sequentially converts symmetrically dividing neuroepithelial cells (NE) into medulla NBs^39–41^. Medulla NBs divide asymmetrically multiple times to make a series of Ganglion Mother Cells (GMCs), which then divide to produce postmitotic progeny. Owing to the spreading of the neurogenesis wave, NBs of different ages and their progeny are orderly aligned on the medial to the lateral spatial axis in the developing larval brain (Fig. 1a). This feature makes medulla a great system to study temporal patterning. Previous studies showed that medulla NBs sequentially express Homothorax (Hth), Klumpfuss (Klu), Eyeless (Ey), Sloppy paired (Slp), Dichaete (D), and Tailless (Tll) as they age^18,19^. Among them, Hth, Ey, Slp, and D are each required for the generation of neurons expressing Brain-specific homeobox (Bsh), Drifter (Dfr), Twin of Eyeless (Toy)/Sox102F, and Ets at 65A (Ets65a), respectively (Supplementary Fig. 1a)^18,19,42^. Loss of Klu causes a NB proliferation defect, precluding the examination of neural fates that require Klu, although overexpression of Klu does lead to the generation of ectopic Runt neurons^19^. Similar to vertebrate retinal and cortical progenitors, medulla NBs switch to gliogenesis at the end of the lineage and then exit the cell cycle^18,43^.

**Fig. 1:**
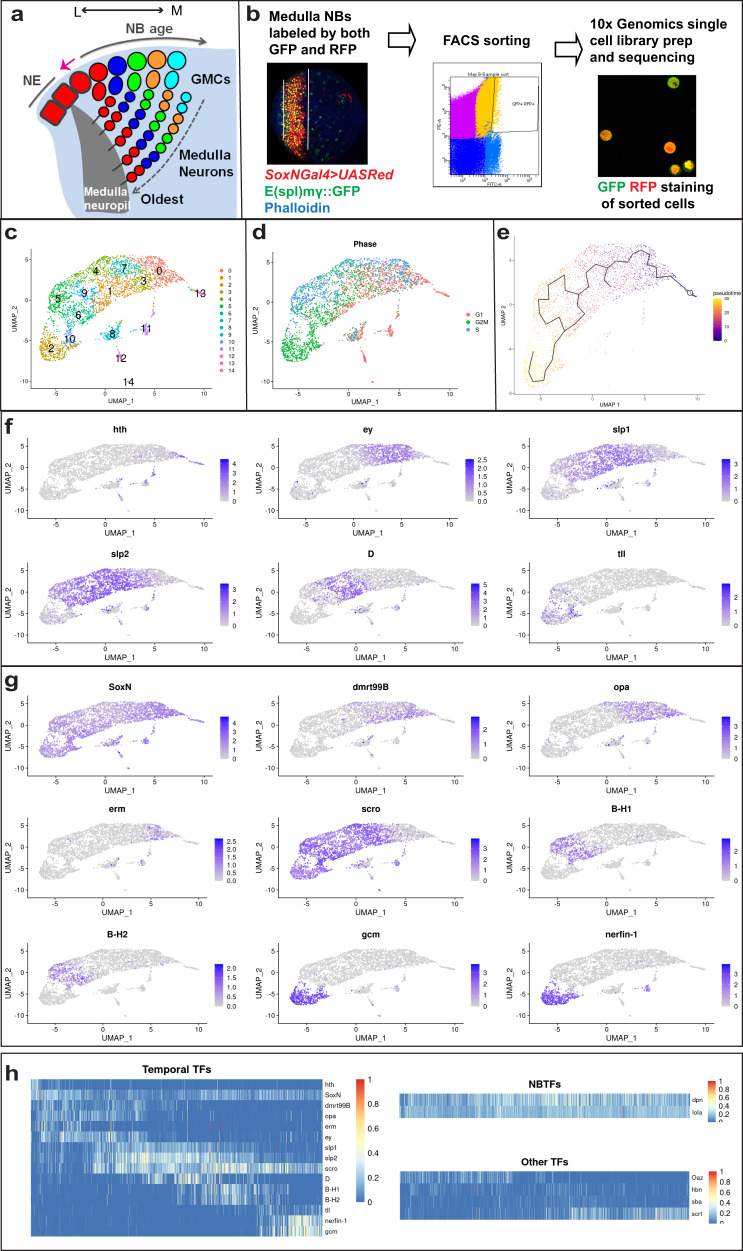
ScRNA-seq of *Drosophila* medulla neuroblasts. **a** A schematic drawing of the developing *Drosophila* medulla at the third instar larval stage. A neurogenesis wave (pink arrow) spreads from medial (M) to lateral (L), and sequentially converts NE cells into NBs. Thus, NBs from the youngest to the oldest are aligned on the lateral to medial axis. NBs sequentially express different TTFs, and generate differently fated progeny. The earliest-born neurons of each NB lineage are located closest to the medulla neuropil. The later-born neurons are located at more and more superficial layers. **b** The strategy and workflow of the scRNA-seq of FACS sorted medulla NBs. Medulla NBs are uniquely labeled by the combination of *SoxNGal4*>*UAS- RedStinger* (red) and *E(spl)mγGFP* (green). This brain is also stained with Phalloidin (blue). Dissected larval brains were dissociated into single-cell suspension and subjected to FACS sorting to enrich medulla NBs. Then 10x V3 Single-Cell libraries were generated using the sorted cells, and sequenced. **c** The sequenced cells were partitioned into 15 clusters using Seurat and visualized on UMAP plots. **d** The estimated cell-cycle phase of each sequenced cell was visualized on UMAP plots. **e** Pseudotime trajectories were generated using Monocle3, with the purple color stands for the earliest pseudotime, and yellow color stands for the latest pseudotime. **f** The expression patterns of known TTFs (Hth, Ey, Slp1, Slp2, D, and Tll) verify the pseudotime trajectories. **g** The expression patterns of newly identified TTFs visualized on UMAP plots. **h** Heatmaps showing the expression levels of three classes of TFs across the pseudotime. Temporal TFs include known and newly identified TTFs; NBTFs include Dpn and Lola that are expressed in NBs of all ages; other TFs include four TFs that show a temporal expression profile, but were not further characterized. The expression levels are visualized as a percentage of the maximum observed expression across all cells.

In the medulla TTF cascade, there are still fundamental questions remaining. First, the several TTFs identified through candidate antibody screening may not compose the complete TTF sequence. Second, although Ey, Slp, and D are each required for the next TTF to be activated, no cross-regulation was identified among Hth, Klu, and Ey. Thus, it is not known how the Ey->Slp->D->Tll TTF cascade is initiated. Third, it was not clear how the oldest medulla NBs switch to gliogenesis, end the temporal progression, and exit the cell cycle. Finally, an even broader question concerns the regulation of the temporal cascade. As a previous TTF is only necessary but not sufficient to activate the next TTF in medulla NBs^18^, additional regulators and molecular mechanisms may be involved to achieve the proper regulation of the cascade.

In this work, we use single-cell RNA sequencing (scRNA-seq) to discover all unknown TTFs and additional regulators, as well as to get a global view of the dynamic temporal patterning process of medulla NBs. ScRNA-seq is increasingly used as an unbiased approach to characterize heterogeneous tissues, including invertebrate and vertebrate nervous systems (reviewed in ref. ^44–47^). The *Drosophila* medulla represents a great system to study temporal patterning using scRNA-seq, because at a single time point during development, we can obtain a continuous population of NBs of all ages, and furthermore, we can use known TTFs to mark the relative neuroblast age and verify the inferred pseudotime trajectory. Applying scRNA-seq to *Drosophila* medulla NBs enables us to capture all temporal stages and to reveal the gradual change of neuroblast transcriptome with single-cell-cycle resolution. We report the identification of a list of previously unknown TTFs including SoxNeuro (SoxN), doublesex-Mab related 99B (Dmrt99B), Odd paired (Opa), Earmuff (Erm), Scarecrow (Scro), BarH1, BarH2, and Glial cells missing (Gcm). There are extensive cross-regulations among these TTFs and known TTFs that generally follow the rule that earlier TTFs are required to activate later TTFs and later TTFs repress earlier TTFs. Our study reveals a comprehensive temporal patterning cascade: Hth+SoxN+dmrt99B->Opa->Ey+Erm->Ey+Opa->Slp+Scro->D->B-H1&2->Tll, Gcm, that controls the sequential generation of different neural types by regulating the expression of specific neuronal transcription factors. Finally, Gcm instead of Tll is required for both the transition from neurogenesis to gliogenesis and the cell-cycle exit. Moreover, in pursuit of the mechanism behind the regulation of the temporal cascade, we find that the timely progression of the TTF temporal cascade requires Lola transcription factors expressed in all NBs.

## Results

### ScRNA-seq of *Drosophila* medulla NBs

To perform single-cell transcriptional profiling of *Drosophila* medulla NBs, we dissected and dissociated larval brains into single-cell suspension and used fluorescence-activated cell sorting (FACS) to enrich medulla NBs (Fig. 1b). Medulla NBs were sorted by the co-expression of two transgenes, *SoxN*Gal4 driving UASRed that is expressed in all medulla cells, and E(spl)mγ::GFP that is expressed in all NBs^40^. 

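Both sequencing experiments used untreated wandering larvae of the third instar, all of one genotype, with 120 larvae dissected per experiment and animals raised at 25 °C. Each gave a single 10x Genomics Chromium library of sorted medulla NBs, so the data are 2 replicates of 1 condition and hold no comparison between conditions. The authors aligned the reads with Cell Ranger to an Ensembl reference of the fly genome, and deposited the number of unique molecular identifiers (UMIs) of 17753 genes in each cell they called, without normalization. The library of experiment 1 holds 42618478 UMIs and that of experiment 2 holds 116712060 UMIs, and all values here are computed from these UMIs, whereas the Methods give the depth in reads. Cells were filtered here as the Methods describe, on at least 1 dpn UMI, on less than 10% of UMIs from the 38 mitochondrial genes, and by removing the 5 cells with the most UMIs. The cells kept hold 17040573 UMIs in experiment 1 and 101323779 UMIs in experiment 2, so a value pooled over the experiments rests mainly on experiment 2. Expression is therefore given for each experiment, experiment 1 first, in CPM, the summed UMIs of a gene scaled to the total UMIs of a group of cells. The experiments were integrated with Seurat on 2000 variable features and 10 principal components, after 31 genes that the paper names from these data had been taken out of the variable features. Cells were then ordered by diffusion pseudotime in place of Monocle3, starting from the cluster low in mira with the highest hth level, and ranked from 0 to 100. That cluster also carries neuron markers, so the order was made a second time from the other cluster that is low in mira and high in hth, a choice made after seeing the data, and its values are given where they change a reading. The ranked cells were divided into 3 groups of equal size, called here the youngest, middle and oldest NBs, into 10 bins and into 20 fine bins, all numbered from the young end. Differences between the 3 groups were tested with the quasi-likelihood test of edgeR on the 6 UMI sums of the groups and experiments, with the experiment as a block and Benjamini-Hochberg adjustment over 7521 genes. The order and the tests use the same counts, so the p-values hold for the given order of cells. Intervals of shares are exact 95% binomial (Clopper-Pearson) intervals, which cover counting error only.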

We performed two rounds of scRNA-seq of sorted medulla NBs using the 10x Genomics Chromium platform. We combined data from both sequencing experiments into a single analysis by integrating them using Seurat^48^. After quality control and filtering for NBs, our data contained 3074 cells expressing between 261 and 6409 genes, with a median of 3682 expressed genes per cell.

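The cells kept were 776 from experiment 1 and 2298 from experiment 2. The experiments differed in depth, with a median of 2188 genes per cell in experiment 1 and 4080.5 in experiment 2, and 3681.5 over both. The number of genes ran from 455 to 6126 per cell in experiment 1 and from 261 to 6409 in experiment 2. A cell held a median of 9845 UMIs in experiment 1, with a range from 873 to 138898, and a median of 37671 UMIs in experiment 2, with a range from 503 to 155202. With the mitochondrial limit at 20%, 3486 cells of experiment 1 and 2390 of experiment 2 were kept.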

To characterize the developmental states of sequenced NBs, we used Seurat to partition the cells into 15 clusters, which we visualized on two-dimensional uniform manifold approximation and projection (UMAP)^49^ plots (Fig. 1c). 

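Clustering the 3074 cells at a Louvain resolution of 0.9 gave 15 clusters of 14 to 394 cells, numbered by size from 0, and these numbers are not those of Fig. 1c. Every cluster held cells of both experiments, with 5 to 126 cells from experiment 1 and 9 to 324 from experiment 2. The clusters took unlike shares of the experiments, as for cluster 5 with 16.2% of the cells of experiment 1 and 6.01% of those of experiment 2, or cluster 9 with 10.8% and 2.31%. Without the anchors of the integration, with each library scaled for each gene in their place, 16 clusters were found.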

We reasoned that cell-cycle dynamics likely have biological significance in cycling neural progenitors, therefore for our initial analysis, we chose not to regress out cell-cycle effects. On the UMAP plot, clusters 13, 0, 3, 7, 1, 4, 9, 5, 6, 10, and 2 form a continuous cell stream representing the main body of medulla NBs, because cells in these clusters express neuroblast markers such as Deadpan (Dpn), Miranda (Mira) and E(spl)mgamma-HLH, with the exception that cluster 13 cells have a lower level of Mira. In contrast, clusters 8, 11, 12, and 14 lie separately from the main body of cells, and most cells in these clusters have an undetectable level of neuroblast markers like Mira (cluster 8, 11, 12, 14) or E(spl)mgamma-HLH (cluster 8, 11, 12) (Supplementary Fig. 1b). Therefore, we regard these clusters as outliers that are not medulla NBs. 

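In the clustering made here, clusters 0 to 6 and 8 to 10 form the main body. In these 10 clusters mira (FBgn0021776) reached 454 CPM (cluster 2) to 1092 CPM (cluster 1), and 84.2% to 100% of cells had a mira UMI. E(spl)mgamma-HLH (FBgn0002735) ran from 301 CPM in cluster 6 to 1740 CPM in cluster 10, and dpn, of which every cell has a UMI by selection, from 160 CPM in cluster 9 to 594 CPM in cluster 3. Cluster 11, with 83 cells, had 229 CPM of mira, a mira UMI in 41.0% of its cells at a median of 10370 UMIs per cell, and 351 CPM of E(spl)mgamma-HLH, and it was kept at the young end because its hth level of 844 CPM was the highest among the clusters low in mira. Of 8 neuron markers, 7 were at least 2 times as high in cluster 11 as in the other cells, with a median fold of 90.7 over the 8. The genes highest in cluster 11 by fold were CG14989, Rbp6, Sh, beat-IIIc and lncRNA:CR45312.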

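Besides cluster 11, the clusters with a mira UMI in under 50% of cells were 7, 12, 13 and 14, and these were left out of the order. Cluster 7, with 206 cells, had 598 CPM of mira, within the range of the main body, and a mira UMI in 43.7% of cells at a median of only 1337.5 UMIs per cell, so its low share goes with its depth. Cluster 12, with 48 cells, had 377 CPM of mira at a median of 1520 UMIs per cell, and its leading genes by fold were Obp44a, with 52913 CPM, CG9686, Npc2a, Ama and CG4409. The 43 cells of cluster 13 had 16.7 CPM of mira at a median of 73517 UMIs, the lowest level of all clusters, together with 938 CPM of E(spl)mgamma-HLH and 571 CPM of hth. Its leading genes were Ocho, pnt, magu, lncRNA:CR45242 and Obp99a, and 5 of 7 neuroepithelium markers were at least 2 times as high as in the other cells. Cluster 14, with 14 cells, had 82.8 CPM of mira and 5555 CPM of E(spl)mgamma-HLH, with Mmp2, Tom, twit, Reck and Brd as leading genes. In cluster 7 the leading genes were lncRNA:CR43283, Pex7, Optix, skl and nuf.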

We also used Seurat to estimate the cell-cycle phase of each cell (Fig. 1d), based on the expression of known *Drosophila* cell-cycle genes from Tinyatlas at Github^50^ (Supplementary Table 1). In the main body of medulla NBs, cluster 13 contains mostly G1 cells, while cluster 2 contains mostly G2/M cells, and in other clusters cells of different phases are mixed. 

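Phases were scored with the 29 S genes and 37 G2/M genes of Supplementary Table 1, all of which are in the files. G1 cells made up 48 of the 48 cells of cluster 11 from experiment 1 and 33 of the 35 from experiment 2, and 8 of 11 and 32 of 32 cells of cluster 13, the 2 clusters that are low in mira and high in hth. At the old end, 42 of 55 cells of cluster 2 in experiment 1 (76.4%, interval 63.0 to 86.8) and 204 of 306 in experiment 2 (66.7%, interval 61.1 to 71.9) were in G2/M. Cluster 8, next to it, held 83.9% and 68.3% of G2/M cells. Among the other clusters of the main body, cluster 3 was the richest in G1 cells, with 66.0% and 81.3%, and cluster 10 held 85.8% of S cells over both experiments.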

Next, we inferred single-cell pseudotime trajectories using Monocle3^51–53^ (Fig. 1e). For this analysis, we removed the outlying clusters 8, 11, 12, and 14. Because Hth is known to be expressed in the youngest NBs, the root of the trajectory was chosen to be the vertex closest to cells with the highest median hth expression. The inferred developmental pseudotime appears to progress from right to left. Finally, the expression patterns of known TTFs in the medulla NB temporal cascade, which is in the order of Hth, Ey, Slp1/Slp2, D, and Tll, validated the inferred pseudotime trajectory of NBs (Fig. 1f). 

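The place of each factor was taken as the mean pseudotime of all ordered cells weighted by their CPM of that factor, on the scale from 0 to 100. In experiment 1 this centre was 8.89 for hth (FBgn0001235), 20.1 for ey (FBgn0005558), 35.9 for slp1 (FBgn0003430), 41.6 for slp2 (FBgn0004567), 45.6 for D (FBgn0000411) and 73.4 for tll (FBgn0003720). Experiment 2 gave 7.25, 27.2, 47.4, 50.0, 54.0 and 86.2 for the same factors. All 14 pairs of factors that the published cascade orders were in that order in each experiment, although none of the 6 factors was among the features that built the order, and hth fixed only the starting end. The order started from the other young cluster kept all 14 pairs as well. The setting that moved the order most was a mitochondrial limit of 20%, under which 0 of 14 pairs kept the published order over both experiments. With a principal curve in place of diffusion pseudotime 5 pairs did over both experiments, 10 in experiment 1 and 4 in experiment 2. With the clusters low in mira kept, 10 pairs were in the published order in each experiment, and without anchors, as in an order on 2000 UMIs per cell that was chosen after seeing the data, 14 were in experiment 1 and 10 in experiment 2.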

The Klu mRNA is widely expressed in NBs of all ages, with a relatively lower level in the youngest and oldest NBs, consistent with a recent study showing that Klu expression is activated by Notch signaling in NBs and Klu expression coincides with E(spl)mγ::GFP expression^54^. 

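klu (FBgn0013469) was found throughout the order, at 585 to 1121 CPM in the 10 bins of experiment 1 and 481 to 993 CPM in those of experiment 2. It was highest in bins 7 and 8, with 1078 and 1121 CPM in experiment 1 and 993 and 991 CPM in experiment 2. In the youngest bin it was at 621 and 677 CPM and in the oldest at 644 and 481 CPM, against 587 and 593 CPM in bin 5, so bin 5 lay below the youngest bin in both experiments and below the oldest bin in experiment 1 alone. From the youngest to the oldest NBs the log2 fold change of klu was 0.44 (standard error 0.09, adjusted p = 0.00191 from edgeR), with a rise in both experiments.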

We noticed that the expression of Klu correlates well with the expression of CycE (Supplementary Fig. 1c), suggesting that it may have a role in neuroblast proliferation consistent with its reported loss of function phenotype^19^. These data confirmed that our scRNA-seq captured a continuous population of NBs of all ages that formed a chronotopic map, with cluster 13 representing the newly transformed NBs at the prolonged G1 phase^55^, cluster 0 containing the youngest NBs that have started proliferation, and cluster 2 containing the oldest NBs undergoing the terminal division (mostly at G2/M phases). 

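Over the ordered cells, the Spearman correlation of log-normalized klu and CycE (FBgn0010382) was 0.526 in experiment 1 and 0.667 in experiment 2. Cells differ widely in depth, which by itself raises such a correlation, and after every cell had been thinned to 2000 UMIs it was 0.316 and 0.318. In the 10 bins CycE peaked in bin 8 with 2156 and 1696 CPM, from 630 and 402 CPM in the youngest bin, and fell to 598 and 431 CPM in the oldest. Cells of a library are not independent replicates, so no p-value is given.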

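The order held 658 cells of experiment 1, with a median of 13493 UMIs, and 2105 of experiment 2, with a median of 40360 UMIs. Each of the 10 bins held cells of both experiments, at least 35 from experiment 1 and 118 from experiment 2. By their median pseudotime the clusters followed one another from 11 (1.48), 9 (5.61), 4 (14.4), 5 (21.5), 0 (37.3), 3 (48.0), 10 (56.8), 6 (62.9), 1 (74.4) and 8 (82.8) to 2 (93.3). When the order was started from cluster 13 instead of cluster 11, cluster 13 had a median of 0.771 and cluster 9 of 4.11, and the pseudotimes of the cells shared by both orders had a rank correlation of 0.987. gcm stood at 1501 CPM in cluster 2 and at 325 CPM in cluster 8, and at 1.31 CPM in cluster 0. From the known factors and the phases, the paper concludes that the cells form a continuous map of NB ages, from newly transformed NBs in G1 to the oldest NBs in their terminal division.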

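In experiment 1, G1 cells made up 57.5% of the youngest NBs (207 of 360, interval 52.2 to 62.7), 41.1% of the middle NBs (60 of 146, interval 33.0 to 49.5) and 12.5% of the oldest NBs (19 of 152, interval 7.70 to 18.8). The shares in experiment 2 were 47.1% (264 of 561, interval 42.9 to 51.3), 43.5% (337 of 775) and 20.3% (156 of 769, interval 17.5 to 23.3). The youngest and oldest NBs thus differed by 45.0 and 26.8 percentage points, and the intervals did not overlap in either experiment. At 2000 UMIs per cell the differences were 34.5 and 22.3 points. The neuron-like cluster 11 at the young end was nearly all in G1, with 48 of 48 and 33 of 35 cells. When the order was started from the other young cluster, without cluster 11, the differences were 36.0 and 18.7 points. The fall was not even along the 10 bins, since G1 cells made up 4.48% and 12.4% of bin 8 and 26.3% and 30.3% of the oldest bin. G2/M cells rose from 15.0% and 0.535% of the youngest NBs to 53.3% and 44.5% of the oldest. Of the other settings, a mitochondrial limit of 20% moved the difference most and turned it round, to -27.9 points over both experiments. Under that limit 0 of 14 pairs of known factors kept the published order, so its oldest group is not the oldest by these factors.

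**Figure D1:**
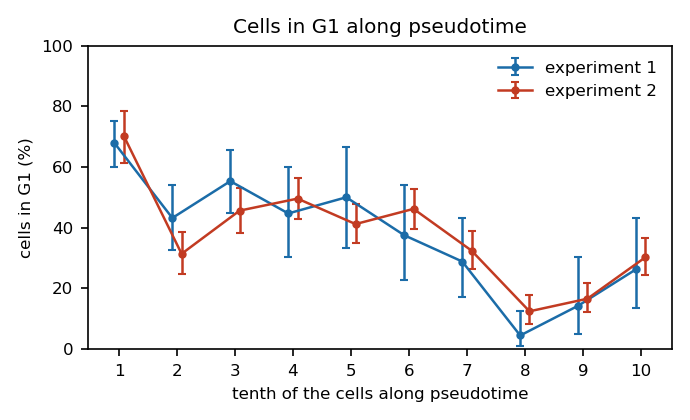
Percent of ordered cells in G1 (vertical axis) in each of the 10 pseudotime bins from young to old (horizontal axis), with points for experiment 1 and experiment 2 and bars for exact 95% binomial intervals. G1 cells are most frequent in the youngest bin, at 67.9% and 70.3%, and least frequent in bin 8. The young end holds the neuron-like cluster 11, nearly all of it in G1.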

Other clusters contain cycling NBs in different phases, but there is an overall trend of decreased percentage of cells in G1 phase as NBs age (Supplementary Fig. 1d). To examine whether this is caused by not regressing out cell cycle, we tried regressing out cell-cycle effects for the pseudotime analysis. However, the resulting pseudotime trajectory is not exactly consistent with known TTF expression patterns (Supplementary Fig. 1e–g). Therefore, before visualizing the fraction of cells in different phases of the cell cycle within each cluster, we first manually decided on a cluster ordering that better matched the temporal ordering of known TTFs. 

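Here the S and G2/M scores were regressed out when the integrated data were scaled, and the cells were ordered again. In this order too, 14 of the 14 pairs of known factors followed the published cascade in each experiment. The rank correlation with the order made without regression was 0.791. Of the genes lower in the oldest than in the youngest NBs, 1772 were called under both orders, and 1556 of the genes higher in the oldest.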

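After the scores had been regressed out, the share of G1 cells was still higher in the youngest than in the oldest NBs. The difference was 10.1 percentage points in experiment 1 and 5.05 in experiment 2. Whether neuron-like cells in G1 at the young end carry it was not examined. Without regression, starting from the other young cluster lowered the difference from 45.0 and 26.8 to 36.0 and 18.7 points. No regressed order of that kind was made.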

The result shows that there does still appear to be some association between pseudotime and the phase distribution of cells, where cells with larger pseudotimes again tend to be in S and G2M phases (Supplementary Fig. 1h). Regressing out cell-cycle effects using an alternative workflow also produced similar results (Supplementary Fig. 1i). Therefore, the observed correlation between the pseudotime and cell-cycle phase distribution is likely to be of biological significance: it is possible that the duration of G1 phase relative to other cell-cycle phases is decreasing as NBs age.

### Two sets of genes show opposite temporal gradients

Among the genes whose expression changes with pseudotime, there are two sets of genes with high to low or low to high gradients, respectively. 

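Of 7521 genes tested between the oldest and the youngest NBs, 2169 were lower and 1844 higher in the oldest at an adjusted p under 0.05. The counts fell most without the block and in an order on cells thinned to 2000 UMIs, chosen after seeing the data. Without the block they were 1045 and 607. In the order on 2000 UMIs they were 742 and 637, of which 716 and 535 were also called in the first order. That order left out no cluster, so it also differs in the cells it holds. Of the 85 genes for cytoplasmic ribosomal proteins in the test, 77 were lower and 0 higher (28 lower without the block and 10 lower in the order on 2000 UMIs), and at an unadjusted p under 0.05 the number higher was also 0. Their median log2 fold change was -0.38, against -0.03 for all genes, and none of 10000 random lists of matched expression had a median as low, the lowest being -0.15. Taken alone, experiment 1 gave a median of -0.35 and experiment 2 of -0.39, with fewer CPM in the oldest NBs for 84 and 83 of the 85 genes. Among enzymes of metabolism, Tpi (FBgn0086355) fell by 5.66 on the log2 scale (standard error 0.21, adjusted p = 8.79e-09 from edgeR), from 61.8 and 89.2 CPM in the youngest to 2.29 and 1.56 CPM in the oldest NBs, while in the order on 2000 UMIs it changed by 0.44 (adjusted p = 0.318 from edgeR). GstD1 (FBgn0001149) fell by 6.36 (standard error 0.19, adjusted p = 2.97e-09 from edgeR), from 126 and 273 to 3.43 and 3.01 CPM. The gene with the largest fall among those above 50 CPM in both experiments was CG1124 (FBgn0037290), with a log2 fold change of -6.97, and drl, Ten-a and the factors dmrt99B, opa, hth, Oaz and ey completed the 10 largest. Of the 10 genes with the largest rise, 6 are factors or markers that the paper names, and the others were CG32850 (log2 fold change 3.77), Lac (3.41), scyl (2.84) and Rab14 (2.41). elav (log2 fold change 2.02) and mira (0.83) also rose in both experiments. A mitochondrial limit of 20% and a principal curve gave no ribosomal gene lower and 80 and 36 of them higher. Under that limit the order ran the other way, with a rank correlation of -0.675 with the first order. It kept 0 of 14 pairs of known factors in the published order, and the curve kept 5. The group named oldest under that limit is thus not the oldest by these factors.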

Genes encoding ribosomal proteins and metabolism enzymes showed significant high to low gradients (Supplementary Fig. 2a) (Supplementary Table 2), whereas genes involved in gene expression regulation and neural development showed low to high gradients (Supplementary Fig. 2b) (Supplementary Table 3). These data suggest that as medulla NBs age, protein synthesis and cell growth are gradually downregulated, while differentiation-related genes are upregulated. A similar trend of decreasing transcripts of ribosomal proteins was also observed in vertebrate retinal progenitors^56^, suggesting that decreasing protein synthesis is likely a common property of neural progenitors as they age. As there is a change in the distribution of cell-cycle phases as NBs age, we examined whether the gradients still persist if we only examine cells in a certain cell-cycle phase. We repeated our gradient analyses within each cell-cycle phase (Supplementary Fig. 3a–f). In each phase, there was a significant overlap (>50%) between the top 200 genes showing a positive correlation with pseudotime in that phase, and the top 200 genes from our original analysis with all cells (Supplementary Fig. 3g). 

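Spearman correlations of log-normalized expression with pseudotime were computed for 8050 genes over all ordered cells and within the 1043 G1, 1166 S and 554 G2/M cells. Of the 200 genes with the most positive correlation over all cells, 158 were among the 200 most positive in G1, 136 in S and 128 in G2/M cells. In experiment 1 alone these numbers were 123, 120 and 118, and in experiment 2 alone 170, 144 and 118.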

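Of the 200 genes with the most negative correlation over all cells, 87 were among the 200 most negative in G1 cells, 157 in S cells and 88 in G2/M cells. Taken alone, experiment 1 gave 142, 80 and 83 genes, and experiment 2 gave 162, 155 and 67. In the order started from the other young cluster, the number rose to 160 in G1 cells and was 85 in G2/M cells.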

The same was true for the top 200 genes showing a negative correlation (Supplementary Fig. 3g). These results suggest that the trends we observed correlate with neuroblast age, and are not dependent on the changes in the cell-cycle phase distribution.

### DEG analysis identifies candidate TTFs

With the neuroblast transcriptome profiles of all ages, we sought to identify more potential TTFs that had temporal expression patterns. Known TTFs were used to mark the relative age of a neuroblast, and to indicate the position where a potential TTF may stand in the temporal cascade. We obtained a pre-compiled list of 755 *Drosophila* TFs^57^ identified based on bioinformatic analysis and manual curation. For each non-outlying cell cluster, we performed the DEG (Differentially Expressed Genes) analysis and identified the top 10 TFs in this list that was differentially expressed between the clusters (Supplementary Fig. 2c). Known TTFs are all among these lists. 

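The ranking of the compiled list of factors by cluster was not repeated here; in its place, every gene that the paper names from these data was tested for change over the 10 bins with the F test of edgeR on 20 UMI sums, with the experiment as a block. Of the 31 genes named, 29 passed the filter on low counts, and all 29 changed at an adjusted p under 0.05, as did 4314 of the 6920 genes tested. With p-values adjusted over the list alone, the number was also 29, but the paper chose these genes on the same libraries, so the list is not independent evidence. Without the block 28 of the 29 changed, and 2662 genes in all.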

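To keep depth from deciding which cells have a UMI, every ordered cell was thinned to 2000 UMIs, which left 632 cells of experiment 1 and 2103 of experiment 2. ey and slp1 had UMIs in the same cell in 21 cells of experiment 1, where 19.9 would be found if the genes were independent (ratio 1.05), and in 44 cells of experiment 2 against 40.9 (ratio 1.08). With all UMIs of each cell, ey and slp1 were together in 181 cells against 160 by chance in experiment 1 and in 659 against 576 in experiment 2. At 2000 UMIs per cell, with the other young cluster at the start of the order, the ratios were 0.857 and 0.879. An excess was thus not shown for this pair at 2000 UMIs per cell. slp1 and D were found together in 65 cells against 40.9 by chance in experiment 1 (ratio 1.59) and in 189 against 106 in experiment 2 (ratio 1.79).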

Consistent with the protein expression patterns^18,19^, transcripts of “neighboring” TTFs (Ey with Slp, and Slp with D) also have significant overlaps in NBs (Supplementary Fig. 4b–d). However, gaps were observed between Hth and Ey, D and Tll, and after the Tll stage, indicative of missing TTFs (Supplementary Fig. 4a, e). 

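In the same thinned cells, hth and ey UMIs occurred together in 14 cells of experiment 1, where 13.1 would be found by chance, and in 1 cell of experiment 2 against 2.85. With all UMIs of each cell, they were together in 105 cells against 91.1 by chance and in 117 against 84.6. The sign of the departure from chance in experiment 2 thus rests on the thinning. In bins 2 and 3, hth had a UMI in 21.4% and 16.7% of the thinned cells of experiment 1 at 22.7 and 22.9 CPM, against 1.60% and 0% in experiment 2, so the shared cells of experiment 1 are not read as cells that express both. In the thinned cells, D and tll occurred together in 1 cell of experiment 1 against 5.85 by chance, and in 1 cell of experiment 2 against 22.1. In levels rather than shared cells, hth fell from 485 and 374 CPM in the youngest bin to 22.7 and 6.58 CPM in bin 2, while ey rose from 91.2 and 54.5 to 184 and 196 CPM. D fell from 1085 and 1222 CPM in bin 6 to 26.9 and 15.2 CPM in bin 9, where tll reached its highest level with 153 and 168 CPM.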

To identify these missing TTFs, we examined the expression of other differentially expressed TFs at the protein level by immunostaining of third instar larval brains using available antibodies or GFP-fusion lines (Supplementary Table 5). To determine whether these TFs play crucial roles in the medulla temporal cascade, we examined cross-regulations between them and the known TTFs. We also assessed whether these TFs are involved in progeny fate specification. After screening through these TFs, we identified SoxN, Dmrt99B, Opa, Erm, Scro, BarH1, BarH2, and Gcm as TTFs in the temporal cascade (Fig. 1g, h). 

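SoxN (FBgn0029123) was at 489, 260 and 491 CPM in the youngest, middle and oldest NBs of experiment 1 and at 447, 202 and 397 CPM in those of experiment 2. Its log2 fold change was 1.02 in the youngest against the middle NBs (standard error 0.10, adjusted p = 2.98e-05 from the quasi-likelihood test of edgeR) and 0.92 in the oldest against the middle NBs (standard error 0.10, adjusted p = 6.77e-05), with the same direction in both experiments. The oldest and youngest NBs differed by -0.10 on the same scale, with an adjusted p of 0.425. Ordering on cells thinned to 2000 UMIs, a choice made after seeing the data, took the first of these changes to 0.07 (adjusted p = 0.857 from edgeR). It took the second to 0.44 (adjusted p = 0.0467 from edgeR). No cluster was left out of that order, so its cells differ as well as their depth. A mitochondrial limit of 20% and a principal curve turned both changes round. Without the block, the adjusted p-values were 0.0832 and 0.0928.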

According to the scRNA-seq data (Fig. 1g, h), SoxN transcripts are already present in the newly transformed NBs, remain high in the youngest NBs, and then become reduced from the Ey stage to the D stage and increase again after the D stage. Dmrt99B transcripts are present from the newly transformed NBs until the Slp stage NBs. 

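dmrt99B (FBgn0039683) stood at 44.5 to 87.2 CPM over bins 1 to 5 of experiment 1 and at 48.1 to 117 CPM over those of experiment 2, and dropped to 0.719 and 12.4 CPM in bin 6. Against the youngest NBs, its level in the oldest fell by 5.71 on the log2 scale (standard error 0.22, adjusted p = 1.42e-08 from edgeR). The centre of its expression lay at 23.1 on the pseudotime scale over both experiments, before that of slp1 at 41.7.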

The expression of Opa transcripts starts in the youngest NBs before Ey, and continues until the end of the Ey stage, but with a small gap in the middle corresponding to the early Ey stage. 

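opa (FBgn0003002) was at 107, 220, 125, 295 and 249 CPM in fine bins 1 to 5 of experiment 1 and at 106, 353, 180, 285 and 299 CPM in those of experiment 2, so a dip in fine bin 3 between higher levels was seen in both experiments. ey was at 76.3, 109, 190 and 177 CPM in fine bins 1 to 4 of experiment 1 and at 41.2, 57.5, 183 and 209 CPM in those of experiment 2. From the youngest to the oldest NBs opa fell by 5.66 on the log2 scale (standard error 0.18, adjusted p = 2.97e-09 from edgeR). Its level was 41.6 and 53.1 CPM in the middle NBs and 6.10 and 4.46 CPM in the oldest.

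**Figure D2:**
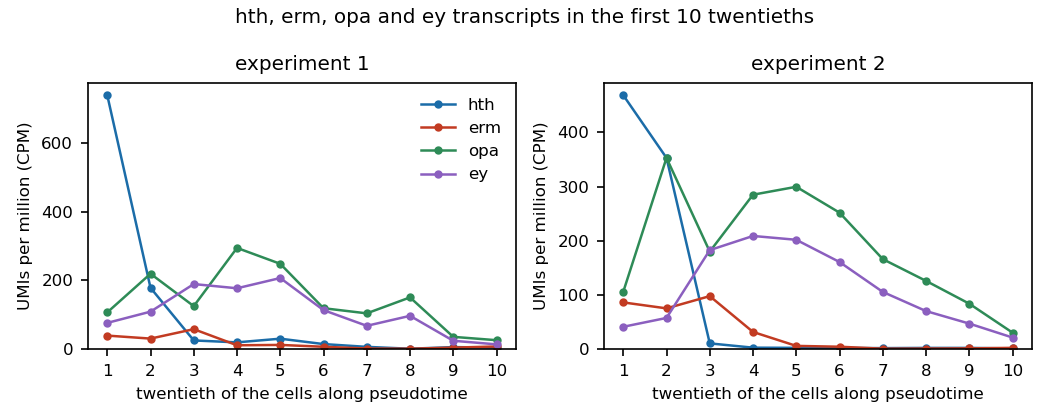
CPM of hth, erm, opa and ey (vertical axis) in the first 10 of the 20 fine pseudotime bins (horizontal axis), with a panel for each experiment and a line for each gene. opa dips in fine bin 3, where erm is highest and hth has fallen to 25.2 and 10.5 CPM.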

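erm (FBgn0031375) was at 39.3, 30.6, 58.1 and 11.1 CPM in fine bins 1 to 4 of experiment 1 and at 86.1, 75.1, 97.7 and 31.6 CPM in those of experiment 2, highest in fine bin 3 in both, though also found in the 2 bins before it. Its log2 fold change from the youngest to the oldest NBs was -5.76 (standard error 0.39, adjusted p = 6.68e-07 from edgeR), from 26.6 and 41.6 CPM to 1.14 and 0.614 CPM. The centre of its expression, 15.6 over both experiments, lay between that of hth at 8.07 and those of opa at 22.0 and ey at 23.7.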

Erm transcripts are present at this gap between the two groups of opa-expressing NBs (Supplementary Fig. 5a), i.e., in the early Ey stage NBs. Scro transcripts are present in NBs from about the Slp stage to the final stage. 

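scro (FBgn0028993) rose from 267 and 269 CPM in the youngest NBs to 713 and 717 CPM in the middle and 1073 and 839 CPM in the oldest NBs. The log2 fold change from the youngest to the oldest NBs was 1.82 (standard error 0.11, adjusted p = 2.52e-07 from edgeR). The highest level was in bin 8, with 1286 and 1041 CPM, and the oldest bin still had 543 and 449 CPM.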

BarH1 and BarH2 transcripts are present in the gap between D and Tll stages (Supplementary Fig. 5b–d), whereas Gcm transcripts are present in the NBs of the final stage, a bit later than the Tll stage (Fig. 1g, h). 

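B-H1 (FBgn0011758) was highest in fine bin 15 of 20, with 291 and 227 CPM, as was B-H2 (FBgn0004854), with 157 and 114 CPM. D was highest in fine bin 11 in both experiments, and tll in fine bin 17 of experiment 1 and 18 of experiment 2, with 216 CPM in the latter. gcm (FBgn0014179) was at 813 and 638 CPM in bin 9 of 10 and at 1379 and 1571 CPM in the oldest bin. In cells thinned to 2000 UMIs, tll and gcm were found together in 14 cells of experiment 1 against 2.28 by chance (ratio 6.14) and in 65 cells of experiment 2 against 18.3 (ratio 3.56), so the cells with the transcripts overlap. The centres over both experiments were 65.0 for B-H1, 65.3 for B-H2, 79.8 for tll and 88.7 for gcm. From the youngest to the oldest NBs the log2 fold change was 5.76 for B-H1 (standard error 0.33, adjusted p = 2.05e-07 from edgeR) and 6.05 for tll (standard error 0.27, adjusted p = 2.55e-08).

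**Figure D3:**
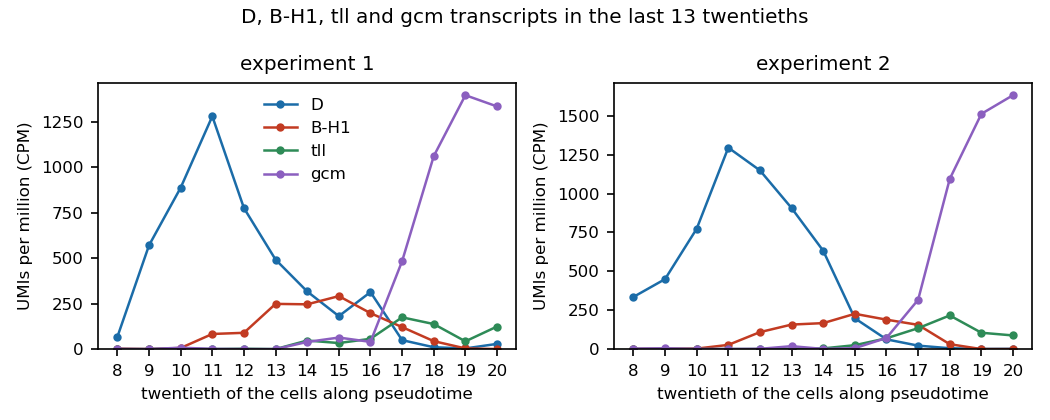
CPM of D, B-H1, tll and gcm (vertical axis) in fine pseudotime bins 8 to 20 of 20 (horizontal axis), with a panel for each experiment and a line for each gene. B-H1 is highest in fine bin 15, after D and before tll and gcm.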

For a few other candidate TFs with temporal expression patterns, as shown by scRNA-seq, including Oaz, Hbn, Scrt, and Sba (Fig. 1h), we either did not observe any effect on the temporal progression (Oaz, Sba, Scrt) using available RNAi lines (Supplementary Fig. 6a–c’), or we are lacking effective reagents (Hbn). Therefore, we did not include these TFs in further analysis.

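Oaz (FBgn0284250) reached up to 194 and 195 CPM in bins 1 to 5 and was at 12.9 and 11.1 CPM in bin 6, with a log2 fold change of -5.12 from the youngest to the oldest NBs (standard error 0.24, adjusted p = 3.89e-08 from edgeR). hbn (FBgn0008636) had one peak in bin 2, with 140 and 156 CPM, a low of 21.9 and 24.1 CPM in bin 4, and another peak in bin 6, with 114 and 85.4 CPM. scrt (FBgn0004880) fell from 307 and 102 CPM in the youngest bin to 25.4 and 19.2 CPM in bin 2, and rose to 406 and 442 CPM in the oldest bin. sba (FBgn0016754) was highest in bin 8 of experiment 1, with 57.7 CPM, and in bin 7 of experiment 2, with 48.5 CPM, and was at 10.3 and 7.51 CPM in the oldest bin. Between the youngest and the oldest NBs the log2 fold change was -1.44 for hbn, 2.00 for scrt and 0.54 for sba, with adjusted p-values of 4.99e-05, 0.000134 and 0.00200. In the order started from the other young cluster the centre of scrt moved from 49.5 to 69.1.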

### Three NE TTFs specify the first temporal fate

According to our scRNA-seq data, SoxN transcripts have a rather broad distribution in NBs, with one peak before the Ey stage, and another peak after the D stage (Supplementary Fig. 7a). However, antibody staining showed that SoxN protein is only expressed before the Ey stage corresponding to the first peak (Fig. 2a–a”’), and this discrepancy in mRNA and protein expression patterns suggest that post-transcriptional regulation of SoxN may exist at later stages. 

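In the 10 bins SoxN was highest in the youngest bin, with 696 and 763 CPM, and fell to 182 CPM in bin 4 of experiment 1 and to 165 CPM in bin 5 of experiment 2. It rose again to 556 CPM in bin 8 of experiment 1 and 427 CPM in bin 9 of experiment 2, and stood at 321 and 363 CPM in the oldest bin. Each experiment taken alone gave changes of the same direction, with log2 fold changes of 0.91 and 1.15 in the youngest and of 0.92 and 0.97 in the oldest against the middle NBs.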

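Of the RNA-binding proteins shown in Supplementary Fig. 6d, e, Syp and elav were among the genes looked at here. Syp (FBgn0038826) was at 7524, 3764 and 3459 CPM in the youngest, middle and oldest NBs of experiment 1 and at 6336, 3215 and 2622 CPM in those of experiment 2. From the youngest to the oldest NBs it fell by 1.21 on the log2 scale (standard error 0.07, adjusted p = 1.50e-07 from edgeR), and the fall was seen in both experiments.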

Our scRNA-seq analysis did reveal a large number of RNA-binding proteins whose transcript expression patterns correlate with pseudotime (Supplementary Fig. 6d, e). SoxN is a SoxB family HMG-domain transcription factor involved in neuroblast formation and neuron differentiation in the ventral nerve cord^58–61^. Its expression has been noted in the medulla^19^, but its function in the medulla has not been studied.

**Fig. 2:**
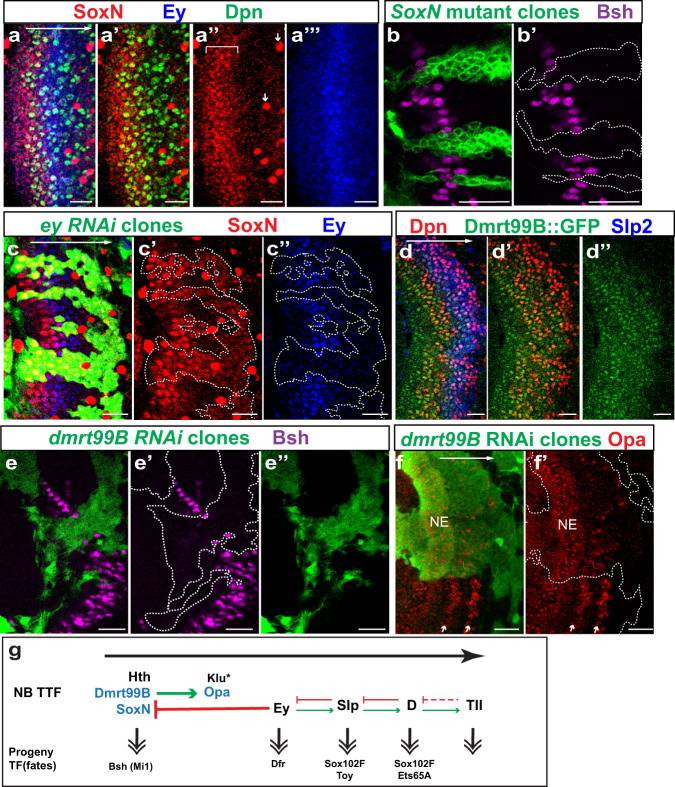
SoxN and Dmrt99B are two TTFs that function together with Hth in the first temporal stage. In all images of this and the following figures, lateral is to the left, and medial is to the right. The large white arrow from left to right indicates the NB age from the youngest to the oldest. White dashed lines indicate clone margin unless otherwise noted. **a**–**a”’** SoxN protein (red) is expressed before NB formation and in the youngest NBs (marked by Dpn in green) before Ey (blue), and this expression domain is indicated by a white bracket. SoxN is also expressed in glial cells, and examples are indicated by small white arrows. **b**, **b’** In *SoxN*^*NC14*^ mutant clones marked by GFP (green), Bsh (magenta) is lost (in 12 out of 12 clones). **c**–**c”** In *ey-RNAi* clones marked by GFP (green), Ey (blue) is lost, and SoxN (red) expands into older NBs (in 11 out of 11 clones). **d**–**d”** Dmrt99B::GFP (green) is expressed before NB formation and in the young NBs (NBs marked by Dpn in red) until early Slp (blue) stage. **e**–**e”** In *Dmrt99B-RNAi* clones marked by GFP (green), Bsh (magenta) is lost (in seven out of seven clones). **f**, **f’** In *Dmrt99B-RNAi* clones marked by GFP (green), Opa (red) is lost or greatly reduced (16 out of 16 clones). White arrows indicate the two stripes of Opa expression in NBs. **g** A schematic model showing the three NE TTFs and their cross-regulations with NB TTFs. Scale bars: 20 μm.

Similar to Hth, SoxN protein expression starts in NE cells before they are transformed into NBs marked by Deadpan (Dpn), and continues in the youngest NBs until the Ey stage (Fig. 2a–a”’). SoxN is also expressed in GMCs and neurons generated before the Ey stage (Supplementary Fig. 7b, b’). To test if SoxN is required for neuron fate specification, we generated *SoxN* homozygous mutant clones in otherwise heterozygous brains using the MARCM system^62^. First, we observed that SoxN staining was lost in *SoxN* mutant clones, validating the specificity of the antibody^61^ and the mutant (Supplementary Fig. 7c, c’). In the mutant clones, Bsh (brain-specific homeobox) expressing neurons, which are generated in the Hth stage^18,19,63^ were lost (Fig. 2b, b’), but Hth expression in NBs was not affected (Supplementary Fig. 7d, d’), suggesting that SoxN cooperates with Hth to specify the Bsh neuron fate. Moreover, with the loss of SoxN, the following temporal cascade still proceeded, but the Slp expression appeared to be slightly accelerated in mutant NBs (Supplementary Fig. 7e–e”’). These results suggest that SoxN is not required for the initiation of the temporal gene cascade in NBs, but it may have a role in the repression of premature Slp expression. We examined whether Hth is required to turn on SoxN. In *hth* mutant clones, SoxN expression was not affected (Supplementary Fig. 7f, f’). To test if the termination of SoxN is due to the cascade progression, we generated *ey-RNAi* clones using the *ay*Gal4 (*actin*>FRT-y^+^-STOP-FRT-Gal4, in which *actin* promoter is driving Gal4 expression only after a STOP cassette is excised by the action of *hs*>FLP) system^64^ as well as *slp* mutant MARCM clones. SoxN expression was expanded into older NBs in *ey-RNAi* clones but not affected in *slp* mutant clones, suggesting that Ey inhibits the expression of SoxN (Fig. 2c–c”, Supplementary Fig. 7g, g’). Therefore, SoxN is another TTF that determines the first temporal stage together with Hth. However, neither SoxN nor Hth is required to turn on the expression of later TTFs.

Another TF gene expressed in the youngest NBs is *dmrt99B*, encoding a DMRT (doublesex- and mab-3-related) transcription factor^65,66^. A Dmrt99B::GFP-fusion protein expressed under genomic BAC endogenous control (from modERN Project) is turned on before the NE to NB transition and remains high in young NBs, and decreases at the beginning of the Slp stage (Fig. 2d–d”). In *dmrt99B-RNAi* clones generated using the *ay*Gal4 system, the NE to NB transition was not affected, but the neuronal Bsh expression was lost (Fig. 2e–e”, Supplementary Fig. 7i), suggesting that Dmrt99B is also required for the first temporal fate. In contrast to SoxN and Hth, Dmrt99B is required for the later TTF cascade. In *dmrt99B-RNAi* clones, the expression of the next TTF Opa (see the section below) was lost or dramatically delayed (Fig. 2f, f’), Slp2 was also delayed, and D was lost (Supplementary Fig. 7j–j”). Dmrt99B is not required for the expression of Hth or SoxN in the NBs (Supplementary Fig. 7k–l’).

In summary, SoxN, Dmrt99B, and Hth are three TTFs that are first turned on in the NE and all of them are required for the first temporal fate, but only loss of Dmrt99B prevented the progression of the subsequent temporal cascade (Fig. 2g). However, it is possible that partial redundancy may exist within these three TTFs.

### Opa is the link between NE TTFs and the NB TTF cascade

Opa is a zinc-finger transcription factor homologous to mammalian Zic proteins, and has been shown to function in the embryonic patterning process as a pioneer factor^67,68^, as well as in adult head development^69,70^. In the type II neuroblast lineage, Opa is expressed in early-born INPs and required for the temporal progression of the INP temporal cascade^23^.

We examined Opa protein expression in the medulla, and observed that it is expressed in two stripes of NBs, consistent with its transcription pattern (Fig. 3a–a” and Fig. 1g). Opa is not expressed in NE cells, and its expression is activated at the same time as Dpn in the youngest NBs (Fig. 3a–a”). The first Opa stripe is more towards the lateral compared to the Ey stripe (i.e., the first wave of Opa expression in NBs is before Ey), whereas the second stripe is overlapping with the medial half of the Ey stripe (i.e., the second wave of Opa expression is in late Ey stage NBs) (Fig. 3b–b”). The second stripe of Opa expression terminates as Slp expression reaches its peak (Fig. 3c–c”). Inside the medulla, two layers of Opa-expressing neurons, seemingly born from the two Opa windows, were observed. The neurons eventually stop expressing Opa during maturation (Supplementary Fig. 8a–a”’).

**Fig. 3:**
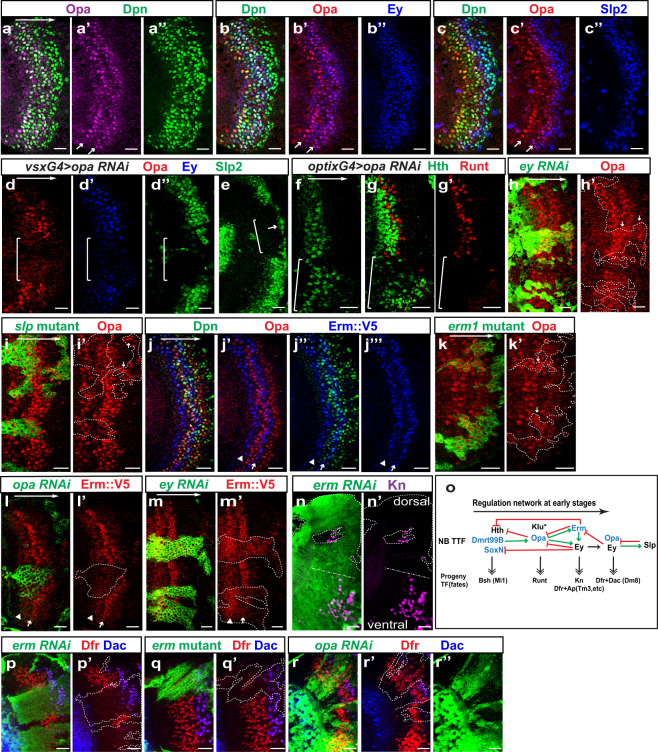
Opa and Erm are among the early TTFs. **a**–**a”** Opa protein (magenta) is expressed in two stripes of NBs (marked by Dpn in green). **b**−**b**” The first stripe of Opa (red) is downregulated as Ey (blue) is upregulated while the second stripe of Opa overlaps with the Ey stripe in NBs (marked by Dpn in green). **c**–**c”** The second stripe of Opa (red) is downregulated as Slp (blue) is upregulated in NBs (marked by Dpn in green). **d**–**d”** When *opa-RNAi* is driven by *vsxGal4*, Opa (red) is lost in the center domain (cOPC, white bracket), Ey (blue), and Slp2 (green) are also mostly lost in the same domain (in 11 out of 11 brains). **e** At a slightly deeper focal plane in a *vsxGal4* > *opa-RNAi* brain where we can see the oldest NBs, delayed activation of Slp2 (green) can be observed (in 8 out of 11 brains). **f**–**g’** *opa-RNAi* is driven by *optixGal4* in mOPC indicated by a white bracket (only one side of mOPC is shown in this image). **f** At a surface focal plane, Hth (green) is expanded into older NBs in mOPC (in three out of three brains). **g**, **g’** At a deeper progeny focal plane, Hth expression (green) is expanded into the later-born progeny, and Runt (red) expressing neurons are lost (in three out of three brains). **h**, **h’** In *ey-RNAi* clones marked by GFP (green), Opa expression (red) is de-repressed in the gap and also expanded into older NBs (in 15 out of 15 clones). **i**, **i’** In *slp* mutant clones marked by GFP (green), Opa expression (red) is expanded into older NBs (white arrows) (in eight out of eight clones). **j**–**j”’** Erm::V5 protein (blue) is expressed in two stripes, one before the NB (marked by Dpn in green) formation (arrowhead), and the other (white arrow) is between the two Opa stripes (red). **k**, **k’** In *erm*^*1*^ mutant clones marked by GFP (green), Opa expression (red) is de-repressed in the gap (white arrows) (in 13 out of 13 clones). **l**, **l’** In *opa-RNAi* clones marked by GFP (green), Erm::V5 expression (red) is lost in NBs (in nine out of nine clones). **m**, **m’** In *ey-RNAi* clones marked by GFP (green), Erm::V5 expression (red) is expanded into older NBs (in 14 out of 14 clones), but the level is lower than that of the wild-type part of the Erm stripe. **n**, **n’** In *erm-RNAi* clones marked by GFP (green), Kn (magenta) expressing neurons are lost on the dorsal side (in 15 out of 15 clones), but still present on the ventral side (in 13 out of 14 clones). A white dashed line separates the dorsal vs. ventral side. **o** A schematic showing the regulatory network among early TTFs and the neuron fates generated at each stage. **p**, **p’** In *erm-RNAi* clones marked by GFP (green), neurons expressing Dfr (red) but not Dac (blue) are lost, and the remaining neurons express both Dfr and Dac thus appear purple (in 13 out of 15 clones). **q**, **q’** In *erm*^*1*^ mutant clones marked by GFP (green), neurons expressing Dfr (red) but not Dac (blue) are lost, and the remaining neurons expressing both Dfr and Dac thus appear purple (in 11 out of 13 clones). **r**–**r”** In *opa-RNAi* clones marked by GFP (green), neurons expressing both Dfr (red) and Dac (blue) are lost, but neurons expressing only Dfr are expanded (in eight out of eight clones). Scale bars: 20 μm.

To test whether Opa is required in the temporal cascade, we used *vsx*G4, which is initiated in NE cells in the central compartment of the medulla crescent (cOPC)^71^ (Supplementary Fig. 8f, h), to drive *opa* RNAi before the start of its normal expression. In the regions where Opa expression was absent, Ey expression and Slp2 expression were greatly delayed (Fig. 3d, e), which is consistent with what we observed with *opa* mutant clones (Supplementary Fig. 8b–b”), suggesting that Opa is necessary for the temporal cascade to proceed towards the Ey stage in a timely manner. We also used another regional Gal4, *optix*G4, which is expressed in the main arms of the medulla crescent (mOPC regions)^71^ (Supplementary Fig. 8g, h) to drive opa RNAi, and in the region with *opa* RNAi, Hth expression was expanded in both NBs and progeny (Fig. 3f, g, g’). Therefore, Opa is required for the repression of the previous TTF Hth, and the timely activation of the next TTF Ey (Fig. 3o).

Next, we examined whether known TTFs regulate *opa* expression. In *ey*-*RNAi* clones, Opa expression persisted without a gap from the youngest NBs to the oldest NBs (Fig. 3h, h’), suggesting that Ey (and/or any later TTF in the temporal cascade) is required to repress Opa in both the gap and the older NBs. In addition, neurons born at different time points all inherited Opa in the *ey-RNAi* clones. Since the termination of the second stripe of Opa correlates with the upregulation of Slp, and Ey is required to activate Slp, it is possible that the de-repression of Opa in older NBs in *ey-RNAi* clones is owing to loss of Slp. To test whether Slp is required to terminate the second wave of Opa expression, we generated *slp* mutant clones, inside which the expression of the second stripe of Opa was expanded towards the oldest NBs (Fig. 3i, i’). However, the gap between the two stripes was not affected in *slp* mutant clones. Therefore, Ey is required to repress the first stripe of Opa, whereas Slp is required to repress the second stripe of Opa (Fig. 3o).

Finally, we examined whether Opa controls the specification of neural fates. A layer of neurons expressing Runt are born between the Hth stage and the Ey stage^19^ (Supplementary Fig. 8c). Runt-expressing neurons were unaffected in *hth* mutant clones, and they were expanded in *ey* mutant clones, suggesting that a TTF repressed by Ey is responsible for the generation of Runt neurons (Supplementary Fig. 8d, e). Klu was suggested to be the TTF-specifying Runt neurons because overexpression of Klu led to extra Runt neurons^19^. However, Klu and Ey do not regulate the expression of each other, and *klu* mutant caused NB proliferation phenotype, precluding examination of the requirement of Klu for certain neural fates^19^. As the first stripe of Opa is turned on after Hth and before Ey, and we have shown that Ey is required to repress Opa, we examined whether Opa is required to specify Runt neuron fate. In *opa-RNAi* regions, Runt neurons were largely lost (Fig. 3g, g’), suggesting that the first stripe of Opa indeed serves as a TTF between the Hth stage and the Ey stage, and is required for Runt neuron determination (Fig. 3o).

### Cross-regulatory network between Opa, Erm, and Ey

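In cells thinned to 2000 UMIs, opa and erm were found together in 4 cells of experiment 1 against 2.29 by chance and in 11 cells of experiment 2 against 5.37, while opa and ey were together in 19 against 10.1 and in 55 against 17.4 cells. With all UMIs of each cell, opa and erm were together in 54 cells against 36.5 by chance and in 181 against 84.9. For opa and ey the counts were 153 against 100.3 and 590 against 277. Chance was taken over all ordered cells, and these factors lie mainly in the youngest NBs, which alone raises the counts above it. In experiment 2 at 2000 UMIs, opa was found in 28.2% of the youngest and 0.913% of the oldest NBs, and erm in 8.73% and 0%. Whether opa and erm share more cells than chance gives within the youngest NBs is thus not shown.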

According to the scRNA-seq data, Erm transcripts are present at the gap between the two groups of Opa-expressing NBs. Erm, an ortholog of mammalian Fezf2, is a zinc-finger transcription factor shown to be expressed in INPs of type II neuroblast lineages where it maintains the INPs’ restricted developmental potential^72–74^. The role of Erm in temporal patterning has not been studied before. We used an Erm::V5 line that recapitulates the true expression of Erm^75^ to examine its protein expression pattern in the medulla. The staining for V5 marker showed that Erm is indeed expressed at the gap between the two Opa-expressing stripes in NBs, consistent with the transcript pattern as shown by scRNA-seq (arrow in Fig. 3j–j”’, Fig. 1g, Supplementary Fig. 5a). In addition, Erm is also inherited in the progeny located between the two layers of Opa^+^ progeny (Supplementary Fig. 8i). Interestingly, there is another stripe of Erm expressed in NE cells adjacent to the youngest NBs (arrowhead in Fig. 3j–j”’). The expression pattern of Erm in NBs suggests that it may repress Opa expression and generate the gap between the two stripes of Opa. To address this hypothesis, we generated *erm*^*1*^ mutant clones, and showed that with loss of Erm, the gap in Opa expression in NBs and progeny was no longer present (Fig. 3k, k’, Supplementary Fig. 8j, j’), suggesting that Erm does function to repress Opa at the gap, possibly through cooperation with Ey. In *erm* mutant clones, Ey expression became weaker but was still present, and Hth expression was expanded (Supplementary Fig. 8k–l’). In summary, we showed that Erm is activated in NBs at a similar time as Ey, and is required to repress Opa to generate the gap in Opa expression (Fig. 3o).

Next, we examined whether Erm expression is regulated by Opa or Ey using the Erm::V5 line. With the loss of Opa, Erm expression indicated by the V5 marker was greatly lost (Fig. 3l, l’), suggesting that Opa is required for Erm activation. With the loss of Ey, Erm::V5 expression was extended towards older NBs, but interestingly, the expression level seemed to become lower compared to that of its wild-type stripe (Fig. 3m, m’). Therefore, it is possible that a lower level of Ey at the gap between the two stripes of Opa enhances the activation of Erm, but a higher level of Ey and/or a factor-induced by a higher level of Ey at the second Opa window represses Erm (Fig. 3o).

The expression patterns and cross-regulations between Erm, Opa, and Ey suggest that the Ey stage can be subdivided into two sub-temporal stages, with early Ey stage NBs co-expressing Ey and Erm, and late Ey stage NBs co-expressing Ey and the second stripe of Opa (Fig. 1f, g, h, Fig. 3b–b”, j–j”). It is possible that Ey stage NBs generate different neural types in these two sub-temporal stages. To test this hypothesis, we set out to examine whether loss of *erm* or *opa* affects the Ey progeny fates. As previously reported^18^, each medulla GMC divides to generate a Notch-on neuron which expresses Apterous (Ap), and a Notch-off neuron which does not express Ap. The Notch-off neurons generated in the Ey stage inherit Ey expression, and they also express a bHLH transcription factor Knot (Kn) (Supplementary Fig. 8m–m”). Ey is required for Kn expression because Kn is lost in *ey-RNAi* clones (Supplementary Fig. 8n, n’). Drifter (Dfr, also known as Vvl) is another transcription factor expressed in the Ey stage progeny, and is lost in *ey* mutant or RNAi clones^18,19^. Dfr expressing neurons can be divided into two large populations. The first population is a layer of Notch-on neurons generated in the early Ey stage that express both Dfr and Ap (Supplementary Fig. 8o–p’, Dfr^+^ cells between the two white dashed lines), and among this population, some neurons also express a weak level of Dac, thus expressing all three TFs (white arrows in Supplementary Fig. 8o–p’). The second population includes clusters of later-born Notch-off neurons that express both Dfr and Dac, but not Ap^18,19,63^ (Supplementary Fig. 8o’, p’, purple cells enclosed by green dashed lines). The Dfr^+^ Notch-on neurons are specified into several neural types including Tm3, Tm9, Mi10 etc^63^. The Dfr^+^ Dac^+^ Notch-off neurons are only generated in certain spatial domains, and they are specified as Dm8 multi-columnar neurons^63,76^. These Dfr^+^ Dac^+^ N-off neurons were still produced in *slp* mutant clones, suggesting that they are born before the Slp stage (Supplementary Fig. 8q, q’).

Using these markers, we examined whether Erm is required for the specification of neural fates. In *erm-RNAi* clones, Kn-expressing neurons were always lost on the dorsal side of the medulla, but still present on the ventral side (Fig. 3n, n’); the first population of Dfr expressing neurons were largely lost, but the second population neurons expressing both Dfr and Dac generated at a later stage were still present (Fig. 3p, p’). In *erm* mutant clones, we observed the same phenotype (Fig. 3q, q’). These data suggest that Erm is required for the generation of the first population of Dfr^+^ neurons in the early Ey stage but not for the second population (Fig. 3o). Erm is also required for the production of Kn-expressing neurons in the dorsal medulla, but Kn-expressing neurons were still present in the ventral medulla with loss of Erm, and a possible reason is that another population of Kn^+^ neurons not dependent on Erm is generated in the ventral medulla only, possibly in the late Ey stage.

Next, we examined the expression of Kn, Dfr, and Dac in *opa-RNAi* clones. Since Opa is required for Ey expression, and Ey is required for Kn and Dfr expression, we would expect that Kn and Dfr are lost in *opa-RNAi* clones. However, only Kn was lost in *opa-RNAi* clones (Supplementary Fig. 8r, r’), whereas Dfr expression was not lost but even expanded, suggesting that Dfr expression does not require Ey if Opa is not present. However, neurons expressing both Dfr and Dac were lost in *opa*-*RNAi* clones (Fig. 3r–r”). These together suggest that Opa normally represses the generation of the first population Dfr^+^ neurons (Dfr^+^ Ap^+^ neurons), but is required for the generation of Dfr^+^ Dac^+^ neurons (second population). Erm and Ey together are required to turn off Opa at the early Ey stage to allow for the generation of Dfr^+^ Ap^+^ neurons. Thus, when Opa is knocked down by RNAi, the repression on the first population of neurons (Dfr+Ap+ neurons) is lifted, and Ey is then no longer required for their generation. After Erm is turned off, the second stripe of Opa together with Ey then promotes the generation of Dfr^+^ Dac^+^ Notch-off neurons, possibly acting together with spatial factors. In summary, our data showed that cross-regulatory interactions between Opa, Erm, and Ey subdivide the broad Ey stage into (at least) two sub-temporal stages with Ey/Erm, and Ey/Opa as TTFs, respectively, and these different combinations of TTFs determine different neural fates (Fig. 3o).

### Scro and BarH proteins are TTFs from the middle to late stages

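scro was at 213 and 54.2 CPM in the youngest bin, at 52.6 and 67.9 CPM in bin 2, at 409 and 433 CPM in bin 3 and at 855 and 881 CPM in bin 4. Over the same bins slp1 was at 120 and 7.69 CPM in the youngest bin and at 62.6 and 60.3 CPM in bin 2. It rose from there to 179 and 233 CPM in bin 3 and to 262 and 358 CPM in bin 4. slp2 was at 207, 531 and 290 CPM in the youngest, middle and oldest NBs of experiment 1 and at 210, 620 and 229 CPM in those of experiment 2. The centre of scro, 55.9 over both experiments, was later than that of slp2 at 45.8, and scro stayed high afterwards.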

Based on our scRNA-seq data, scro mRNA is expressed in NBs starting at a similar time as Slp1 and 2. The *scro* gene encodes an NK-2 homeobox transcription factor, the expression of which in the medulla has been indicated by its knock-in mutant alleles in a recent study^77,78^.

To study the function of Scro in the temporal cascade, we generated *scro-RNAi* clones, and observed that in such clones, Slp expression was greatly reduced (Fig. 4a, a’), whereas Opa and Ey expression was expanded into older NBs, and D expression was lost (Fig. 4b–d’). This set of data suggest that Scro promotes the transition from the Ey stage to the Slp stage by activating Slp expression. However, overexpression of Scro is not sufficient to increase Slp level or activate Slp at an earlier time point (Supplementary Fig. 9a–a”). Since Slp is required to repress Ey and Opa, as well as to activate D, the expansion of Opa and Ey as well as the absence of D expression in *scro-RNAi* clones are likely owing to the weak Slp expression caused by loss of Scro, but a direct role for Scro also cannot be excluded (Fig. 4j). Next, we tested Scro’s effect on the neuron fate generated in the Slp temporal window. Sox102F is a transcription factor expressed in subsets of the neuronal progeny of the Slp stage and D stage NBs (Supplementary Fig. 9b), and it is lost in *slp* mutant clones^42^. In *scro-RNAi* clones, Sox102F^+^ neurons were also largely lost, showing that Scro is required for the neuron fate generated in the Slp stage (Fig. 4e, e’). Thus, our data suggest that Scro is required to activate Slp expression to the full level that allows the actual transition to the Slp stage to occur (Fig. 4j). With the loss of Scro, although a weak level of Slp is still expressed in NBs, it is likely not sufficient to specify the correct neural type(s), or promote temporal progression of the cascade. It is also possible that Scro has direct roles in temporal progression in addition to its effect on Slp level.

**Fig. 4:**
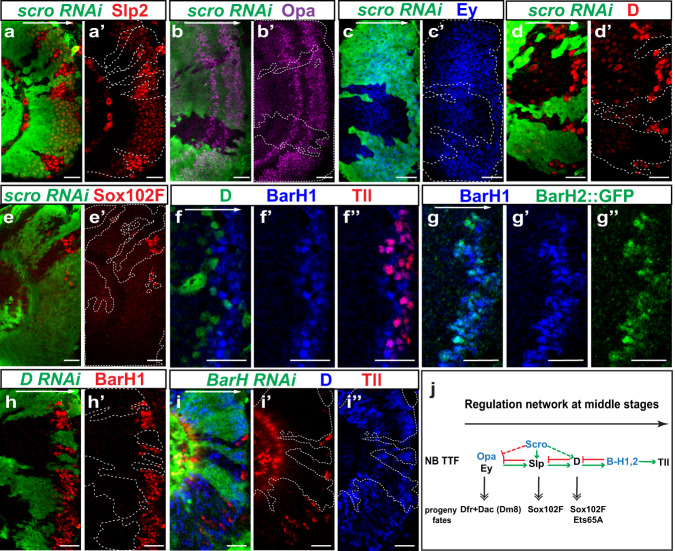
Scro and BarH proteins are among late TTFs. **a**, **a’** In *scro-RNAi* (BDSC 33890) clones marked by GFP (green), Slp expression (red) is much weaker compared with outside of the clones (nine out of nine clones). **b**, **b’** In *scro-RNAi* (BDSC 33890) clones marked by GFP (green), Opa expression (magenta) is expanded into older NBs (eight out of eight clones). **c**–**d’** In *scro-RNAi* (BDSC 33890) clones marked by GFP (green), Ey expression (blue) is expanded into older NBs, and D expression (red) is lost (in eight out of eight clones). The D antibody we used has unspecific cross-reactivity with other TFs in young neuroblasts (weak staining), but it specifically recognizes D at the D stage, which is demonstrated in Supplementary Fig. 7h, h’. **e**, **e’** In *scro-RNAi* (BDSC 29387) clones marked by GFP (green), Sox102F (red) expressing neurons are not generated (15 out of 17 clones show a complete loss). **f**–**f”** The expression pattern of D (green), BarH1 (blue), and Tll (red) in NBs. **g**–**g”** The expression of BarH1 (blue) and BarH2::GFP (green) in NBs. **h**, **h’** In *D-RNAi* clones marked by GFP in green, BarH1 expression (red) is lost (in nine out of nine clones). **i**–**i”** In *BarH1* and *BarH2* double RNAi clones marked by GFP (green), Tll expression (red) are lost, and D expression (blue) is expanded (in 15 out of 15 clones). **j** A schematic showing the regulatory network among late TTFs: Scro, Slp, D, BarH, Tll, and the neuron fates generated at each stage. Scale bars: 20 μm.

Another missing TTF at later temporal stages is indicated to be between the D stage and the Tll stage. 

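Between the highest level of D and that of tll, D had fallen to 181 and 198 CPM in fine bin 15, and to 49.2 and 22.2 CPM in fine bin 17, while B-H1 was at 43.6 and 31.4 CPM in fine bin 18 and at 2.59 and 0 CPM in the oldest bin of 10. In cells thinned to 2000 UMIs, D and B-H1 were found together in 10 cells of experiment 1 against 13.6 by chance (ratio 0.733) and in 22 cells of experiment 2 against 33.0 (ratio 0.667). With all UMIs in place of 2000 per cell, the ratio for D and B-H1 was 1.098 over both experiments, so the sign of the departure from chance rests on the thinning. B-H2 rose between the youngest and the oldest NBs by 5.76 on the log2 scale (standard error 0.36, adjusted p = 3.29e-07 from edgeR).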

Consistent with D and Tll antibody staining, our scRNA-seq data also revealed a gap between the D and Tll stages, and showed that *BarH1* and *BarH2* genes are expressed within this gap (Fig. 1g, Supplementary Fig. 5b–d). *BarH1* and *BarH2* are two homologous genes encoding homeobox transcription factors, best known for their function in the development of the eye^79,80^. In the medulla, consistent with our scRNA-seq data, both proteins are expressed in medulla NBs between the D stage and the Tll stage. D, BarH proteins, and Tll are expressed in three consecutive stripes with BarH proteins in the middle (Fig. 4f–f”, Supplementary Fig. 9c–c”). Although D expression and Tll expression do not overlap with each other, the expression of BarH1 and BarH2 overlaps with both D and Tll. BarH1 and BarH2 are initiated at almost the same time, and their stripes in NBs are much overlapped, but the highest level of expression of the two TFs is achieved at different times in different cells (Fig. 4g–g”). The inequivalence of their expression is amplified in neurons that are born at the BarH stage, as neurons expressing only BarH1 or BarH2 were observed inside the medulla (Supplementary Fig. 9d–d”).

If BarH1 and BarH2 are TTFs between D and Tll, they should be activated by D, and be responsible for terminating D expression and activating Tll expression. We used *ay*G4 to drive *D* RNAi, and observed loss of BarH1 expression in *D*-*RNAi* clones (Fig. 4h, h’), suggesting that D is required for BarH1 activation. To test whether BarH1 and BarH2 are required for the transitions from the D stage to the Tll stage, we generated clones in which RNAi of both *BarH* genes was induced. Inside such RNAi clones, Tll was lost while D was expanded to the oldest NBs (Fig. 4i–i”). Next, we tested whether BarH1 and BarH2 are individually required in the transitions. With the loss of BarH1 or BarH2 alone, normal Tll expression was observed in NBs (Supplementary Fig. 9e, g), suggesting that BarH1 and BarH2 act redundantly to activate the next TTF Tll (Fig. 4j).

### Gcm and possibly Nerfin-1 are required at the final stage

Previously it was thought that Tll is the last TTF expressed in the oldest medulla NBs that produce glia, but whether Tll indeed has a role in gliogenesis has not been examined^18^. Our scRNA-seq data suggest that there is another temporal stage after the Tll stage marked by the expression of Gcm, Nerfin-1, and Dacapo (Dap) (Fig. 1g, Supplementary Fig. 10a). 

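gcm was at 6.67, 1.498 and 401 CPM in the youngest, middle and oldest NBs of experiment 1 and at 5.20, 4.55 and 508 CPM in those of experiment 2, a log2 fold change of 6.37 from the youngest to the oldest (standard error 0.20, adjusted p = 2.97e-09 from edgeR). dap (FBgn0010316) was at 26.9, 19.3 and 808 CPM and at 15.6, 28.1 and 743 CPM in the same groups, a log2 fold change of 5.27 (standard error 0.22, adjusted p = 1.85e-08). Along the 10 bins dap rose from 1577 and 772 CPM in bin 9 to 3048 and 2449 CPM in the oldest bin. The paper proposes from these patterns that a further temporal stage follows the Tll stage.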

Gcm, a zinc-finger transcription factor, was shown to be essential for glial fate determination in the embryonic nervous system and larval visual system^81–84^. Then another study showed that Gcm is expressed in a group of precursors located at the border between the optic lobe and the central brain and required to generate medulla neuropil glia (mng)^43^. Our scRNA-seq data suggest that these precursors are the medulla NBs at the final stage, rather than a separate group of dedicated glial precursors.

A Gcm::GFP-BAC line was used to examine the protein expression pattern of Gcm, and it was confirmed that Gcm protein is expressed after Tll in the oldest medulla NBs marked by Dpn and Miranda (Fig. 5a–b”’ and Supplementary Fig. 10b–b”’). Some of these Gcm-positive NBs were undergoing mitosis, as shown by strong Anti-phospho-Histone H3 staining (Fig. 5b–b”’). Gcm expression has a significant overlap with Tll, but in a more restricted stripe closer to the central brain. A high level of Gcm expression is often observed in NBs with a reduced level of Tll. Gcm-expressing progeny later activates Repo expression, as suggested by the co-expression of Gcm::GFP and Repo in the migrating mng generated by the oldest medulla NBs (Supplementary Fig. 10c–c”). As mng migrate towards the medulla neuropil, Gcm expression reduces, whereas the expression of Gcm2, a homolog of Gcm, increases (Supplementary Fig. 10d–d”). Gcm2 is not expressed in the NBs^43^ (Supplementary Fig. 10d–d”). Although some Gcm-expressing NBs and newly generated mng still transiently retain a low level of Tll, most Tll-expressing progenies do not express Gcm or Repo, and a few of them start to express a low level of Dac (Supplementary Fig. 10c–c” and e–f”), suggesting that Tll is a TTF activated before Gcm, and that Tll stage NBs produce Tll^+^ neurons but not glia. These neurons appear to only express Tll for a short time. Tll is gradually turned off in mature neurons, whereas in some of them Dac is being turned on.

**Fig. 5:**
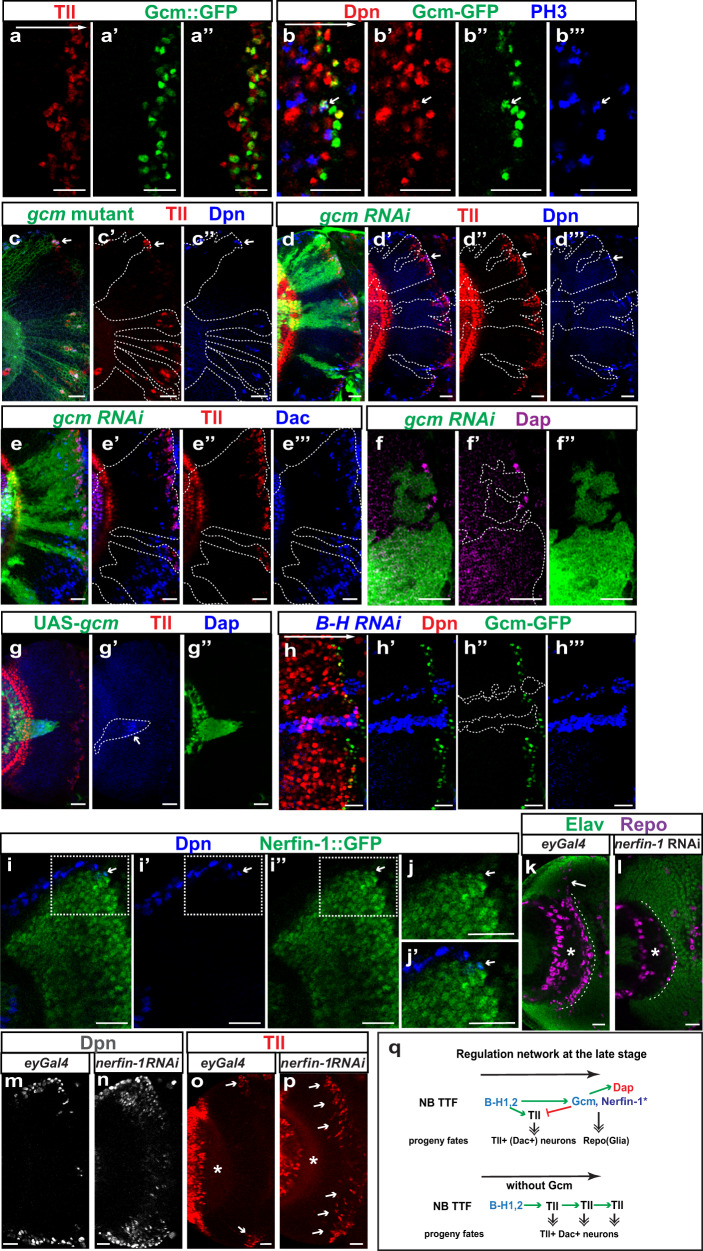
The roles of Gcm and Nerfin-1 in termination of the temporal cascade. **a**–**a”** The expression of Tll (red) and Gcm::GFP (green) in NBs. **b**–**b”’** The staining of Gcm-GFP (green) and PH3 (blue) in NBs marked by Dpn (red). The arrow is pointing at an NB of the final stage going through mitosis, indicated by co-staining for Dpn, Gcm-GFP, and PH3. **c**–**c”** In *gcm* mutant clones (marked by GFP in green), ectopic NBs marked by Dpn (blue) and Tll (red) are present in a deep progeny focal plane, along with ectopic Tll^+^ progeny surrounding the ectopic NBs (in 17 out of 17 clones). **d**–**d”’** In *gcm-RNAi* clones (marked by GFP in green), more NBs marked by Dpn (blue) and Tll (red) are present, along with ectopic Tll^+^ progeny surrounding the ectopic NBs (in 25 out of 25 clones). **e**–**e”’** In *gcm*-*RNAi* clones (marked by GFP in green), the number of Tll (red) and Dac (blue) double-positive cells is increased at a deep progeny focal plane (in 16 out of 16 clones). **f**–**f”** In *gcm*-*RNAi* clones (green), Dap (magenta) is lost (in nine out of nine clones). **g**–**g”** In *gcm* misexpression clones (green), Dap (blue) is ectopically activated (in 10 out of 10 clones). **h**–**h”’** In *BarH1* and *BarH2* double RNAi clones marked by β-Gal (blue), Gcm-GFP (green) is absent (in five out of five clones). **i**–**j’** The expression of Dpn (blue) and Nerfin-1::GFP (green) in a cross-sectional view. The rightmost NB is the oldest NB that turns on Nerfin-1 (arrow). **j**–**j’** A zoomed-in image of the outlined region in **i**. **k**, **l** In deep progeny focal planes, glia are marked by Repo (magenta), and neurons are marked by Elav (green). The asterisk indicates the center of the medulla neuropil, and the white dashed line indicates the position where mng should be aligned. **k** In *ey*Gal4 control brains (*n* = 5), mng continuously aligns the medulla neuropil, and the migrating mng stream is indicated by a white arrow. **l** When *Nerfin-1* RNAi is driven by *eyGal4*, only scattered mng is observed (in five out of five brains). **m** At a focal plane slightly deeper than the surface focal plane, most NBs marked by Dpn in an *eyGal4* control brain are located at the surface of the medulla. **n** When *Nerfin-1* RNAi is driven by *eyGal4*, many ectopic NBs marked by Dpn is present inside the medulla (in five out of five brains). **o** At a deep progeny focal plane, Tll^+^ (red) progeny (white arrows) are only generated around the surface NBs, while no Tll+ cells are observed in the middle of the brain. **p** At a comparably deep progeny focal plane, when *Nerfin-1* RNAi is driven by *eyGal4*, Tll (red) expressing progeny continue to be produced throughout the brain (in six out of six brains). **q** A schematic showing the regulatory network that are crucial for the final-stage NBs. Asterisk for Nerfin-1 indicates that the exact location of Nerfin-1’s action is still not certain. Scale bars: 20 μm.

Thus, Gcm is expressed at the final stage when NBs transit from neurogenesis to gliogenesis and subsequently exit the cell cycle. Dap, a cell-cycle inhibitor orthologous to vertebrate Cdkn1a/P21, is expressed in a similar pattern as Gcm (Fig. 1g, Supplementary Fig. 10a). Tll is expressed in a slightly earlier stage, and loss of Tll does not affect the cell-cycle exit or glia production (Supplementary Fig. 11a–a”). Thus, Gcm may be the critical regulator that functions in promoting gliogenesis and cell-cycle exit.

We examined the function of Gcm by generating *gcm* mutant clones where both *gcm* and *gcm2* were mutated. In a wild-type brain, cells expressing both Dpn and Tll were not present deep inside the medulla where only neurons and glia are located. However, with loss of *gcm/gcm2*, ectopic Tll^+^ Dpn^+^ cells were observed at deeper focal planes (Fig. 5c–c”). Those cells should be the Tll^+^ NBs unable to transit into the glia producing and cell-cycle exiting mode, and instead, they remain at the neuron producing mode and keep producing supernumerary Tll^+^ Dac^+^ neurons (Supplementary Fig. 11b–b”). To examine specifically the function of Gcm, we generated *gcm-RNAi* clones. With loss of Gcm only, we also observed that the oldest Tll+ NBs failed to exit cell cycle and generated excessive Tll^+^ Dac^+^ neurons (Fig. 5d–e”’ and Supplementary Fig. 11c–c”’). These results suggest that Gcm is required to repress Tll, and to end the temporal progression. The extended NB proliferation could partially be due to the loss of Dap expression in both *gcm-RNAi* clones and *gcm* mutant clones (Fig. 5f–f” and Supplementary Fig. 11d–d”). Confirming Gcm’s known role in gliogenesis, Repo^+^ glia around the medulla neuropil were never observed inside *gcm-RNAi* clones or *gcm* mutant clones (Supplementary Fig. 11e–e”). To determine if Gcm is sufficient to promote gliogenesis and terminate neuroblast proliferation, we tested the effect of misexpression of Gcm in younger NBs. The clones mis-expressing Gcm were small, and composed mostly of NBs marked by Dpn and ectopic glia marked by Repo (Supplementary Fig. 11f–f”’). Dap was also ectopically activated in Gcm misexpression clones (Fig. 5g–g”), suggesting that Gcm is sufficient to promote gliogenesis and induce Dap expression. In summary, this set of data support that Gcm is the final TTF required for the switch to gliogenesis and for ending the temporal cascade possibly through activating Dap.

Tll is not required for glia production, and this suggests that Tll is not required to activate Gcm. We reasoned that there should be another TTF that is directly upstream of Gcm and required for Gcm expression. Therefore, we tested if *BarH* genes are the upstream TTFs. Although mng produced by the oldest NBs line up around the medulla neuropil continuously in a wild-type brain (Supplementary Fig. 11g–g”), in *BarH1* and *BarH2* double RNAi clones, Gcm-GFP expression and mng were lost, suggesting that BarH1 and BarH2 are upstream of Gcm in the temporal cascade (Fig. 5h–h”’ and Supplementary Fig. 11h–h”). However, mng production was normal with individual RNAi of *BarH1* or *BarH2* (Supplementary Fig. 9f, h), suggesting that BarH1 and BarH2 act redundantly to promote the temporal cascade towards the final stage. In summary, BarH1 and BarH2 are required to activate both Tll and Gcm, but Tll is activated slightly before Gcm, and Gcm is then required to repress Tll, and in the meantime promote gliogenesis and cell-cycle exit possibly by activating Dap (Fig. 5q).

Besides Gcm, Nerfin-1 is also expressed in the oldest NBs. Nerfin-1 is a zinc-finger transcription factor expressed in postmitotic neurons and is required for maintaining their differentiated status through inhibition of Notch activity^85–87^. 

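nerfin-1 (FBgn0028999) rose from 40.8 and 10.8 CPM in the youngest to 556 and 447 CPM in the oldest NBs, with 5.99 and 6.14 CPM in between, a log2 fold change of 4.57 (standard error 0.30, adjusted p = 5.38e-07 from edgeR). Its level was 1141 and 449 CPM in bin 9 of 10 and 2003 and 1560 CPM in the oldest bin. The youngest bin had 97.9 and 34.7 CPM, and when the order was started from the other young cluster the log2 fold change of nerfin-1 was 6.15.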

According to our scRNA-seq data, Nerfin-1 transcripts are present in the oldest NBs similar to Gcm transcripts (Fig. 1g). Using a Nerfin-1::GFP-BAC line, we showed that Nerfin-1 protein is expressed mostly in maturing neurons as previously reported (Fig. 5i). However, co-expression of Dpn, Gcm, and Nerfin-1 can be observed in the nuclei of the oldest NBs (Fig. 5i–j’, Supplementary Fig. 12c–c”’). The oldest medulla NBs express nuclear Prospero (Pros)^18^, and we also observed co-localization of nuclear Pros with Nerfin-1::GFP (Supplementary Fig. 12a–b’). Nerfin-1 expression persists in the newborn glia generated by the oldest NBs for a short time and is lost as the glia mature and migrate. Next, we tested whether Nerfin-1 is required for the cell-cycle exit and glia production. We used eyG4 to drive *nerfin-1* RNAi, and showed that Nerfin-1 could be another critical regulator for the final-stage NBs. In a wild-type control brain, mng produced from the oldest NBs line up the medulla neuropil continuously (Fig. 5k). In contrast, with loss of Nerfin-1, only a few scattered mng were observed around the medulla neuropil (Fig. 5l) (the reduction is highly significant: *p* = 3.49 × 10^−9^ by two-sided *t* test, *n* = 5 brains each. Source data are provided as a Source Data file). This suggests that gliogenesis is affected by the loss of Nerfin-1, and it is possible that NBs could be stuck at the previous Tll stage. With the loss of Nerfin-1, we also observed numerous ectopic Dpn^+^ NBs inside the medulla (Fig. 5n), consistent with previous reports showing that loss of Nerfin-1 causes de-differentiation of neurons back into NBs^85–87^. However, if the oldest NBs fail to exit the cell cycle, they can also be among these ectopic NBs. To test this possibility, we examined Tll expression. Tll is transiently expressed in the newly born progeny from Tll^+^ NBs, and will be lost soon after. In a wild-type brain at a deeper focal plane, NBs are only observed at the surface, and Tll is observed in old NBs and their newly born progeny just below the surface (Fig. 5o arrows). The lineages in the middle of the brain have been completed (NBs have finished generating mng and exited the cell cycle), and thus no NB or Tll^+^ progeny is observed (Fig. 5m, o). However, with the loss of Nerfin-1, Tll^+^ progeny continued to be produced throughout the brain (Fig. 5p). This set of data suggests that Nerfin-1 may also be required in the oldest NBs for the transition from the Tll stage to gliogenesis and for exiting the cell cycle (Fig. 5q). However, another possibility for the loss of glia is that the transient expression of Nerfin-1 in newly born glia is required to prevent them from transforming back to NBs.

Finally, we examined whether Nerfin-1 regulates Gcm expression. With loss of Nefin-1, Gcm-GFP was still expressed in the oldest NBs (Supplementary Fig. 12d–d”’), suggesting that Gcm expression does not depend on Nerfin-1. In summary, at the final stage, Gcm and possibly Nerfin-1 act to promote gliogenesis and cell-cycle exit.

### Lola factors regulate the speed of cascade progression

Our scRNA-seq analysis enabled us to identify a fairly complete temporal cascade from start to end. How is the speed of the TTF cascade progression regulated and does it involve any other factors that are not TTFs? To address this, we screened through some TFs that are not expressed in a TTF manner but in all NBs, and we found one gene, *longitudinals lacking* (*lola*) that participates in the temporal cascade regulation.

The gene *lola* encodes about 20 isoforms of transcription factors belonging to a Broad‐complex, Tramtrack, and Bric‐à‐brac/poxvirus and zinc-finger (BTB/POZ) family of proteins. The isoforms have a common BTB domain and different Zinc fingers that give each isoform unique DNA binding specificities^88^. The 20 isoforms show diverse expression patterns in the medulla. For example, Lola-F (isoform nomenclature as in ref. ^88^) is expressed in all NBs, all GMCs and newly born neurons, but is downregulated quickly to absence as neurons mature (Fig. 6a–a”, Supplementary Fig. 13a–a”). Lola-N is expressed mostly in mature neurons where it is required to maintain the differentiated state^89^. A Lola-T::GFP-BAC line showed weak Lola-T::GFP expression in a similar pattern as that of Lola-F, although with a much earlier activation starting from NE (Fig. 6b, b’). A Lola-K::GFP-BAC line showed that Lola-K is expressed at a high level in mature neurons and NBs, but is not detected in GMCs (Fig. 6c, c’). Therefore, diverse combinations of different isoforms of Lola could have various functions in NBs, GMCs, and neurons. For example, only NBs express both Lola-F and Lola-K, which may act together to regulate NB-specific processes. Using *optix*G4 which is expressed in the mOPC^71^, or *ayG4* to drive *lola* RNAi that eliminates all isoforms of Lola, we observed an expansion of Hth expression, a slight expansion of the first stripe of Opa, and delays in the expression of Erm::V5, Ey, the second stripe of Opa, and Slp to increasing extents in NBs, while the proliferation of NBs was not affected much (Fig. 6d–i”’, Supplementary Fig. 13b–c”’). It has been shown that in *lola* null mutant clones, neurons de-differentiate and ectopic NBs can be observed at deep progeny layer in the late larval stage (more pronounced at 96 h after clone induction), and NB tumors are present in the adult optic lobe^89^. In our *lola-RNAi* clones examined at 72 h after clone induction, the ectopic NBs in the progeny layer were mostly located at the medial edge of the clones, which are likely the oldest NBs unable to terminate the neuroblast fate due to the extreme delay of the TTF cascade (Supplementary Fig. 13d–d”). These ectopic NBs were not located near the surface layer where normal NBs locate, so the examination of the delayed TTF cascade at the surface NB layer was not affected. We used Dpn as a marker to number the NBs from the lateral (the youngest) to the medial (the oldest). By examining which NB each TTF is first activated in, we can roughly determine the activation time of each TTF. In a wild-type brain, Erm, Ey, the second stripe of Opa and Slp are activated in the 2nd/3rd, the 2nd/3rd, the 3rd/4th and the 4th/5th NB, respectively. However, with loss of Lola, the activation of these TTFs started in the 3rd/4th, the 4th/5th, the 5th to 7th, the 7th to 9th NB instead, respectively (Fig. 6j). The 9th NB is the oldest NB that we could accurately count, therefore, TTFs downstream of Slp were not examined. In terms of the duration of TTF expression, we examined the effect of *lola* RNAi on Hth, Erm, Opa, and Ey. In wild-type brains, the stripe of Hth, the stripe of Erm, the first and the second stripe of Opa all consist of only one to two NBs in width. The stripe of Ey consists of three to four NBs in width. However, with loss of Lola, the Hth stripe and the Erm stripe each consisted of two to four NBs in width, the first stripe of Opa consisted of two to three NBs in width, while the second stripe of Opa consisted of no less than four NBs in width (Fig. 6j). The Ey expression was expanded towards the 9th NB (Fig. 6j), which is the oldest NB that we could reliably assess. NBs older than the 9th NB were dislocated into deep layers, which makes it hard to determine their relative age. Therefore, the Slp expressing domain appeared smaller, and it is not clear whether the Slp stage is expanded or not. The mentioned phenotypes suggest that the temporal progression grows slower and slower without Lola, at least in the first four temporal stages. This set of data suggest that Lola inhibits Hth expression and facilitates the normal temporal progression as a speed modulator in NBs (Fig. 6j).

**Fig. 6:**
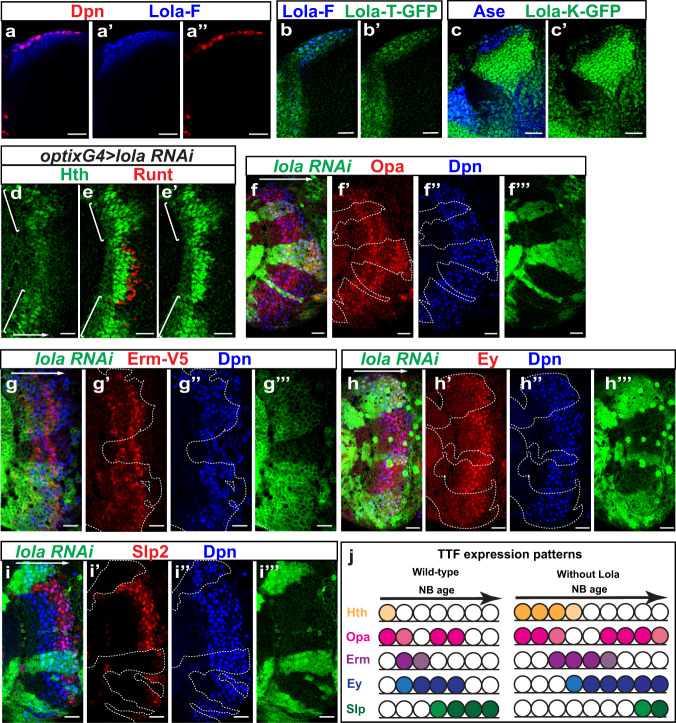
Lola regulates the progression of the temporal cascade. **a**–**a”** The expression of Dpn (red) and Lola-F (blue) in a cross-sectional view. **b**, **b’** The expression of Lola-T::GFP (green) and Lola-F (blue) in a cross-sectional view. **c**, **c’** The expression of Lola-K::GFP (green) and Ase (blue) marks both NBs and GMCs in a cross-sectional view. **d**–**e’** *lola* RNAi (BDSC35721) is driven by *optixGal4* in mOPC indicated by white brackets. With *lola* RNAi, Hth (green) is expanded into older NBs (**d**) and later-born progeny (**e**, **e’**), whereas Runt neurons (red) are mostly lost (**e**) (in five out of five brains). **f**–**f”’** In *lola-RNAi* clones (VDRC 101925) marked by GFP (green), the second stripe of Opa (red) is activated in the 5th to 7th NB marked by Dpn (blue) (in 19 out of 19 brains), while its activation happens in the 3rd or 4th NB in wild-type regions. **g**–**g”’** In *lola*-*RNAi* clones (VDRC 101925), Erm-V5 (red) is activated in the 3rd or 4th NB marked by Dpn(blue) (in 16 out of 16 clones), whereas in wild-type regions, Erm-V5 is activated in the 2nd or 3rd NB. **h**–**h”’** In *lola-RNAi* clones (VDRC 101925), the activation of Ey (red) is observable in the 4th or 5th NB marked by Dpn (blue) (in 19 out of 19 clones), while wild-type Ey expression starts in the 2nd or 3rd NB. **i**–**i”’** In *lola*-*RNAi* clones (VDRC 101925), Slp2 (red) is activated in the 7th to 9th NB marked by Dpn (blue) (in 24 out of 24 clones), whereas in wild-type part of the brains, Slp2 is activated in the 4th or 5th NB. **j** A schematic showing the function of Lola in regulating the temporal cascade. Loss of Lola causes slowing down of the temporal progression. In wild type, only seven NBs were shown because later TTFs were not examined. Scale bars: 20 μm.

Next, we examined whether neural fates are also affected when TTF cascade is slowed down by loss of Lola. In our *lola-RNAi* clones 72 h after clone induction, we did not observe massive neural de-differentiation into Dpn^+^ cells (Supplementary Fig. 13d–d”). Therefore, at this time point, we can still examine the initial neural fate specification. With *lola* RNAi driven by *optixG4* or *ayG4*, we observed slightly prolonged production of Bsh neurons, which is consistent with the expansion of Hth in NBs (Supplementary Fig. 13e–e”’), but the level of expansion of Bsh was not as severe as that of Hth. It is possible that the first stripe of Opa or other TFs expressed at young temporal stages still repress the Bsh neuron fate. In addition to the mild change of Bsh, we observed a great reduction of Runt neurons and Kn neurons, suggesting that Lola proteins are also required for the neuronal fate specification (Fig. 6e, Supplementary Fig. 13e–f”). However, these phenotypes may not be solely the result of losing the isoform combination of Lola in NBs, since in neurons a different combination of Lola isoforms exists and may also be required for neuron fates.

In summary, the requirement of Lola in TTF cascade progression suggests that genes that are expressed in all NBs could also contribute to the regulation of temporal patterning.

## Discussion

Our scRNA-Seq analysis revealed the temporal progression of transcriptional profiles as medulla NBs age at single-cell resolution. We discovered candidates of critical temporal patterning regulators including eight previously unknown TTFs, as well as TFs such as Nerfin-1 and Lola, that are also involved in the temporal patterning process. Further experimental validation of previously unknown TTFs and other crucial regulators confirmed the accuracy of our high-resolution data, supporting that scRNA-seq is a powerful tool to study the highly dynamic temporal patterning process. Our analysis and further experimental investigation revealed a comprehensive temporal cascade in *Drosophila* medulla NBs: Hth+SoxN+dmrt99B->Opa->Ey+Erm->Ey+Opa->Slp+Scro->D->BarH1&2->Tll, Gcm (Fig. 7b), and also illustrated several principles that are likely conserved during the temporal patterning of neural progenitors.

**Fig. 7:**
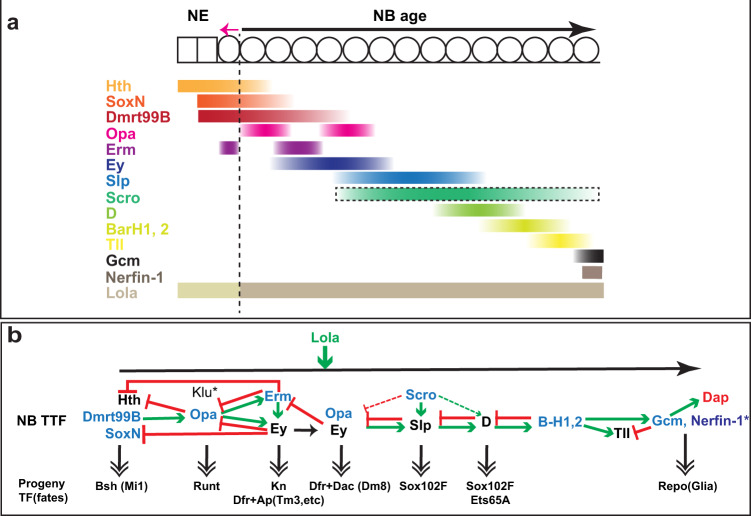
A schematic model summarizing the medulla TTF cascade and its regulation. **a** A schematic drawing showing the relative expression patterns of the medulla TTFs, Lola, and Nerfin-1. The expression of Scro is indicated only by its transcriptional pattern. The expression of Hth, SoxN, and Dmrt99B all start in NE, Em has a stripe in the transition zone from NE to NB, whereas other TTFs are initiated in NBs. Different isoform compositions of Lola are indicated by different colors. The number of NE and NB cells does not indicate the actual number of cell cycles they go through. **b** A schematic model summarizing the regulation networks of the medulla TTF cascade. Known TTFs are in black, and TTFs identified in this study are in blue. Extensive cross-regulations were identified between these TTFs, which generally follow the rule that a TTF is required to activate the next TTF (green arrows) and repress the previous TTF (red flat-headed arrows), but with a few important exceptions. This TTF cascade controls the sequential generation of different neural types by regulating the expression of neuronal transcription factors, and examples of neural types were also indicated. Note: not all neural fates generated in a certain stage are shown. Lola proteins modulate the speed of temporal progression of the NB TTF cascade. At the final stage, Gcm and possibly Nerfin-1 promote gliogenesis and the cell-cycle exit to end the temporal progression. Cross-regulations are based on mutant phenotypes, and are not necessarily direct regulations.

First, our study identified early temporal factors that initiate the medulla neuroblast TTF cascade. Before this study, Hth was proposed to be the only TTF at play during the earliest temporal stage. Hth is expressed in the neuroepithelium and the youngest NBs. It is necessary for the generation of Bsh neurons, but is required neither for the NE to NB transition nor for the further temporal cascade progression. Loss of Ey also does not affect the termination of Hth^18,19^. These data suggested missing links between Hth and the later TTF cascade. Here, we identified several previously unknown TTFs that linked the whole cascade together. Two of those TTFs that start their expression in the NE, SoxN, and Dmrt99B, are also required for the first temporal fate (Bsh neurons), and Dmrt99B is required for the timely activation of Opa in the youngest NBs. Opa is then required to activate Ey and repress Hth (Fig. 7a, b). Interestingly, the three TTFs inherited from NE maintain their expression for different durations in NBs, as Hth is repressed by Opa and Erm, SoxN is repressed by Ey, whereas Dmrt99B expression extends until the Slp stage (Fig. 7a, b). Whether this differential downregulation is significant for temporal patterning is currently unknown. However, it is worth noting that the expression of mammalian orthologs of Dmrt99B, Dmrt3, and Dmrta1, also starts in symmetrically dividing early cortical progenitors (NE), and decreases gradually in asymmetrical dividing cortical progenitors due to the direct suppression by FoxG1, the mammalian ortholog of Slp1/2^90,91^. Given the essential role of Dmrt99B in initiating temporal patterning in medulla neuroblast, it will be interesting to investigate whether its mammalian orthologs play conserved roles in the temporal patterning of cortical progenitors.

Second, we showed that a broad temporal stage can be divided into sub-temporal stages by combinations of TTFs, which determine the progeny fates. This is well-illustrated in the Ey stage. The first stripe of Opa is necessary to initiate the expression of Erm and Ey, which are then required to repress Opa in a negative feedback loop, generating a gap in Opa expression. Furthermore, our data suggest that Ey may first enhance the activation of Erm at the gap, but then possibly a higher level of Ey is required to repress Erm, either directly or indirectly. After Erm is turned off, Opa is turned back on. At the same time, Slp has been gradually activated by Ey and Scro, and when it reaches a certain level, it will repress Opa and Ey to end the Ey stage. Thus, cross-regulations among TTFs divide the Ey stage into (at least) two (sub-)temporal stages determined by the co-expression of Ey and Erm, or Ey and Opa. We showed that different neural types are generated in these two sub-temporal stages, and the first set of neurons require both Ey and Erm, whereas the second set of neurons require both Ey and Opa (Fig. 7a, b). Interestingly to note, the mammalian ortholog of Erm, Fezf2, is also expressed in cortical progenitors and plays important roles in cortical neuron specification^34,35,92^.

Third, this study demonstrated that a TTF that is required for the switch to gliogenesis at the final stage is also required for the cell-cycle exit and termination of the medulla TTF cascade. Previously it was thought that Tll stage NBs switch to gliogenesis and then exit the cell cycle, but whether Tll indeed plays a role in these processes has not been studied. Here, our scRNA-Seq data suggested another final temporal stage marked by the expression of Gcm and Dap. Further, we showed that BarH1 and BarH2 are required to activate both Tll and Gcm, but Tll is activated first, and when Gcm is activated, Gcm represses Tll. We showed that Gcm but not Tll is required for the NBs to switch to gliogenesis and exit the cell cycle (Fig. 7a, b). Gcm is well-known for its role in gliogenesis, but here we show that it is also required and sufficient to activate Dap expression in NBs, possibly through which to promote cell-cycle exit and end the temporal progression. In vertebrate retina, scRNA-seq analysis of retinal progenitor cells identified NFI factors as required for both late-born cell fates including Müller glia and for exiting the cell cycle^28^. As neural progenitors often switch to produce glia at the end of the lineage, it is possibly a general mechanism that factors required for the switch to gliogenesis are also required for the mitotic exit to end the temporal progression.

Another factor that is likely involved in the final stage is Nerfin-1. The expression of Nerfin-1 is observable mostly in maturing neurons, and is required to prevent neurons from de-differentiation^85–87^. However, this TF responsible for maintaining the differentiation status of neurons, is turned on in the final-stage NBs, where it may function to promote gliogenesis and help terminate the temporal cascade on time. The fast exit of the cell cycle at the final stage is likely accomplished because self-renewal repressors that usually function in GMCs and neurons, such as Prospero and Nerfin-1, gather and cooperate in the oldest NBs. Whether Nerfin-1 can be characterized as a TTF is a remaining question. Since Nerfin-1 expression in both the oldest NBs and the newly born glia is very transient, and cell cycle exit is coupled with glia generation in the oldest NBs, it is not easy to distinguish when exactly Nerfin-1 functions to contribute to the termination of the final temporal stage. The mechanism behind Nerfin-1’s requirement at the final stage may be different from the mechanism used in neurons preventing their de-differentiation. One evidence is that while a previous study showed that double knockdown of Nerfin-1 and Su(H) could reduce most ectopic NBs generated by single knockdown of Nerfin-1, suggesting that Nerfin-1 represses Notch signaling in neurons to prevent their de-differentiation, there are always several ectopic NBs remaining located at the medial edge inside the double knockdown clones^86^. The location of those ectopic NBs indicates that they are likely the oldest NBs unable to exit the cell cycle. Therefore, Nerfin-1 may function through a different mechanism in the final-stage NBs, which is not dependent on the downregulation of Notch signaling. Finally, we showed that Nerfin-1 is not required for Gcm expression, and it remains to be determined whether Gcm regulates Nerfin-1’s expression in this process.

Fourth, we observed complex cross-regulations among TTFs that form temporal gene networks. The model for the cross-regulations between medulla TTFs was that each TTF activates the next TTF and inhibits the previous TTF from the Ey stage to the end of the cascade, exhibiting a simple combination of feedforward activation and feedback repression. However, based on the experimental evidence we produced as well as inferred from the scRNA-seq data, the cross-regulations among TTFs are more complex. One TTF is not necessarily repressed by the very next TTF, or activated by the exactly previous TTF. Hth is repressed by Opa and Erm. SoxN is repressed by Ey, while Dmrt99B is likely to be repressed by Slp or later TTFs. Tll is activated just before Gcm, however, Tll is not required for Gcm’s activation. The complexity of their cross-regulation is a way to increase the number of combinations of TTFs in aging NBs, thereby increasing the number of possible neuron fates determined along with the temporal progression. However, the overall trend that early TTFs activate late TTFs, and late TTFs repress early TTFs remains valid.

Finally, we demonstrated that the speed of the TTF cascade progression is regulated by Lola factors expressed in all NBs. Lola proteins belong to a BTB/POZ family of proteins which have been shown to be involved in chromatin remodeling and organization^93^. Certain isoforms of Lola are expressed in all NBs, e.g., Lola-F is activated one cell cycle earlier than Opa. We show that Lola proteins function as a speed modulator of the temporal cascade progression. It represses the expression of Hth, facilitates the activation of Opa and the following TTFs to different extents, thereby guaranteeing a quick transition from the NE TTF network to the NB TTF network. Interestingly, the vertebrate ortholog of *lola*, Zbtb20, was also found to modulate the sequential generation of different neural types in cortical progenitors^94^. Loss of Zbtb20 causes the temporal transitions to be delayed further and further, very similar to the loss of *lola* phenotype in our system. Thus, it is possible that lola/Zbtb20 play conserved roles in the temporal patterning of neural progenitors.

In summary, the entire life of a medulla neuroblast from the beginning to the end was revealed in this study. Our comprehensive study of the medulla neuroblast temporal cascade illustrated mechanisms that may be conserved in the temporal patterning of neural progenitors. The single-cell RNA-sequencing data provide a plethora of information that allows further exploration of the mechanisms of temporal patterning.

## Methods

### Fly lines and crosses

#### Construction of fly lines

To construct the stock for labeling of medulla NBs for FACS sorting and scRNA-seq, *SoxNGal4* (GMR41H10Gal4)^95^ was recombined with *UAS-RedStinger* (BDSC 8547) on Chromosome III, and then crossed with *E(spl)mγGFP* on II^96^, to generate the *E(spl)mγGFP*; *SoxNGal4 UAS-RedStinger*/TM6B stock. To generate *SoxN* mutant clones, *SoxN*^*NC14*^ mutation (BDSC 9938) was recombined onto FRT40A chromosome, to generate the *FRT40A SoxN*^*NC14*^ stock.

#### MARCM mutant clones with FRT40A mutants

To generate MARCM mutant clones of *SoxN* mutant, *slp* mutant, *erm* mutant, or *gcm gcm2* double mutant, virgin females of *yw hs-FLP UASCD8GFP; FRT40A tubGal80; tubGal4/TM6B* were crossed with males of *FRT40A SoxN*^*NC14*^*/CyO*, *FRT40A slp*^*S37A*^/*SM6-TM6B* (Gift from Andrew Tomlinson^97^), *FRT40A erm*^1^*/CyO,GFP* (gift from Cheng-Yu Lee^72^), or *Df(2* *L)200 FRT40A/Gla, Bc* (which deletes both gcm and gcm2^84^), respectively. The progeny were grown at 25 °C, heat-shocked once at 37 °C for 40 min at 1st instar larval stage, and then grown at 25 °C for 3 days before dissection of the wandering 3rd instar larvae.

#### MARCM mutant clones with FRT82B mutants

To generate MARCM clones of *hth* mutant or *opa* mutant, virgin females of *ywhsFLP UASCD8GFP;; tubGal4, FRT82B tubGal80/TM6B* were crossed with *FRT82B hth*^*P2*^*/TM6B* flies (gifts from Richard Mann), *FRT82B opa*^7^ (gift from Deborah Hursh^69^), respectively. The progeny were grown at 25 °C, heat-shocked once at 37 °C for 1 h at 1st instar larval stage, and then grown at 25 °C for 3 days before dissection of the wandering 3rd instar larvae.

#### Negatively marked ey mutant clones

Females of *yw, hs-Flp*^*1.22*^*;; FRT80B, eyBAC, Ubi-GFP/TM6B,Tb; ey*^*J5.71*^ were crossed to males with genotype *hs-Flp*^*1.22*^*;; FRT80B; ey*^*J5.71*^*/In(4)ci*^*D*^ (ref. ^18^). The progeny were grown at 25 °C, heat-shocked once at 37 °C for 1 h at first instar larval stage, and then grown at 25 °C for 3 days before dissection of the wandering 3rd instar larvae. Clones in larvae that lacked both GFP fluorescence and staining with an anti-Ey antibody were further analyzed.

#### RNAi clones

RNAi lines used in this study include: *UAS-ey-RNAi* (BDSC 32486), *UAS-dmrt99B-RNAi* (BDSC 31982), *UAS-opaRNAi* (VDRC 101531), *UAS-erm*^*RNAi*^ (BDSC 50661), *UAS-scro*^*RNAi*^ lines (BDSC 29387, and BDSC 33890 showed the same phenotypes), *UAS-D*^*RNAi*^ (VDRC 107194), *UAS-BarH1*^*RNAi*^ (VDRC 104681), *UAS-BarH2*^*RNAi*^ (VDRC 11570), *UAS-tll-miRNA* (gift from Tzumin Lee^98^), *UAS-gcm*^*RNAi*^ (VDRC 110539, VDRC 2961 showed the same phenotypes), *UAS-lola*^*RNAi*^ lines (BDSC 35721, BDSC 26714, VDRC 101925, all showed similar phenotypes), *UAS-nerfin-1*^*RNAi*^ (VDRC 101631), *UAS-oaz*^*RNAi*^ (VDRC 39214, VDRC 107061), *UAS-hbn*^*RNAi*^ (VDRC 103979), *UAS-sba*^*RNAi*^ (vdrc 101314), and *UAS-scrt*^*RNAi*^ (VDRC 105201). To generate RNAi clones, virgin females of *yw hs-FLP; act*>*y*+*>Gal4 UAS GFP/CyO; UAS-DCR2/TM6B* were crossed with males of each of the RNAi lines. The progeny were grown at 25 °C, heat-shocked once at 37 °C for 8 min at 1st instar larval stage, and transferred to 29 °C for 3 days before dissection of the wandering 3rd instar larvae.

#### Region-specific RNAi

Alternatively, region-specific Gal4s combined with UAS-DCR2 were used to drive RNAi. Virgin females of *UAS-Dcr2;Dpn-LacZ/CyO; VsxGal4/TM6B*^71^ were crossed with males of *UAS-opaRNAi* (VDRC 101531). Virgin females of *UAS-DCR2; optixGal4/CyO*^71^ were crossed with *UAS-lola*^*RNAi*^ lines (BDSC 26714, BDSC 35721). The progeny were grown at 25 °C until 1st instar larval stage and transferred to 29 °C for 3 days before dissection of the wandering third instar larvae.

#### Overexpression clones

UAS-lines used include UAS-Scro-3XHA (FlyORF, F000666), and UAS-Gcm (BDSC 5446). Virgin females of *yw hs-FLP; act*>*y*+*>Gal4 UAS GFP/CyO* were crossed with males of each of the UAS lines. The progeny were grown at 25 °C, heat-shocked once at 37 °C for 8 min at 1st instar larval stage, and transferred to 29 °C for 3 days (UAS-Scro) or 2 days (UAS-Gcm) before dissection of the wandering 3rd instar larvae.

#### GFP-BAC and other reporter lines

Additional lines used in this study include *Dmrt99B::GFP* (BDSC 81280), *Erm::V5* (gift from Cheng-Yu Lee^75^), *ap*^rK568^-*lacZ*^99^, *B-H2::GFP* (BDSC 67734), *Gcm::GFP* (BDSC 38647), *gcm-LacZ* (*P{PZ}gcm*^*rA87*^*/CyO)* (BDSC 5445), *Gcm2::GFP* (BDSC 38646), *lola-T::GFP* (flybase name: *lola.GR-GFP*) (BDSC: 38661), *lola-K::GFP* (flybase name: *lola.I-GFP*) (BDSC: 38662), and *Nerfin-1::GFP* (BDSC 67385).

### Dissociation and FACS sorting of medulla NBs

For each scRNA-seq experiment, 120 third instar larvae of the genotype *E(spl)mγGFP*; *SoxNGal4 UAS-RedStinger*/TM6B were washed with PBS twice, and with 70% ethanol for 1 min, and with PBS once again. Each of the brains was dissected on ice in complete Schneider’s culture medium (Schneider’s Insect medium, supplemented with 10% fetal bovine serum, 2% Pen/Strep, and 0.02 mg/mL insulin). The dissected brains were directly transferred into a glass dish on ice containing Dulbecco’s phosphate-buffered saline (DPBS). The dissection was completed within 1 h, and then the supernatant (mainly DPBS) was replaced by 1 mL TrypLE with 1 mg/mL collagenase I and 1 mg/mL papain. The brains were then incubated for 10 min at 30 °C, with gentle shaking at 55 rpm. After removal of the dissociation solution, the brains were carefully washed with complete Schneider’s culture medium once and with DPBS twice. The brains were disrupted in 1.4 ml of DPBS with 0.04% bovine serum albumin (BSA) by manual pipetting using a P1000, and then 0.4 ml of DPBS with 0.04% BSA was added to make a total volume of 1.8 mL. The cell suspension was filtered through the cell strainer cap into a 5 mL BDFalcon FACS tube. FACS sorting was done immediately after on BD FACS ARIA II with gentle settings (85 μm nozzle and low pressure of 20 psi). DAPI was added before sorting to distinguish live/dead cells. Among the singlet live cells, GFP and RFP double-positive cells were selected and sorted into DPBS with 0.04% BSA.

For immunohistochemistry of unsorted cells or sorted cells after concentration, the cell suspension was placed onto a coated (poly-d-lysine) dish for 30 min. After fixation with 4% formaldehyde for 10 min, the coverslip was washed four times with PBS. The primary antibodies were incubated for 2 h, and were washed three times with PBS with Tween 20 (PBST). The secondary antibodies were incubated for 30 min, and were washed three times with PBST. The cells were mounted in mounting medium and imaged on Zeiss confocal.

### Construction and sequencing of 10x V3 single-cell libraries

Single-cell 3′-cDNA libraries were prepared and sequenced at the DNA Services laboratory of the Roy J. Carver Biotechnology Center at the University of Illinois at Urbana-Champaign. FACS sorted cells were immediately concentrated by centrifugation at 500 × *g* for 5 min, then an additional 800 × *g* for 5 min to a 40 μl volume. This entire volume was used as input for the 10x library. The single-cell suspension was converted into an individually barcoded cDNA library with the Chromium Next GEM Single-Cell 3′ single-index kit version 3 from 10X Genomics (Pleasanton, CA) following the manufacturer’s protocols. The target capture was 10k cells.

Following ds-cDNA synthesis, a sequencing library compatible with Illumina chemistry was constructed. The final library was quantitated on Qubit and the average size was determined on the AATI Fragment Analyzer (Advanced Analytics, Ames, IA). The final library was diluted to 5 nM concentration and further quantitated by qPCR on a Bio-Rad CFX Connect Real-Time System (Bio-Rad Laboratories, Inc. CA).

The final library was sequenced on one lane of an Illumina NovaSeq 6000 S1 flowcell (exp1) or a half lane of an Illumina NovaSeq 6000 S4 flowcell, as paired-reads with 28 cycles for read 1, eight cycles for the index read, and 150 cycles for read 2. Basecalling and demultiplexing of raw data were done with the mkfastq command of the software Cell Ranger 3.1.0 (10x Genomics). Libraries were sequenced to a depth of 2,019,439,522 total reads (1st exp.) and 2,760,057,420 total reads (2nd exp.), corresponding to 6548 cells with a 1821 median UMI counts per cell (1st exp), and 5343 cells with 7508 median UMI counts per cell (2nd exp).

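The deposited libraries hold 6548 cells with a median of 1821 UMIs and 727.5 genes per cell in experiment 1, and 5343 cells with a median of 7508 UMIs and 1835 genes per cell in experiment 2.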

### scRNA-seq analysis

The sequencing reads were aligned to Ensembl’s BDGP6.22 using Cell Ranger (version3.0.1 for 1st experiment, and version 3.1.0 for second experiment) from 10x Genomics, and gene expression levels were counted using Cellranger “Count”. In both versions of Cell Ranger, “EmptyDrops” method^100^ was used to call cells.

All subsequent analyses were performed in R (version 4.0.3)^101^ Quality control on the count data was performed using the package Seurat (version 3.2.3)^48^. To limit the analysis to NBs, only cells expressing Dpn were analyzed. About 47% of cells were excluded. These cells that do not express Dpn also do not express mira, another marker for NBs. 

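A dpn UMI was found in 3613 cells of experiment 1 and 2531 cells of experiment 2. Cells without one made up 44.8% of experiment 1 (2935 cells, interval 43.6 to 46.0), 52.6% of experiment 2 (2812 cells, interval 51.3 to 54.0) and 48.3% of both (interval 47.4 to 49.2).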

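At least 1 mira UMI was found in 45.6% of the cells without a dpn UMI in experiment 1 (1338 of 2935) and in 17.9% of those in experiment 2 (502 of 2812), at median depths of 1144 and 1109.5 UMIs per cell. The share was 78.3% and 89.1% in cells with a dpn UMI, at median depths of 7271 and 33405 UMIs, 48.8% in cluster 13, which had the lowest level of mira (16.7 CPM), at a median depth of 73517 UMIs, and 41.0% in the neuron-like cluster 11 (229 CPM), at a median depth of 10370 UMIs. With every cell thinned to 2000 UMIs, the share was 39.4% (of 579 cells) and 13.3% (of 1021 cells) without dpn and 59.3% (of 2560 cells) and 64.5% (of 2378 cells) with dpn. In levels, cells without a dpn UMI had 354 and 139 CPM of mira, and cells with one 575 and 653 CPM, a difference between the classes that is smaller in experiment 1.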

Although some of them do express SoxN and E(spl)mgamma, these are expressed at only very low levels. For example, 95% of the dpn- cells show fewer than eight reads of SoxN and 4 reads of E(spl)gamma. Therefore, these cells are not medulla NBs and are excluded from the analysis. 

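Of the cells without a dpn UMI, 97.6% in experiment 1 and 91.6% in experiment 2 had fewer than 8 SoxN UMIs, and 94.5% and 95.3% had fewer than 4 E(spl)mgamma-HLH UMIs, or 94.7% and 94.9% over both experiments. These counts go with the low depth of these cells, since their SoxN level was 572 and 531 CPM, above the 351 CPM of cells with a dpn UMI in each experiment. Their E(spl)mgamma-HLH level was 426 and 219.9 CPM, against 627 and 709.6 CPM.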

Cells were also excluded if 10% or more of their reads came from mitochondrial genes. At this step, 3065 cells were excluded because they had mitochondrial read percentages of 10% or higher, and in these cells, the median percentage was 13.78% and the mean was 16.23%. This left 777 cells from the first experiment and 2302 cells from the second experiment. 

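Of the dpn-positive cells, 2836 of experiment 1 (78.5%) and 229 of experiment 2 (9.05%) had 10% or more of their UMIs on mitochondrial genes, 3065 in all. The percentage in these cells had a median of 13.7 and a mean of 14.4 in experiment 1, and a median of 24.3 and a mean of 38.4 in experiment 2, with a median of 13.785 and a mean of 16.228 over both.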

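The same numbers, 777 and 2302, were obtained here from the files. Experiment 1, which supplied 3613 of the 6144 cells with a dpn UMI, thus supplied fewer of the cells left than experiment 2.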

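With the limit at 20%, 5876 cells were kept and 4538 of them ordered. The rank correlation with the order made at 10% was -0.675 over the cells in both, and 63 of the genes called lower in the oldest NBs at 10% were also called lower at 20%.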

We also tested setting the mitochondrial read threshold to 20%, but this appeared to introduce too much confounding into the analysis: most of the cells with high mitochondrial percentage cluster together by themselves, and It is possible that this clustering is driven by confounding factors reflected in the high mitochondrial percentages. Therefore, we kept 10% mitochondrial read threshold.

Data from both experiments were combined into a single analysis. A batch correction was performed using the standard integration workflow in Seurat. Specifically, each dataset was first separately normalized and the top 2000 most variable features were identified. These features were then used to find integration anchors, after which the data were combined using the IntegrateData function. Finally, five outlier cells with large numbers of counts were removed. 

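The 5 cells removed were 1 of experiment 1 and 4 of experiment 2, and the one with the fewest UMIs among them held 175365.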

The remaining 3074 cells were scaled and centered for downstream analysis.

UMAP coordinates were calculated with the RunUMAP function using the top 10 principal components of the 2000 most variable features. Clustering was performed using the FindNeighbors and FindClusters functions with a resolution of 0.9. Cell-cycle scoring was performed using the CellCycleScoring function; see Supplementary Table 1 for lists of the S genes and G2/M genes used. Gene expression levels were visualized with the FeaturePlot function. Differentially expressed genes were identified using the FindAllMarkers function with an FDR cutoff of 0.05.

Developmental trajectories were inferred using the Monocle3 (version 0.2.3.0)^51–53^ excluding the outlying clusters 8, 11, 12, and 14. Raw counts data were imported from the integrated Seurat object into a Monocle3 cell dataset object. Preprocessing was performed with the preprocess_cds function and batch correction was performed using the Batchelor algorithm^102^ as implemented in the align_cds function. PCA and UMAP embeddings stored in the Monocle3 object were replaced with the corresponding values calculated by Seurat and stored in the Seurat object. Cells were then clustered in Monocle3 using the cluster_cells function and the principal graph was learned using the learn_graph function with the minimal branch length option set to 5. The root node was set to be the vertex closest to cells with the highest median Hth expression. Finally, pseudotimes were calculated using the order_cells function and the trajectory was visualized using the plot_cells function. Genes with temporally patterned expression gradients were identified as those whose expression levels showed a significant Spearman correlation with the inferred pseudotime at an FDR cutoff of 0.05. The top 200 genes with decreasing or increasing gradients, respectively, were analyzed for enriched Go terms for Biological Processes “GOTERM_BP_DIRECT” using the “Functional Annotation Chart” at the DAVID Bioinformatics Resources 6.8 website^103,104^ [https://david.ncifcrf.gov/home.jsp].

### Antibodies and immunostaining

These antibodies are generous gifts from the fly community: Rabbit anti-SoxN (1:100) from Steven Russell^61^; Rabbit anti-Hth (1:500) from Richard Mann; Guinea-pig anti-Run, Rabbit anti-Bsh, Rabbit anti-Slp1, Guinea-pig anti-Slp2, Rabbit anti-D, Guinea-pig anti-Tll, and Rabbit anti-Sox102F (all used at 1:500) from Claude Desplan; Rabbit anti-Zfh1 from Ruth Lehmann, Rabbit anti-D (1:1000) from John R. Nambu^105^; Rat anti-Dfr (1:200) from Makoto Sato^63^, Guinea-pig anti-Kn (1:500) from Adrian Moore^106^, Guinea-pig anti-Dpn (1:500) from Chris Doe; Rabbit anti-Opa (1:100) from J. Peter Gergen^67^; Rat anti-BarH1 (1:200) from Tiffany Cook^107^.

Commercially available antibodies include: sheep anti-GFP (1:500, AbD Serotec, 4745-1051), Chick anti-beta Galactosidase (1:1000, Abcam, ab9361), rabbit anti-RFP (1:1000, Abcam, ab62341), Mouse anti V5-Tag:DyLight®550 (1:200, Bio-Rad, MCA1360D550GA), Rat anti-Deadpan [11D1BC7] (1:200, Abcam, ab195173), Rat anti-Histone H3 (phospho S28) antibody (1:500, Abcam, ab10543). These antibodies are provided by the Developmental Studies Hybridoma Bank (DSHB): mouse anti-eyeless (1:10), mouse anti-Pros (MR1A 1:10), mouse anti-Repo (8D12 anti-Repo 1:50), and mouse anti-Dac (mAbdac2-3, 1:20), mouse anti-Dap (NP1, 1:5), mouse anti-Lola -F (7F1-1D5, 1:20), mouse anti Cut (1:10), mouse anti Broad-core (1:20), and mouse anti Aop (1:10).

Secondary antibodies are from Jackson or Life Technologies (Supplementary Table 4). Immunostaining was done as described^18^ with a few modifications: 3rd instar Larval brains were dissected in 1× PBS, and fixed in 4% formaldehyde for 30 min on ice. Brains were washed and then incubated in primary antibody solution overnight at 4 °C, washed three times and incubated in secondary antibody solution overnight at 4 °C, washed three times, and mounted in Slowfade. Images are acquired using a Zeiss Confocal Microscope. Figures are assembled using Photoshop and Illustrator.

### Statistics and reproducibility

For expression patterns shown in Fig. 2a–a”’, d–d”; 3a–c”, j–j”’; 4f–g”; 5a–b”’, i–j’; 6a–c’ and supplementary Figs. 7b–b’; 8a–a”’, c, f, g, i, m–m”, o–p’; 9b, c–d”; 10b–e; 11g–g”; 12a–a”’, c–c”’; 13a–a”, at least three brains were imaged for each experiment, and all show the same expression patterns. Three brains are sufficient because wild-type expression patterns are always consistent between different brains.

For loss of function or gain of function experiments, the numbers of animals or clones analyzed are included in each figure’s legends. No statistical approach was used to predetermine sample size. Samples sizes were determined following standards in the field and our previous experience. Clonal experiments have internal controls: we compared gene expression in and outside of the clones in the same sample, and only draw conclusions when consistent results are obtained. For quantification of mng number in *eyGal4* and *eyGal4*>*Nerfin-1 RNAi* brains, mng marked by Repo were counted on representative focal planes in five brains per genotype, and the *p* value is calculated using a two-sided student’s *t* test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Reporting Summary

## Data Availability

The raw and processed scRNA-seq data generated in this study have been deposited in the NCBI’s Gene Expression Omnibus database (GEO) under accession code GSE168553. Ensembl’s BDGP6.22 is available at [http://sep2019.archive.ensembl.org/Drosophila_melanogaster/Info/Annotation]. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A comprehensive temporal patterning gene network in Drosophila medulla neuroblasts revealed by single-cell RNA sequencing
**Source:** Nat Commun. 2022 Mar 10;13:1247. doi: 10.1038/s41467-022-28915-3

# Supplementary Figure 1

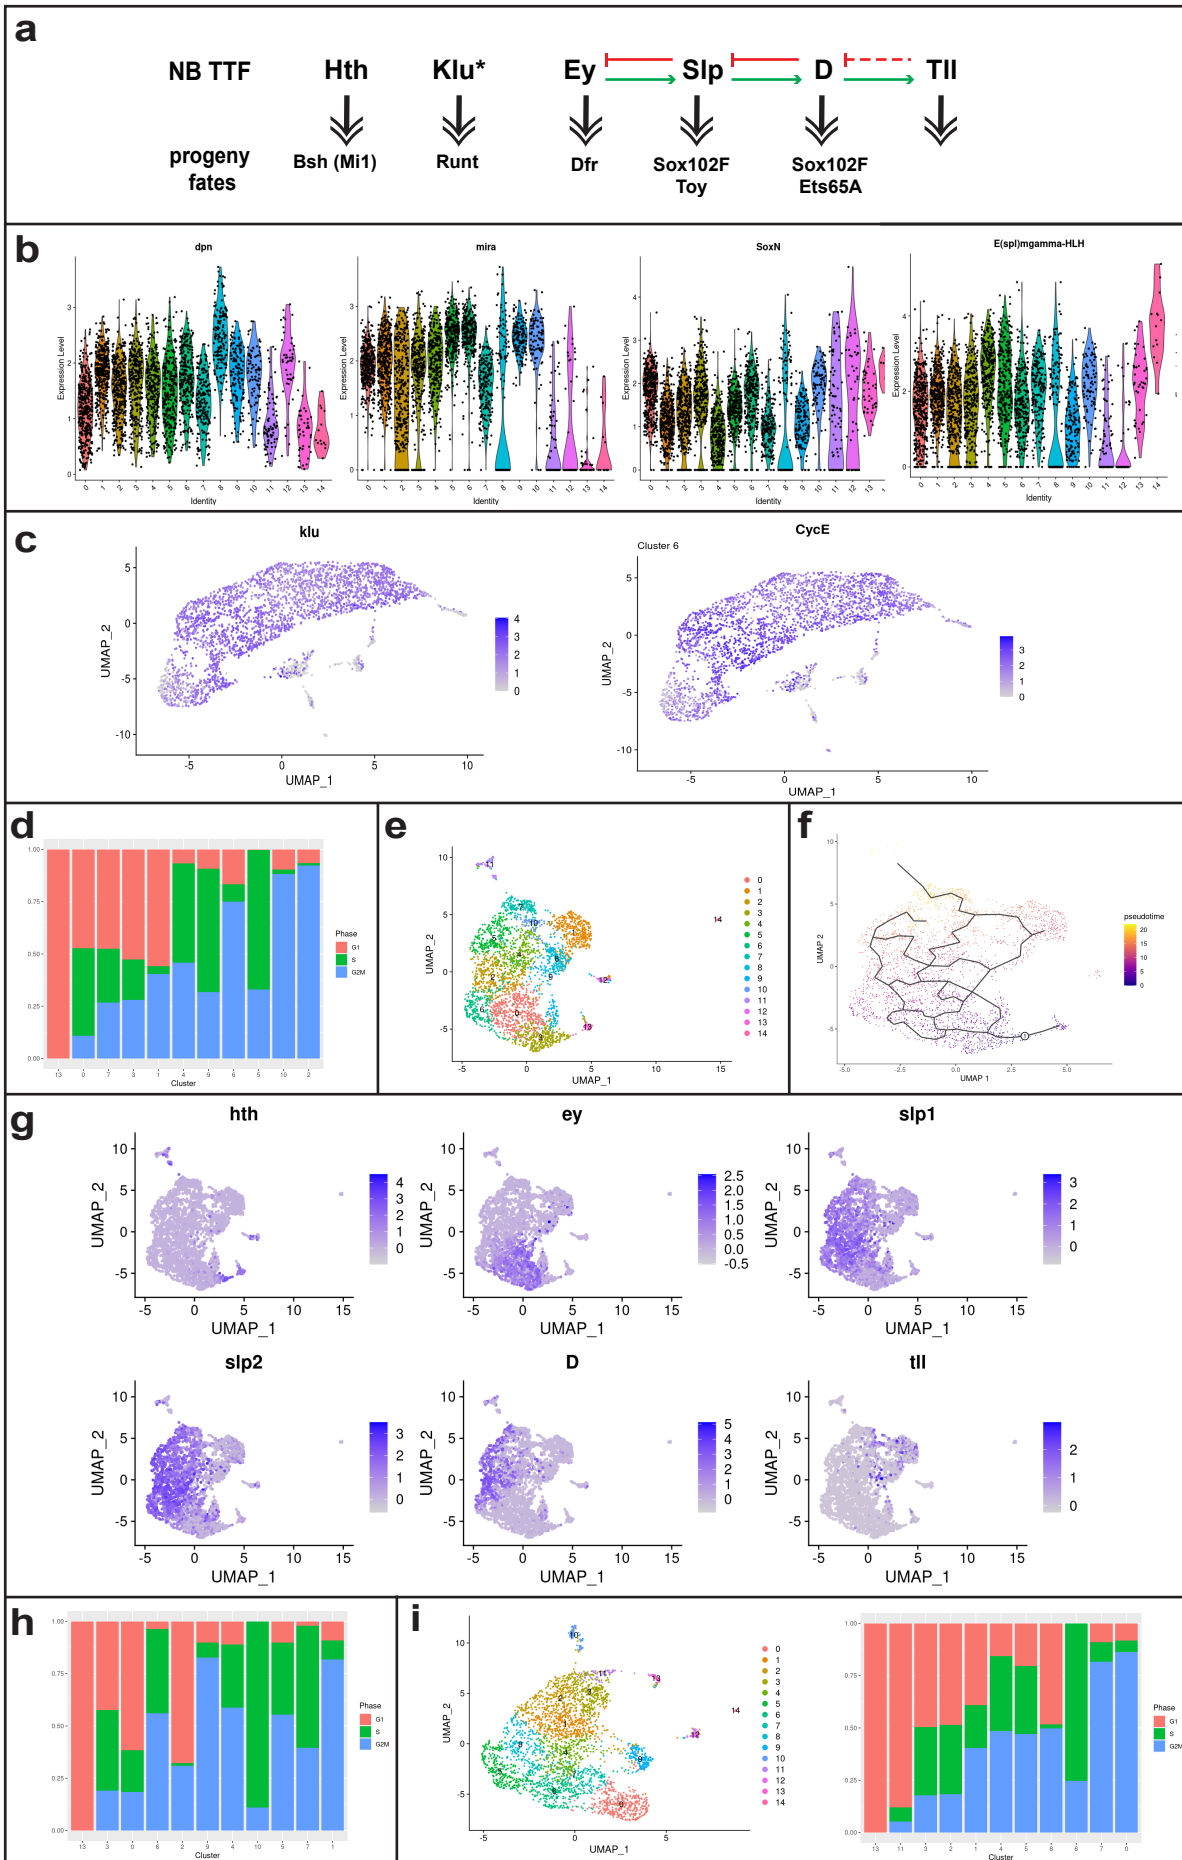

**Supplementary Figure 1. Preliminary analysis of scRNA-seq data.** (a) A model showing what was known about the medulla TTF cascade before this work. (b) Violin plots showing the expression of marker genes in cells of each cluster. Most cells in clusters 8, 11, 12 and 14 have very low level of Mira expression, and are regarded as outlier clusters. Cluster 13 cells are transitioning from NE to NB, and also do not express Mira. (c) The expression patterns of Klu and CycE visualized on UMAP plots. (d) The fraction of cells, within each cluster found in our original analysis without regressing out cell cycle effects, in different phases of the cell cycle. The clusters have been ordered according to the median pseudotime of the cells in each cluster, from smallest to largest. (e-h) Re-analysis of the data with the S phase and G2M phase scores calculated by Seurat (S.Score and G2M.Score) regressed out. (e) Clusters resulted from the re-analysis. (f) The estimated pseudotime trajectories after removing outlier clusters 8, 11, 12, and 14. (g) Expression patterns of known TTFs visualized on UMAP plots. (h) Fraction of cells within each cluster in different phases of the cell cycle. Cluster ordering was manually modified according to the temporal ordering of the known TTFs. (i) Clusters resulted from re-analysis with regressing out cell cycle genes using the alternate workflow developed by Satija Lab, and the fraction of cells within each cluster in different phases of the cell cycle.

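The legend describes a second analysis in which the phase scores of each cell were removed from the data before clustering and ordering, so that cells of like age in unlike phases can fall together. Done here with the same settings otherwise, it gave 14 clusters and 2753 ordered cells. Of the 200 genes of Supplementary Table 2, 172 were among the 200 with the most negative correlation along that order, and 174 of those of Supplementary Table 3 among the 200 most positive.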

# Supplementary Figure 2

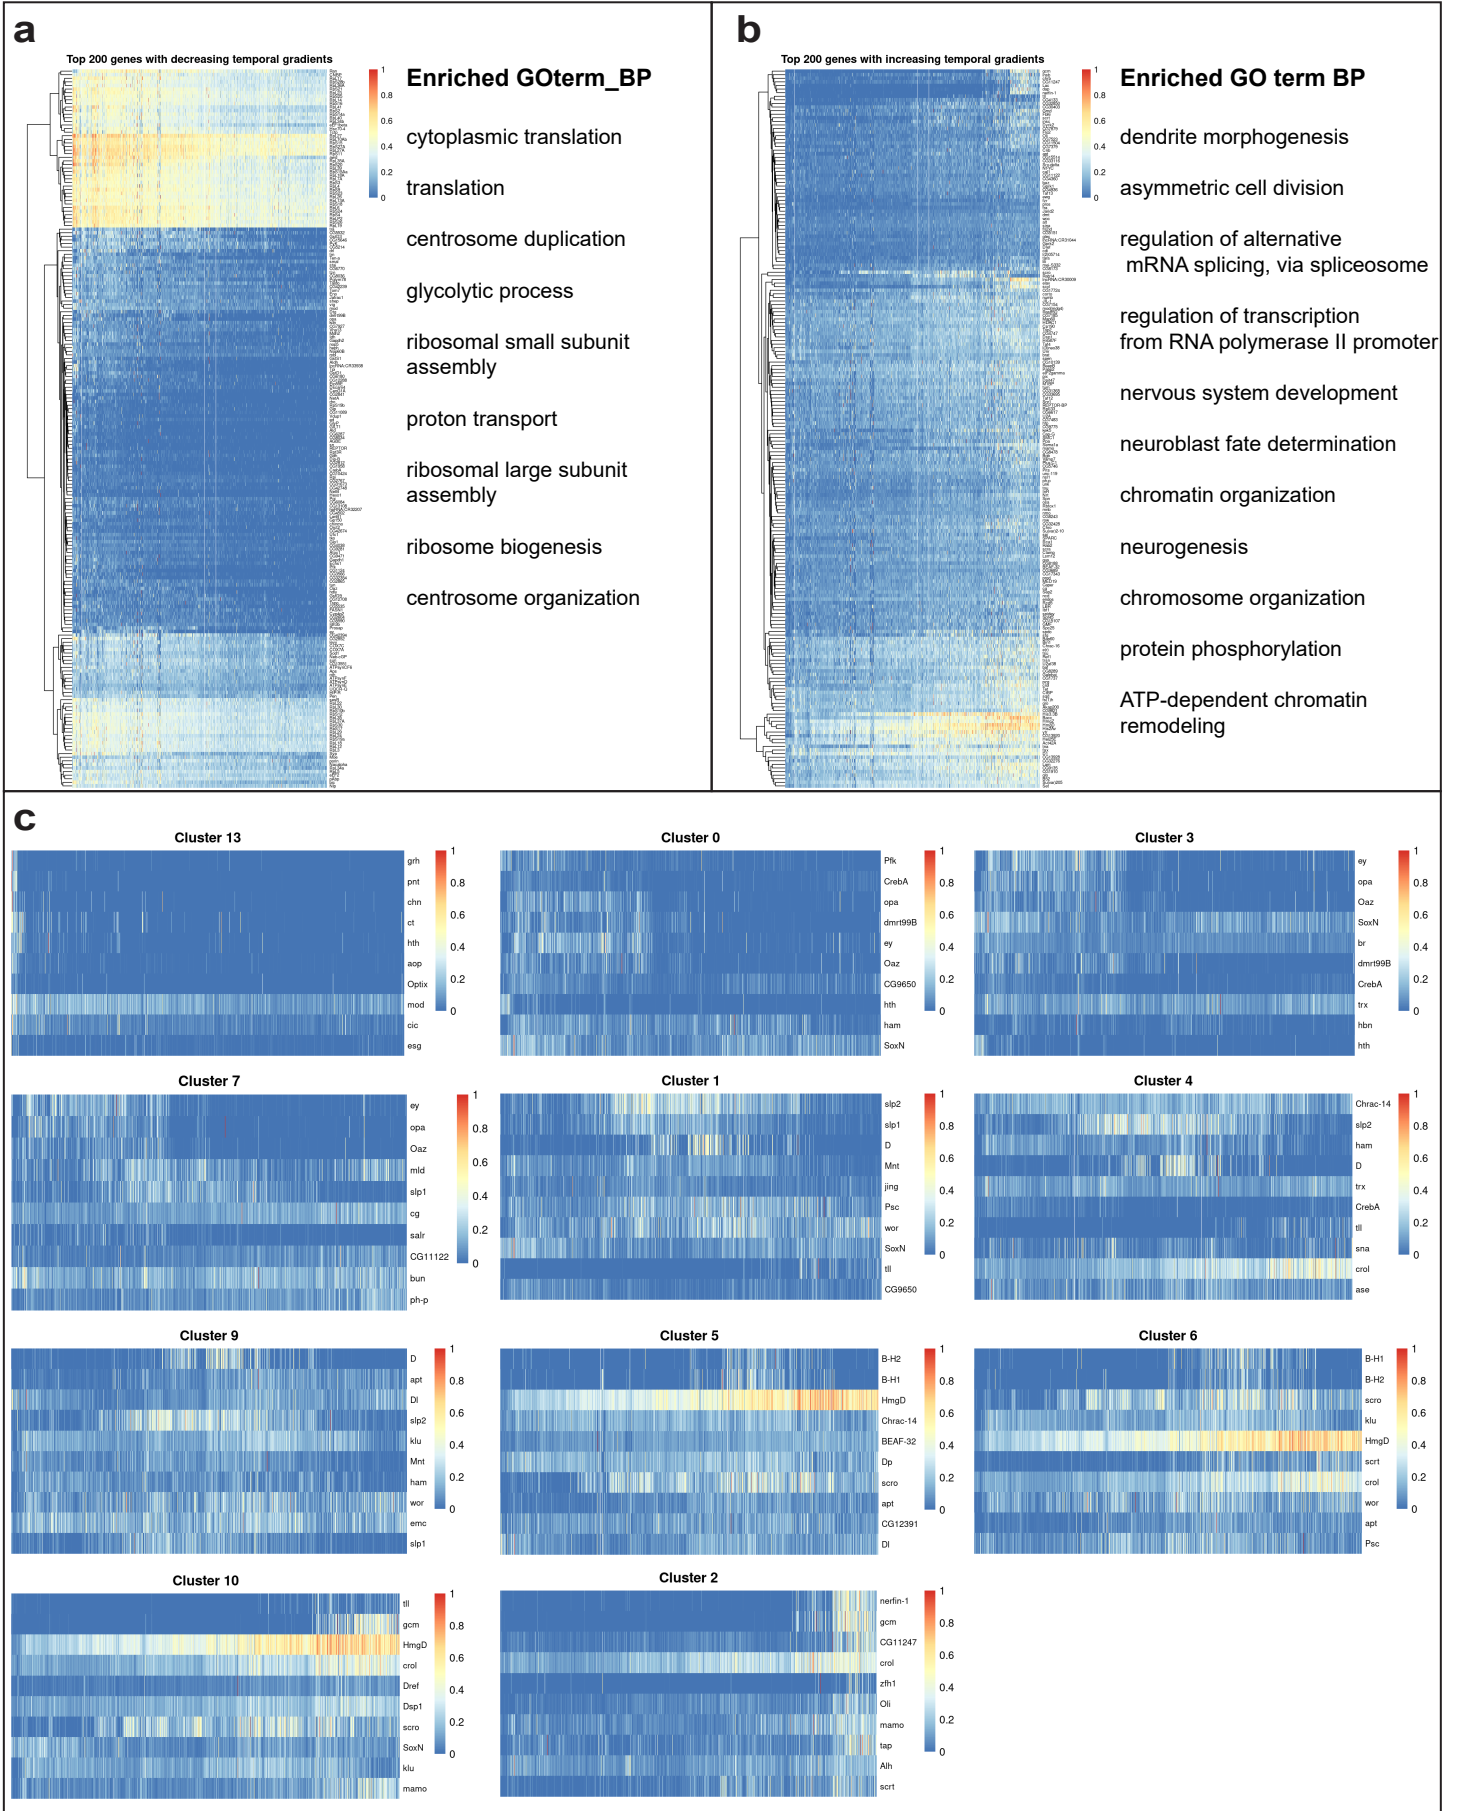

**Supplementary Figure 2. Analysis of genes that show a temporal gradient of expression and TFs differentially expressed in each cluster.** In all heatmaps, the expression levels are visualized as a percentage of the maximum observed expression across all cells. (a) Heatmaps showing the top 200 genes with decreasing temporal gradients across the pseudotime. Using the Functional Annotation Tool from the DAVID Bioinformatics Resources 6.8, these genes are enriched in the GO terms related to translation and metabolism. For details refer to Supplementary Table 2. (b) Heatmaps showing the top 200 genes with increasing temporal gradients across the pseudotime. These genes are enriched in the GO terms related to the regulation of gene expression, neural development, and signal transduction among others. For details refer to Supplementary Table 3. (c) Heatmaps showing the top 10 differentially expressed TFs for each NB cluster. The clusters are ordered according to their positions along the pseudotime.

Supplementary Figure 3

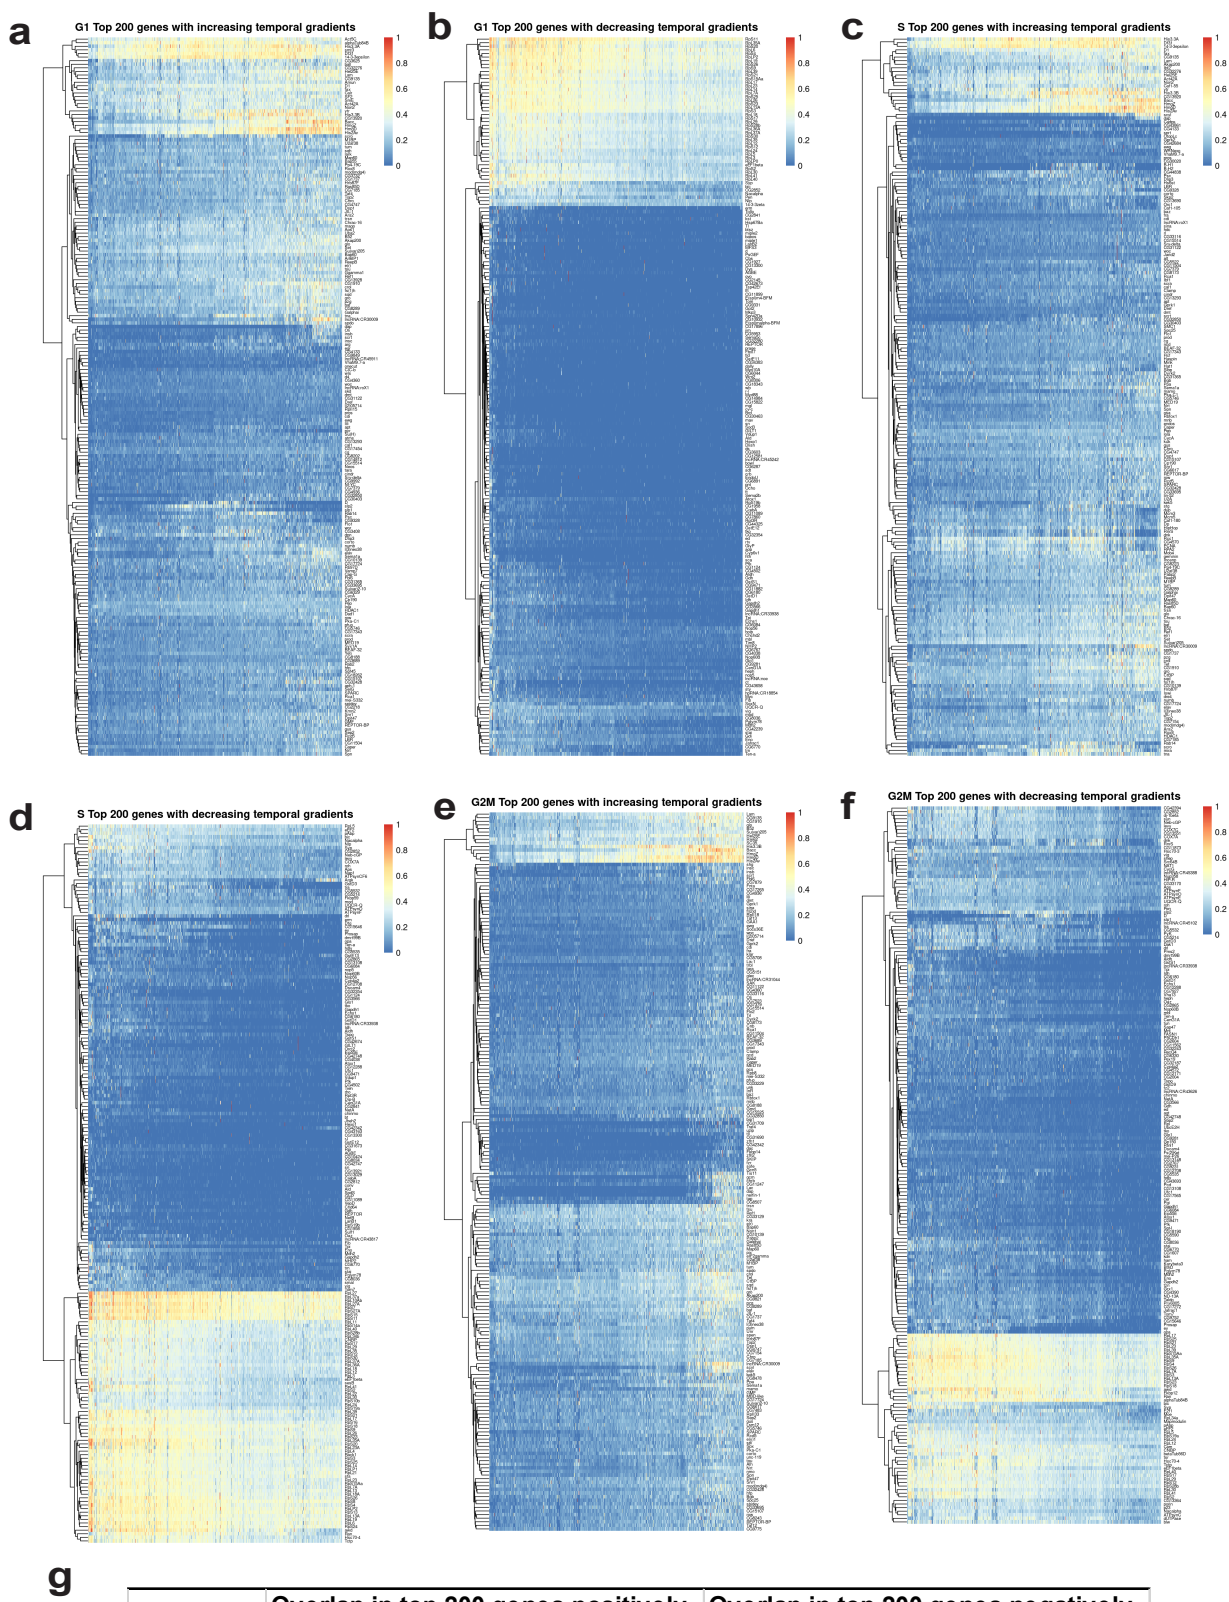

**Supplementary Figure 3. Analysis of genes that show a temporal gradient of expression in different phases of the cell cycle.** (a,b) In G1 phase cells, heat map showing top 200 genes with increasing (a) or decreasing (b) temporal gradients. (c,d) In S phase cells, heat map showing top 200 genes with increasing (c) or decreasing (d) temporal gradients. (e,f) In G2/M phase cells, heat map showing top 200 genes with increasing (e) or decreasing (f) temporal gradients. (g) A table showing the number of genes that are common between the top 200 genes that have increasing or decreasing gradients within each phase and the top 200 genes from our original gradient analysis with all cells combined.

## Supplementary Figure 4

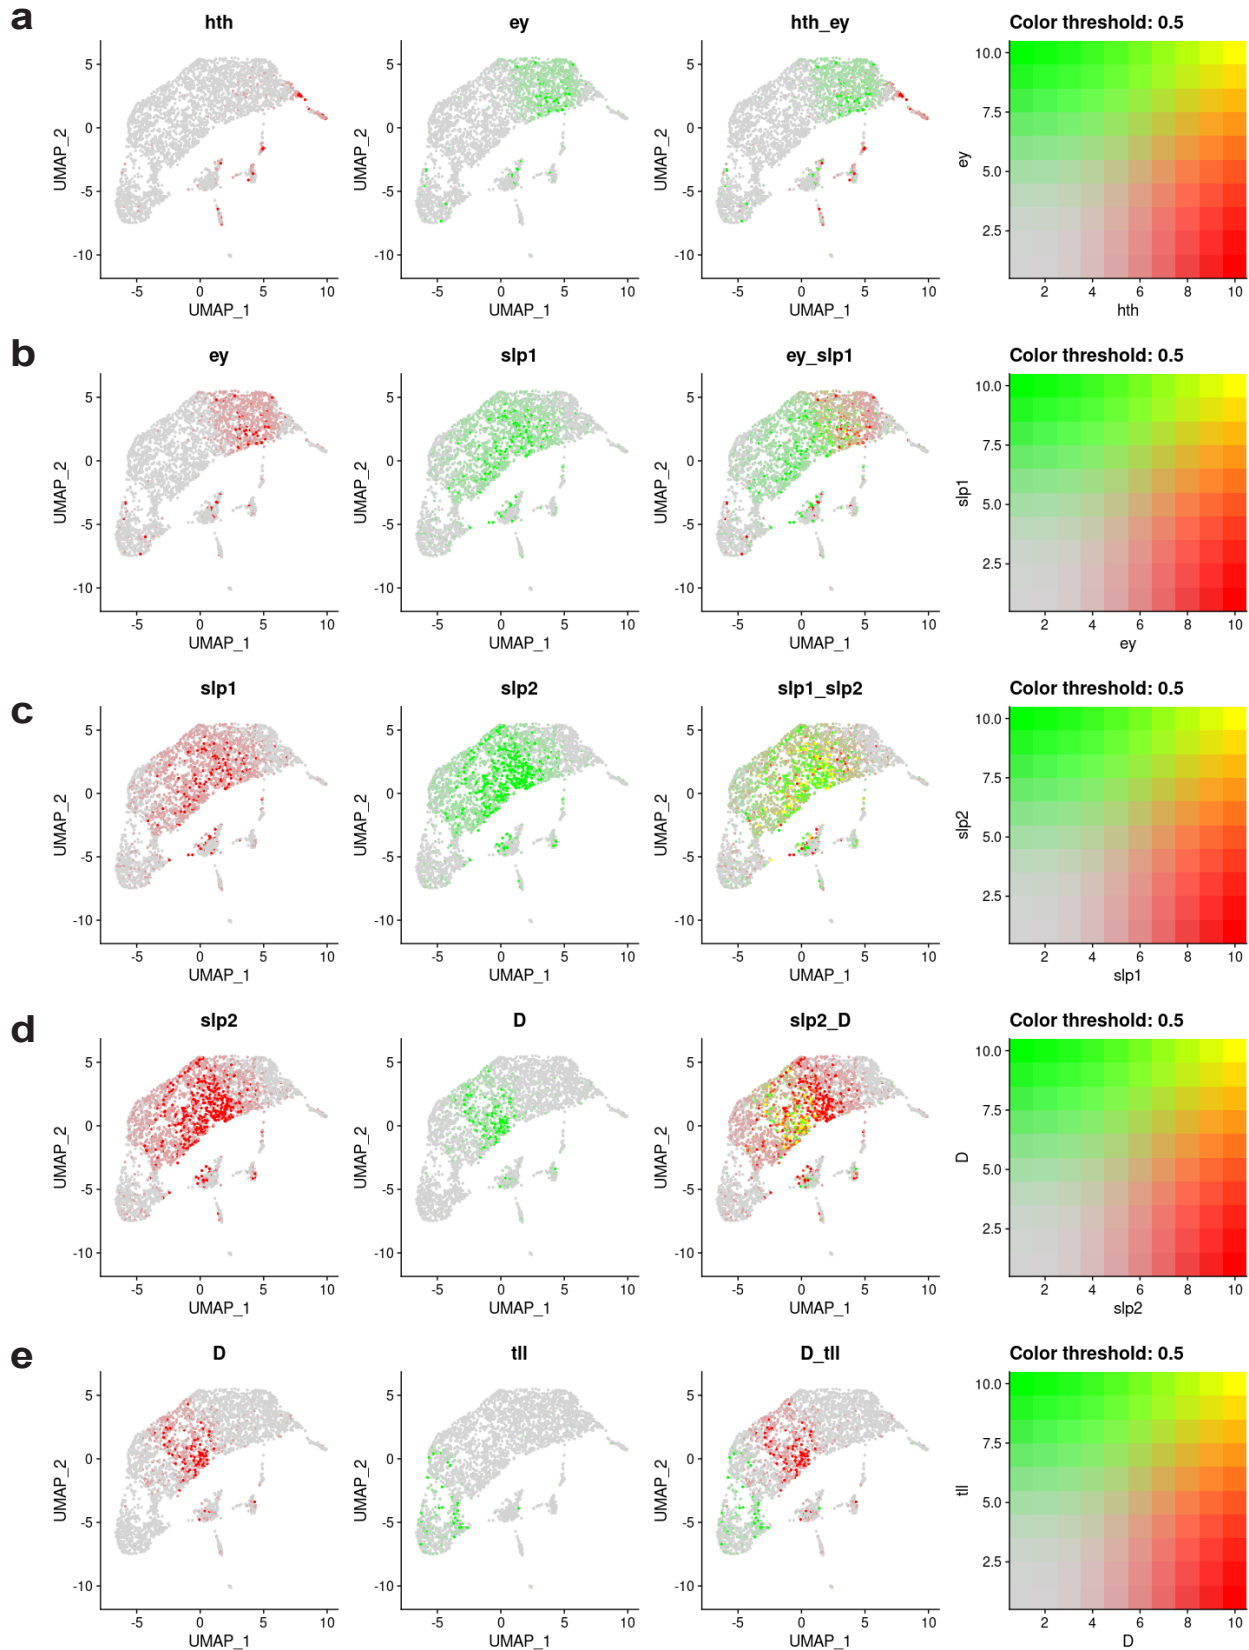

**Supplementary Figure 4. UMAP plots of pairs of known TTFs.** (a) UMAP plots of hth (red) and ey (green) revealed a gap between hth and ey. (b) UMAP plots of ey (red) and slp1 (green) showed significant partial overlap between the two neighboring TTFs. (c) UMAP plots of slp1 (red) and slp2 (green) showed almost complete overlap between the two homologous genes. (d) UMAP plots of slp2 (red) and D (green) showed significant partial overlap between the two neighboring TTFs. (e) UMAP plots of D (red) and Tll (green) revealed a gap between these two stages.

## Supplementary Figure 5

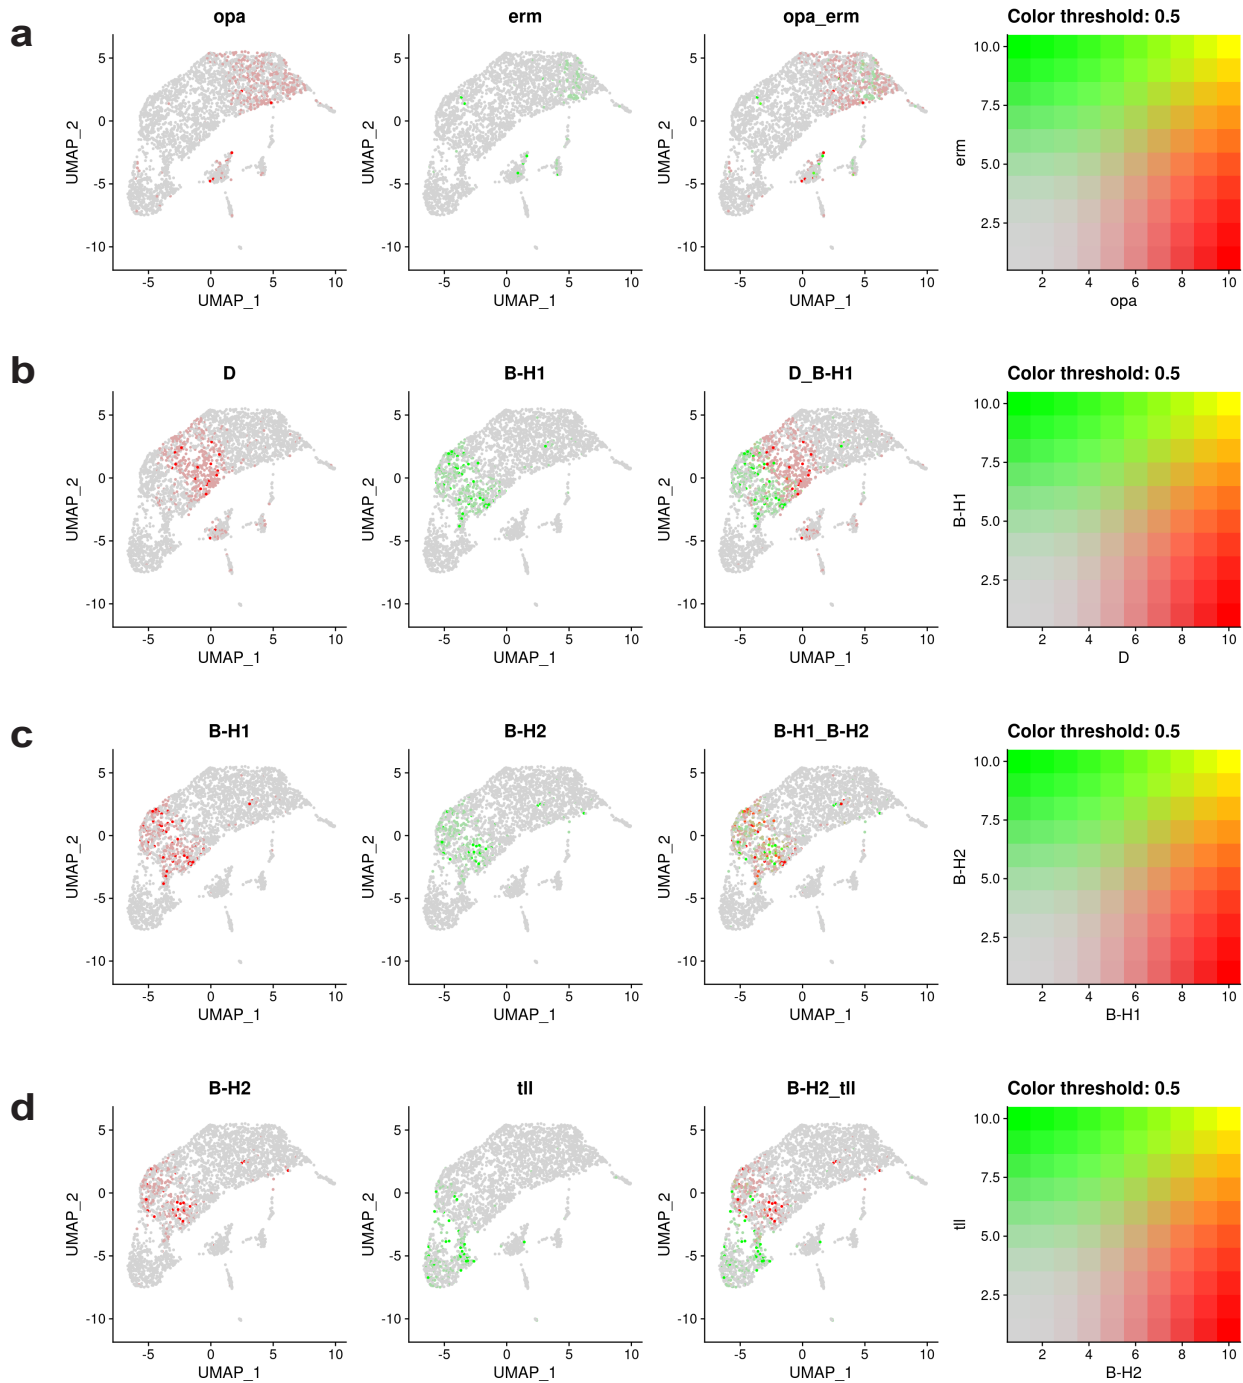

**Supplementary Figure 5. UMAP plots of pairs of previously unknown and known TTFs. (a)** UMAP plots of opa (red) and erm (green) showed that erm transcripts are present in the gap between the two groups of Opa expressing neuroblasts. (b-d) UMAP plots of D (red) and B-H1 (green) (b), B-H1 (red) and B-H2 (green) (c), B-H2 (red) and Tll (green) (d), showed that B-H1 and B-H2 fill the gap between D and Tll stages.

Supplementary Figure 6

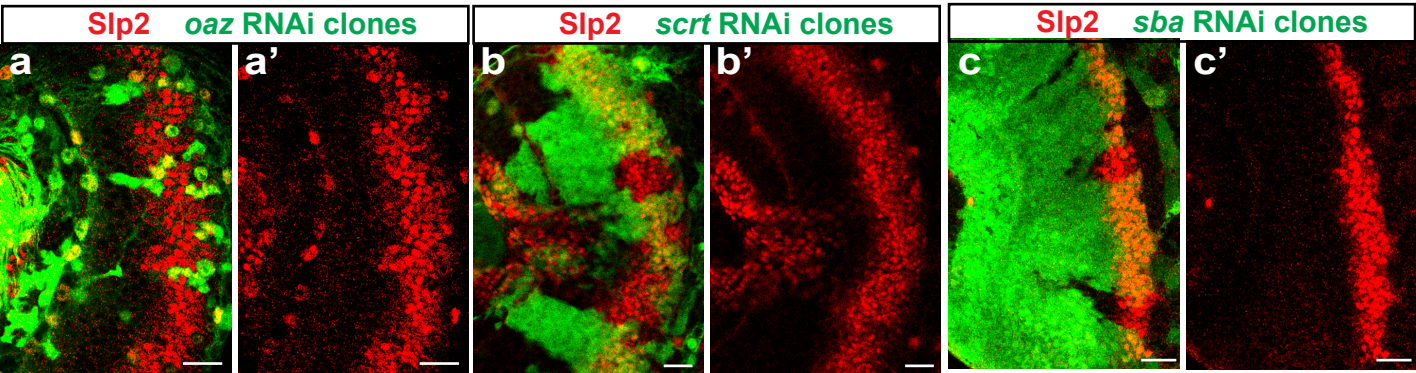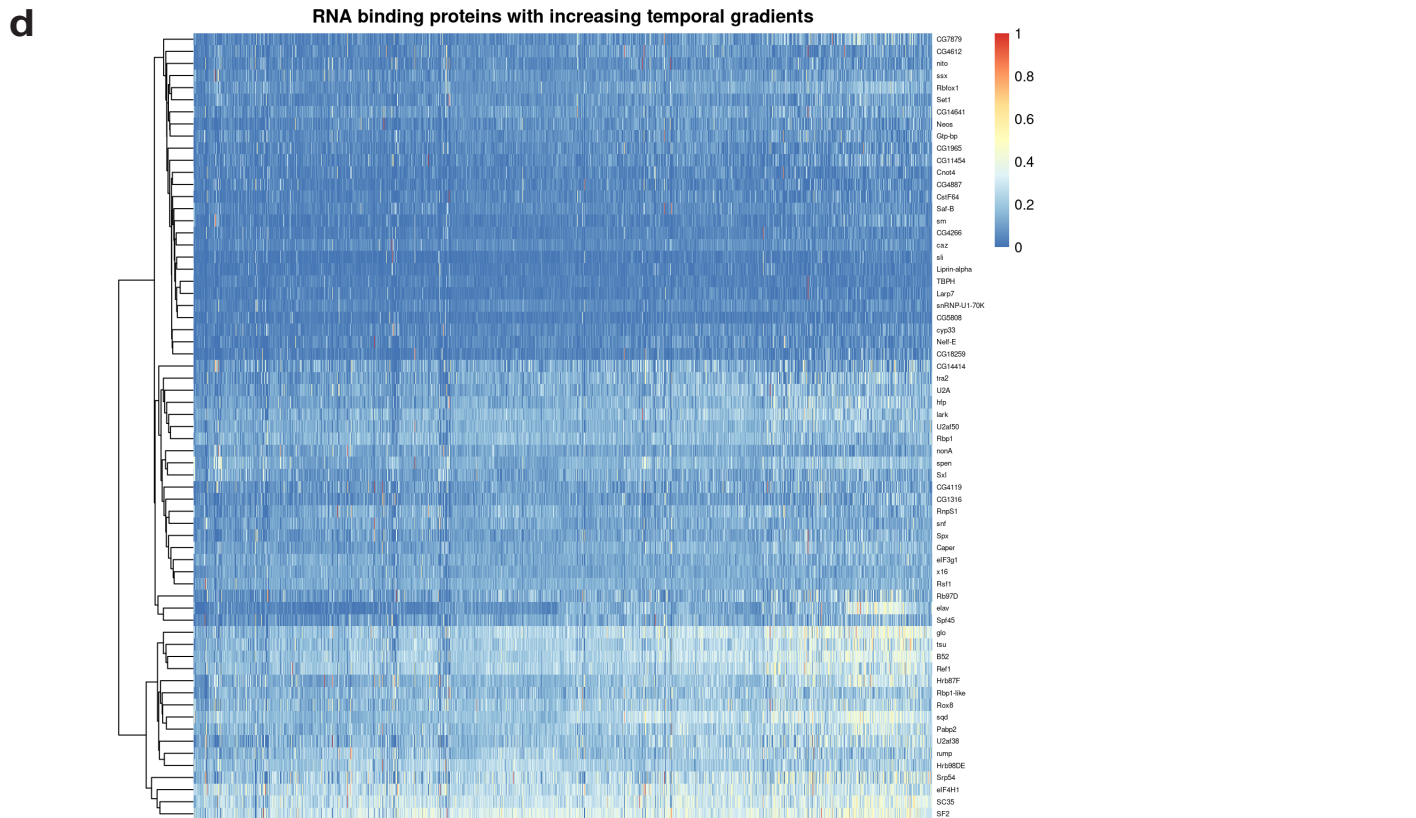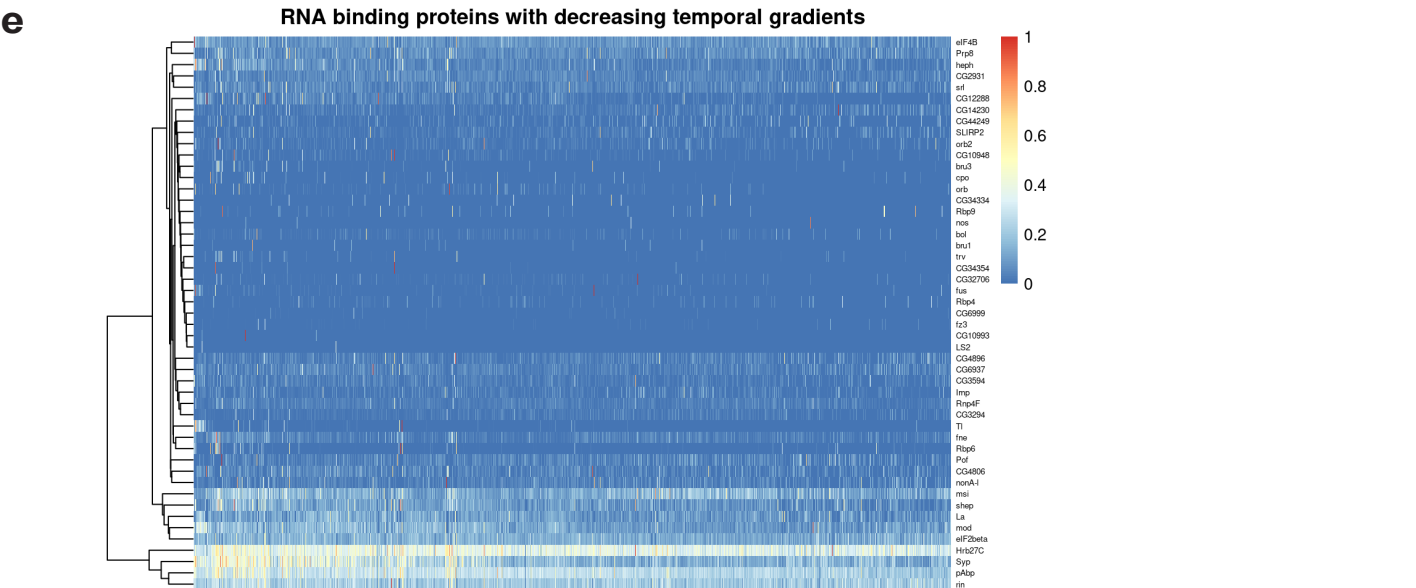

**Supplementary Figure 6. Other temporally expressed transcription factors and RNA-binding proteins.** (a-c') The expression of Slp2 (red) is not significantly affected in RNAi clones knocking down Oaz (a,a')(6 clones), Scrt (b,b')(5 clones), or Sba (c,c')(6 clones). (d, e) The expression patterns of a list of RNA binding proteins (compiled by flybase) were tested for Spearman correlation with the inferred pseudotime. (d) Heatmap of RNA-binding proteins that show an increasing temporal gradient with pseudotime. (e) Heatmap of RNA-binding proteins that show a decreasing temporal gradient with pseudotime. Scale bars: 20µm.

Supplementary Figure 7

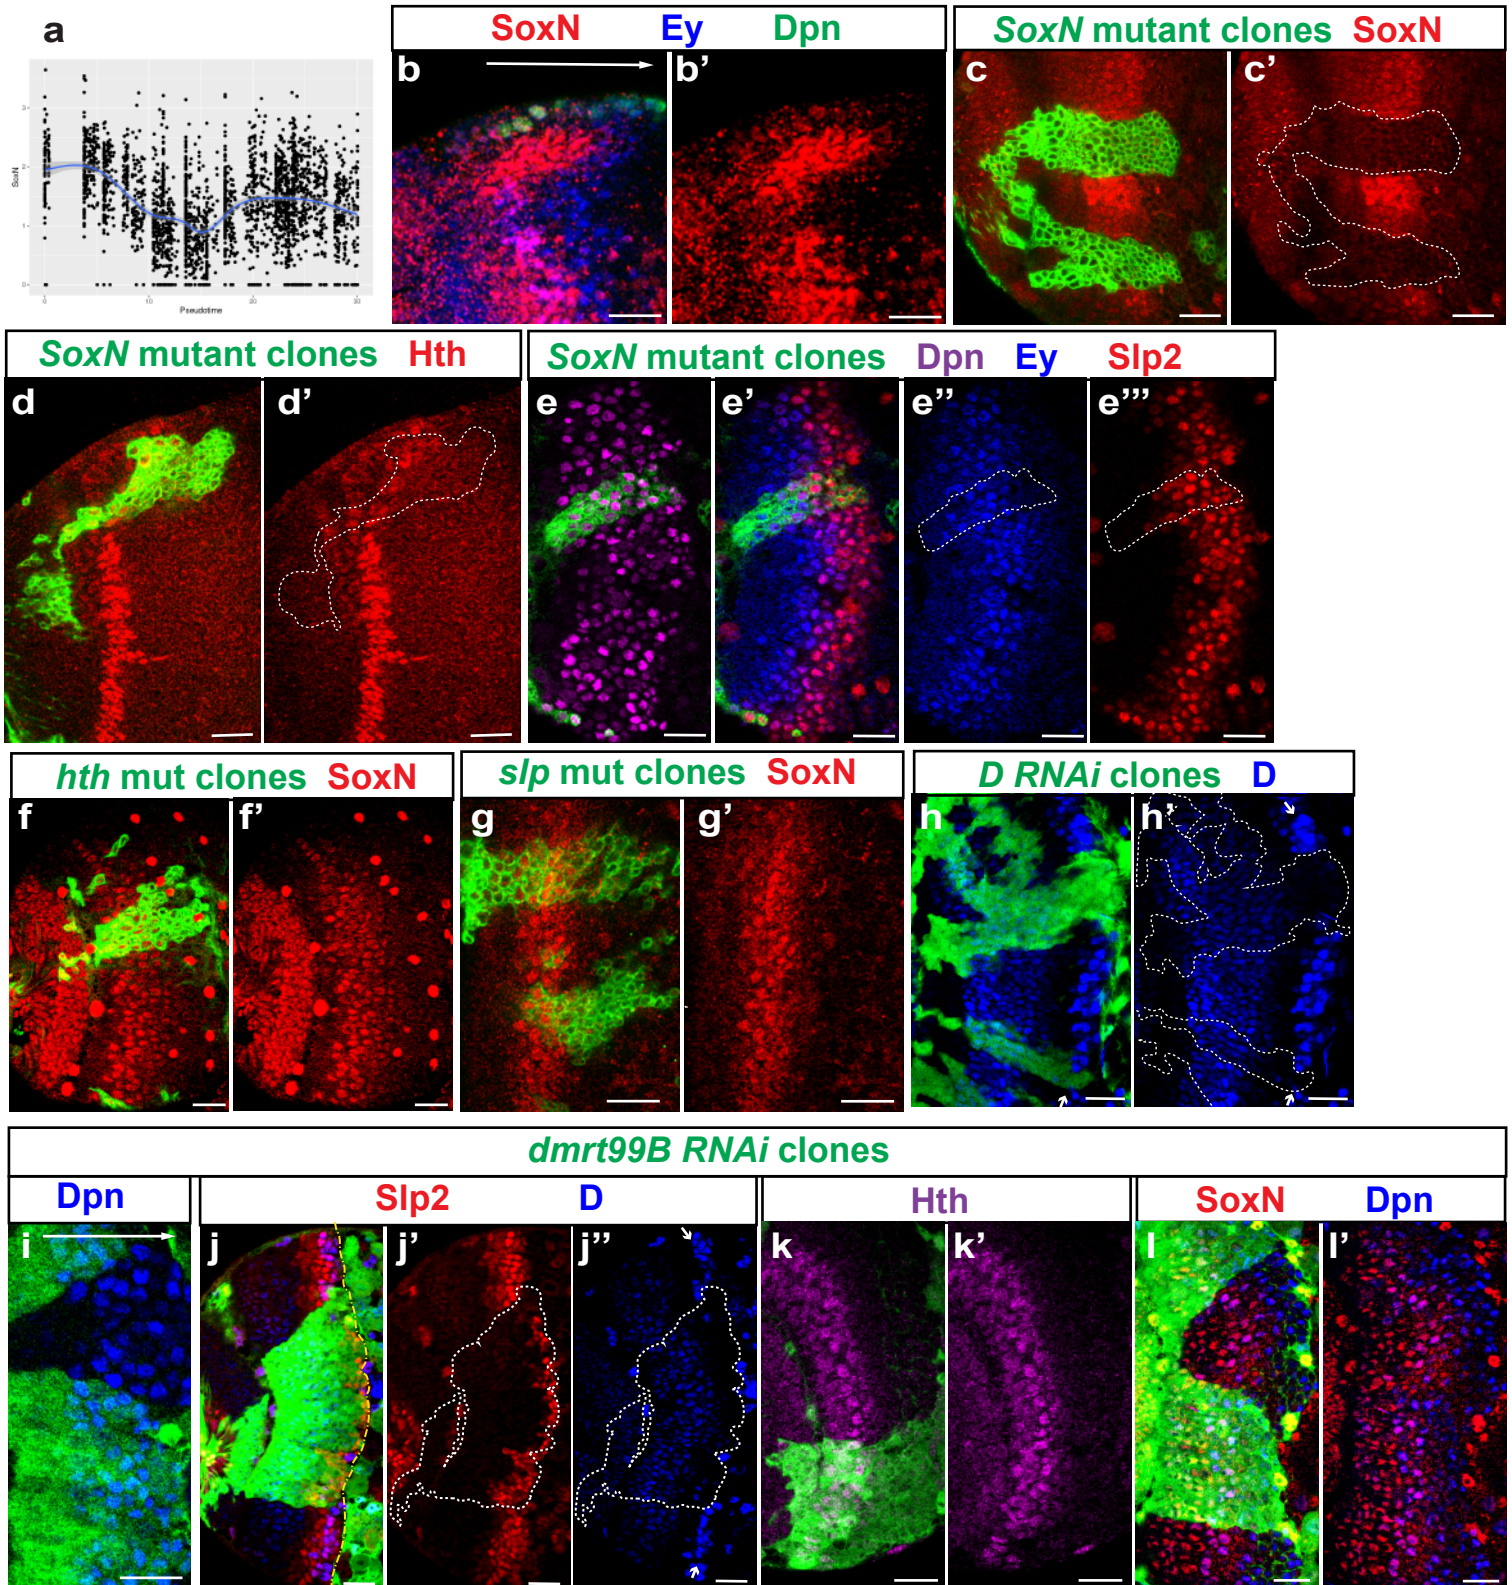

**Supplementary Figure 7. Additional data for SoxN and Dmrt99B.** (a) The expression pattern of SoxN along pseudotime showed two peaks. The shaded region indicates pointwise 95% confidence intervals. (b,b') SoxN (red) is expressed in progeny generated before the Ey (blue) expressing progeny. NBs are marked by Dpn (green). (c,c') In *SoxN<sup>NC14</sup>* mutant clones marked by GFP (green), SoxN (red) is lost (6 out of 6 clones). (d,d') In *SoxN<sup>NC14</sup>* mutant clones marked by GFP (green), Hth expression (red) is normal (5 out of 5 clones). (e-e''') In *SoxN<sup>NC14</sup>* mutant clones marked by GFP (green), Ey (blue) and Slp2 (red) are still expressed in NBs marked by Dpn (magenta), but Slp2 expression is advanced (9 out of 9 clones). (f,f') In *hth* mutant clones marked by GFP (green), SoxN expression (red) is not affected (6 out of 6 clones). (g,g') In *slp* mutant clones marked by GFP (green), SoxN expression (red) is not affected (7 out of 7 clones). (h,h') The antibody for D (blue) has unspecific cross-reactivity to other proteins in early NBs (the weak staining that is not lost in *D-RNAi* clones), while the second stripe of strong staining (white arrows) is specific for D, as the staining is lost in *D-RNAi* clones (green) (in 5 out of 5 clones). (i) In *Dmrt99B-RNAi* clones marked by GFP (green), NB formation is not affected as indicated by Dpn staining (blue) (11 out of 11 clones). (j,j') In *Dmrt99B-RNAi* clones marked by GFP (green), Slp expression (red) is delayed, and D expression (strong blue staining indicated by white arrows) is lost (in 8 out of 8 clones). Note the weak blue staining in young NBs is cross-reactivity against other proteins. The white dashed lines in J'-J'' indicate clone margins, while the yellow dashed line with alternating short and long dashes in J indicates the boundary between the medulla and the central brain. (k,k') In *Dmrt99B-RNAi* clones marked by GFP (green), Hth expression (magenta) in the neuroblast layer is not affected (12 out of 12 clones). (l,l') In *Dmrt99B-RNAi* clones marked by GFP (green), SoxN expression (red) is still expressed in the neuroblasts (marked by Dpn in blue) (in 10 out of 10 clones). Scale bars: 20µm.

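Along the fine bins, SoxN had its first peak in fine bin 2, with 789 and 799 CPM, its low in fine bin 8, with 161 and 151 CPM, and its second peak in fine bin 16 of experiment 1, with 612 CPM, and in fine bin 18 of experiment 2, with 451 CPM. The second peak rests on 465 SoxN UMIs in 38 cells of experiment 1 and 1006 UMIs in 118 cells of experiment 2.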

Supplementary Figure 8

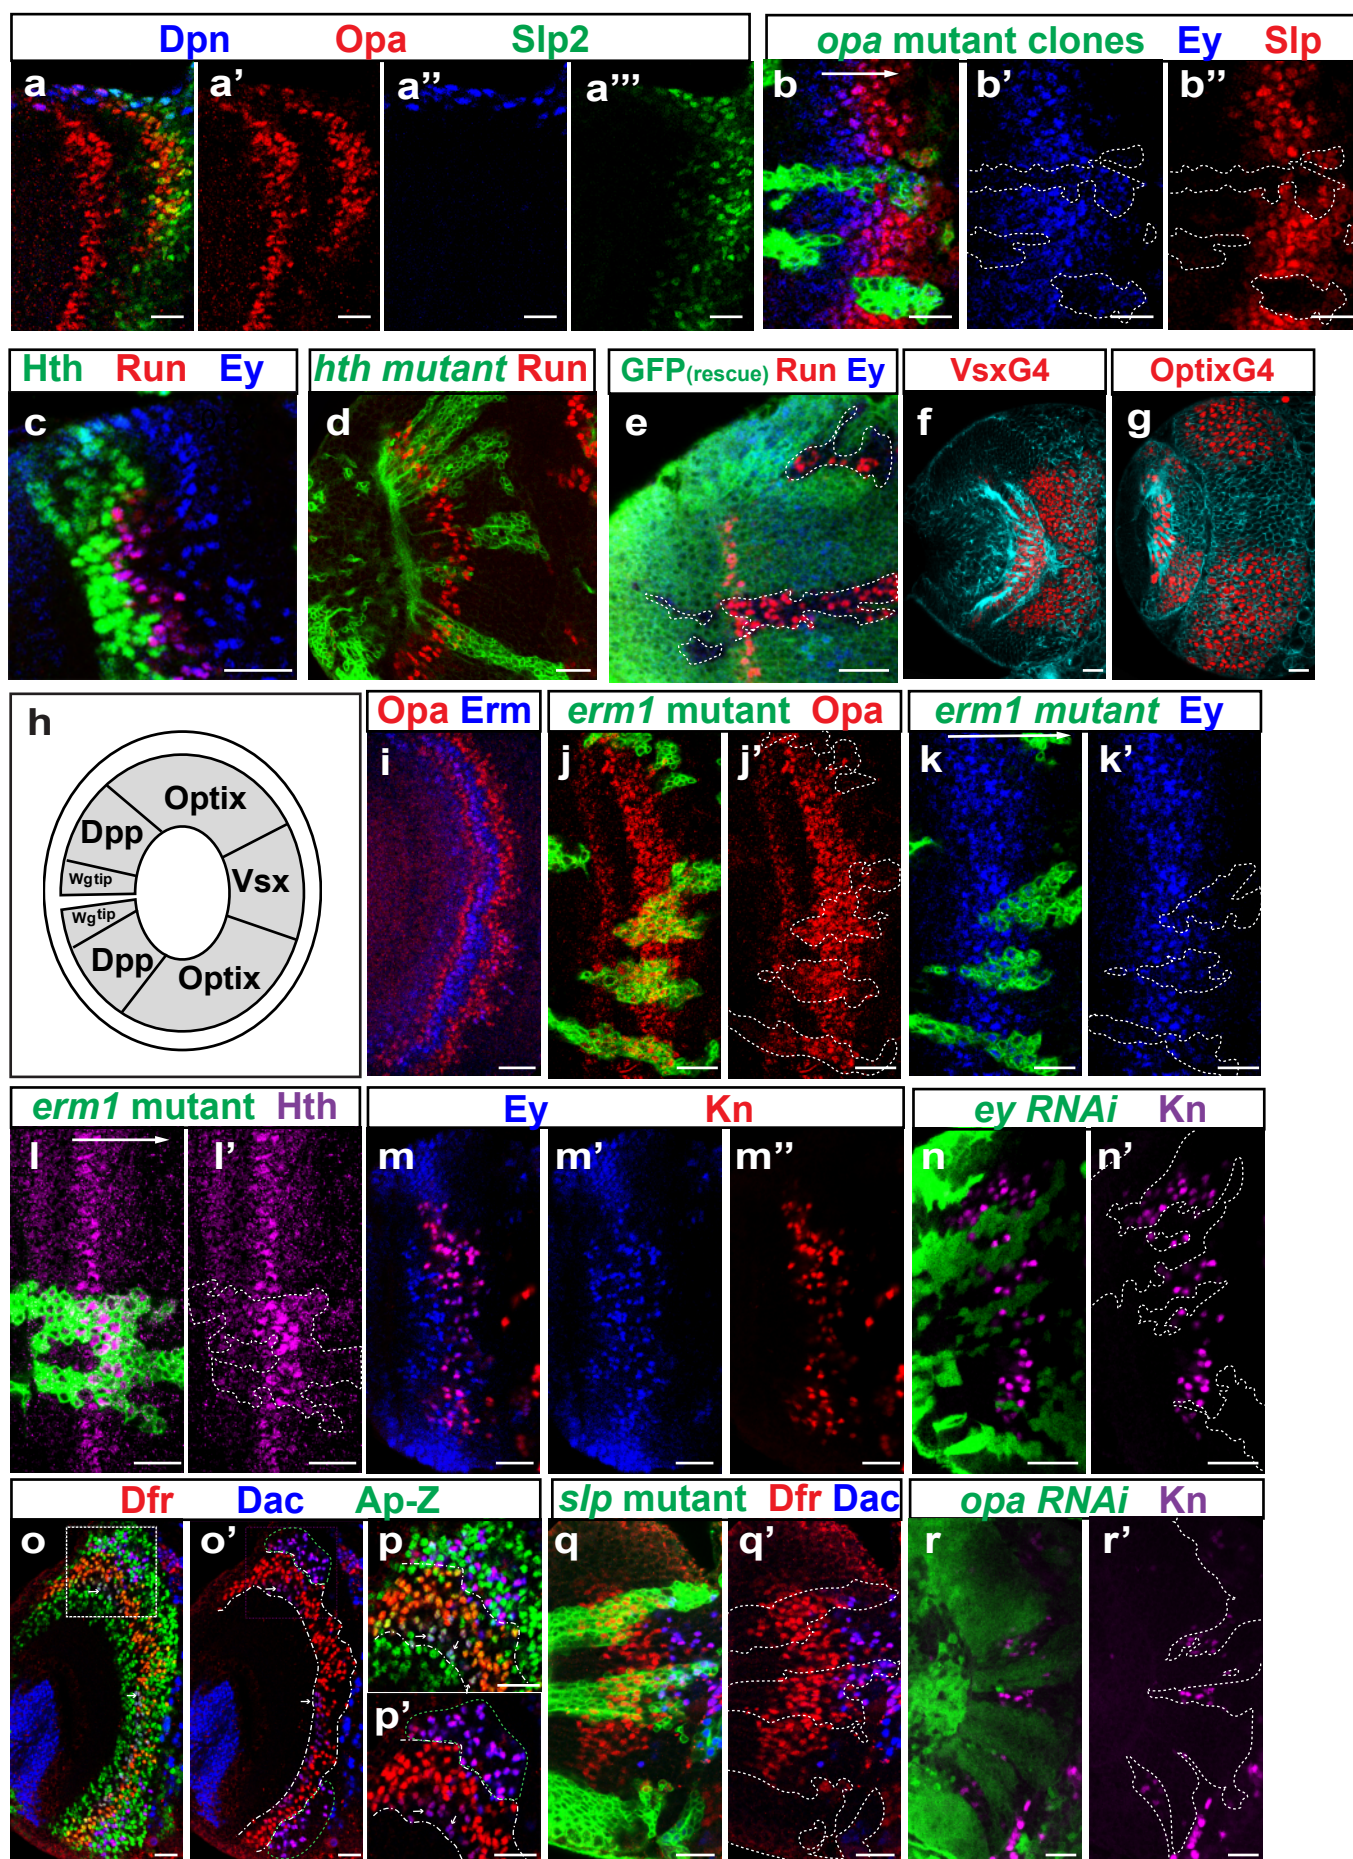

**Supplementary Figure 8. Additional data for Opa and Erm.** (a-a'') In a cross-sectional view, Opa (red) is expressed in two layers of progeny, but is lost as neurons mature. Slp2 expression is in green. The NB layer is marked by Dpn (blue). (b-b'') In *opa*<sup>7</sup> mutant clones (marked by GFP in green), the expression of Ey (blue) and Slp (red) is greatly delayed (in 14 out of 14 clones). (c) Runt (red) expressing neurons are generated between the Hth (green) neurons and the Ey (blue) stage neurons. Note: Runt neurons later turn on Ey expression, but they are not generated in the Ey stage. (d) In *hth*<sup>P2</sup> mutant clones marked by GFP (green), Runt (red) expressing neurons are still generated (8 out of 8 clones). (e) In *ey* mutant clones marked by lack of GFP (green), Ey (blue) is lost, Runt (red) is expanded into later-born progeny (10 out of 10 clones). These negatively marked clones are generated in *ey* mutant background, and GFP positive cells contain the *eyBAC* rescue construct, while GFP negative cells are *ey* mutant (enclosed by white dashed lines). (f) *vsxG4* (red) is expressed in the central region of the medulla (cOPC). (g) *optixG4* (red) is expressed in ventral and dorsal main regions of the medulla (mOPC). (h) The schematic model of the compartmentalization of the medulla by marker genes. (i) *Erm::V5* (blue) is expressed in a layer of progeny generated between the two layers of Opa (red) expressing progeny. (j,j') In *erm*<sup>1</sup> mutant clones marked by GFP (green) at a deeper progeny focal plane, the gap of Opa (red) expression in the progeny is also lost (in 13 out of 13 clones). (k,k') In *erm*<sup>1</sup> mutant clones marked by GFP (green) at the surface NB focal plane, Ey expression (blue) is still present but weaker (in 10 out of 10 clones). (l,l') In *erm*<sup>1</sup> mutant clones marked by GFP (green), Hth expression (magenta) is slightly expanded (in 5 out of 5 clones). (m-m'') Kn (red) is expressed in the Ey-expressing (blue) neurons generated by the Ey stage NBs. Note: A layer of earlier-born Ey expressing neurons (which are the Runt neurons that turn on Ey expression later), do not express Kn. (n,n') In *ey-RNAi* clones marked by GFP (green), Kn (magenta) neurons are lost (in 10 out of 10 clones). (o-p') The expression of Dfr (red), Dac (blue), and *ap-LacZ* (green) in neurons: a layer of earlier-born neurons express both Dfr and *ap-LacZ* (between the two white dashed lines in (o'-p')), and several clusters of later-born neurons express both Dfr and Dac but not *ap-LacZ* (enclosed in green dashed circles). White arrows point to cells expressing Dfr, *ap-LacZ* and a weak level of Dac within the first population. (p,p') A zoomed-in image of the outlined square in o. (q,q') In *slp* mutant clones marked by GFP (green), Dfr (red) and Dac (blue) expressing neurons are still generated (10 out of 12 clones). (r,r') In *opa-RNAi* clones marked by GFP (green), Kn (magenta) expression is lost (in 19 out of 20 clones). Scale bars: 20µm.

## Supplementary Figure 9

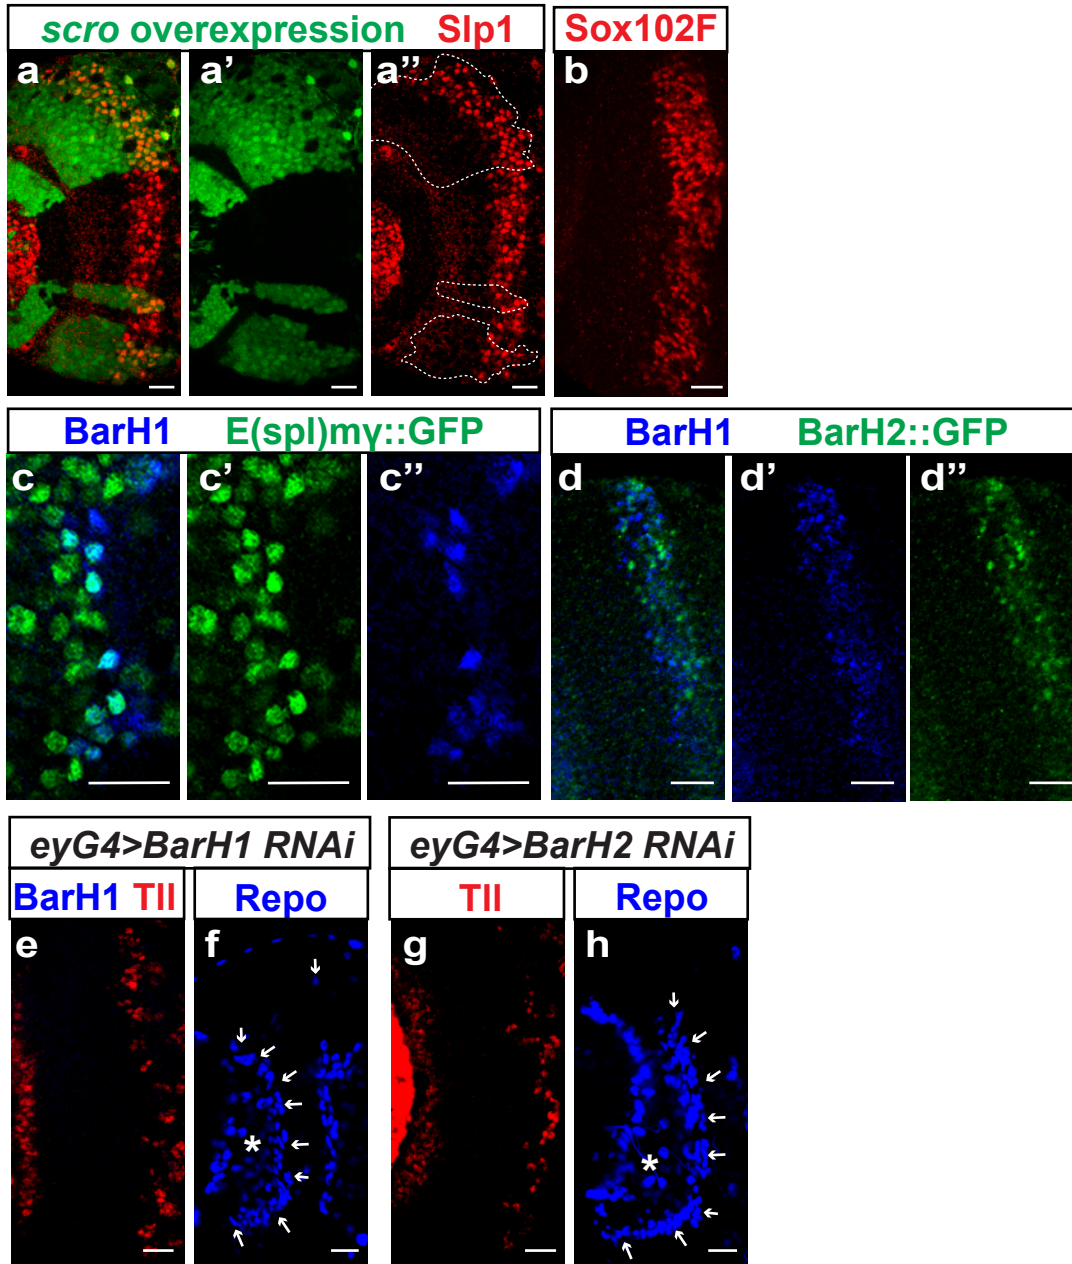

**Supplementary Figure 9: Additional data for *Scro* and *BarH*.**

(a) In clones marked by GFP (green) that have misexpression of *Scro*, *Slp1* expression (red) is not affected (in 9 out of 9 clones). (b) The expression pattern of *Sox102F* (red) in neurons. (c-c'') The expression of *BarH1* (blue) in old medulla NBs marked by *E(spl)my::GFP* (green). *E(spl)my::GFP* is expressed in all NBs. (d-d'') The expression of *BarH1* (blue) and *BarH2::GFP* (green) in neurons in a cross-sectional view. (e) At the surface NB focal plane, *Tll* (red) expression in NBs is not affected when *BarH1* RNAi is driven by *eyGal4* (in 4 out of 4 brains). (f) At a deep progeny focal plane, glia marked by *Repo* (blue) are not affected (in 4 out of 4 brains) when *BarH1* RNAi is driven by *eyGal4*. The asterisk indicates the center of the neuropil, and the arrows are pointing at the glia. (g) At the surface NB focal plane, *Tll* (red) is not affected in NBs when *BarH2* RNAi is driven by *eyGal4* (in 3 out of 3 brains). (h) At a deep progeny focal plane, glia marked by *Repo* (blue) are not affected when *BarH2* RNAi is driven by *eyGal4* (in 3 out of 3 brains). The asterisk indicates the center of the neuropil, and the arrows are pointing at the glia. Scale bars: 20µm.

## Supplementary Figure 10

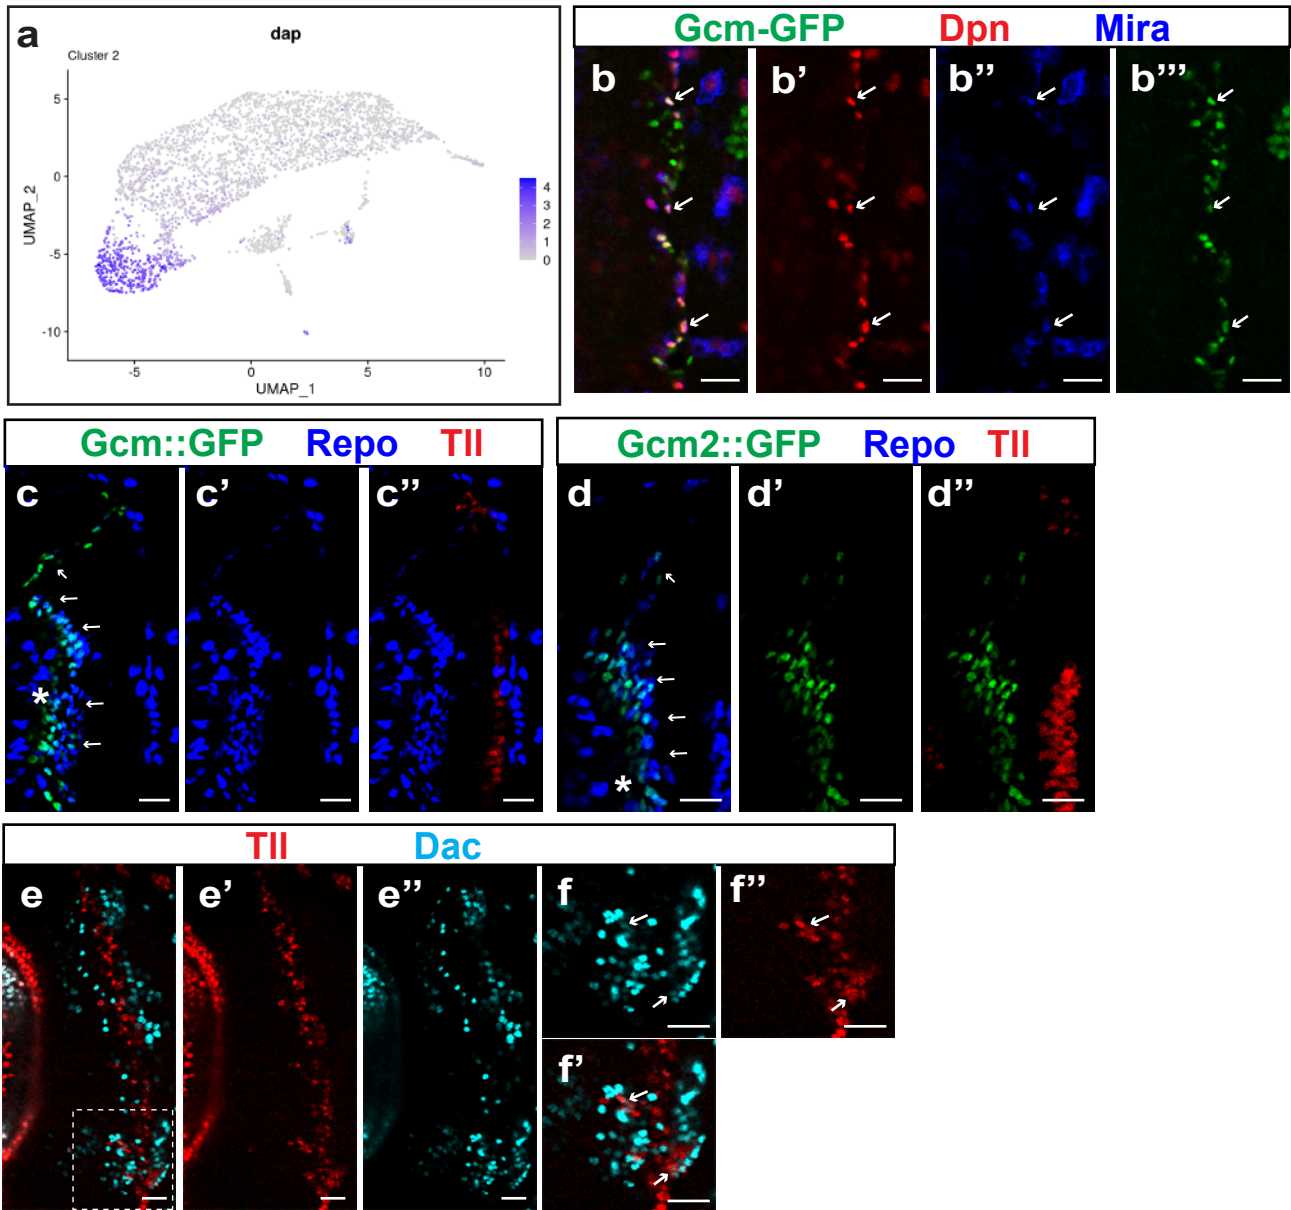

**Supplementary Figure 10: Additional data for Gcm.**

(a) The mRNA expression pattern of *Dap* from the scRNA-seq data visualized on UMAP Plot. (b-b'') *Gcm-GFP* (green), *Dpn* (red) and *Mira* (blue) are co-expressed in the oldest NBs. The arrows are pointing at some of such NBs expressing all three markers. (c-c'') The expression of *Tll* (red), *Gcm::GFP* (green) and *Repo* (blue) in a cross-sectional view. The asterisk indicates the center of the neuropil, and arrows point to mng. (d-d'') The expression of *Tll* (red), *Gcm2::GFP* (green) and *Repo* (blue) in a cross-sectional view. The asterisk indicates the center of the neuropil, and arrows point to mng. (e-f'') At a relatively superficial progeny focal plane close to the surface NBs, a few *Tll* (red) and *Dac* (blue) double positive neurons are present in the wild-type brain. (f-f'') A zoomed-in image of the outlined region in panel e. Arrows point to neurons expressing *Tll* and a weak level of *Dac*. *Tll*<sup>+</sup> *Dac*<sup>+</sup> neurons are very rare in wild type brains, and *Dac* expression in those neurons is weak. One possibility is that *Dac* level is only increased in *Tll* stage neurons after *Tll* is lost. While in *gcm* mutant or RNAi clones, the abnormal maintenance of *Tll* expression in neuroblasts may also lead to abnormal maintenance of *Tll* expression in neurons. This together with the increased production of *Tll* stage neurons enable us to see a lot of *Tll*<sup>+</sup> *Dac*<sup>+</sup> neurons. Another possibility is that in wild type brains strong *Dac* is not normally observed in *Tll* stage neurons, because the transient expression of *Tll* in neurons is unable to effectively activate strong *Dac* expression. While with loss of *Gcm*, strong *Tll* expression in neurons is maintained longer to ectopically activate strong *Dac*. Scale bars: 20μm.

Supplementary Figure 11

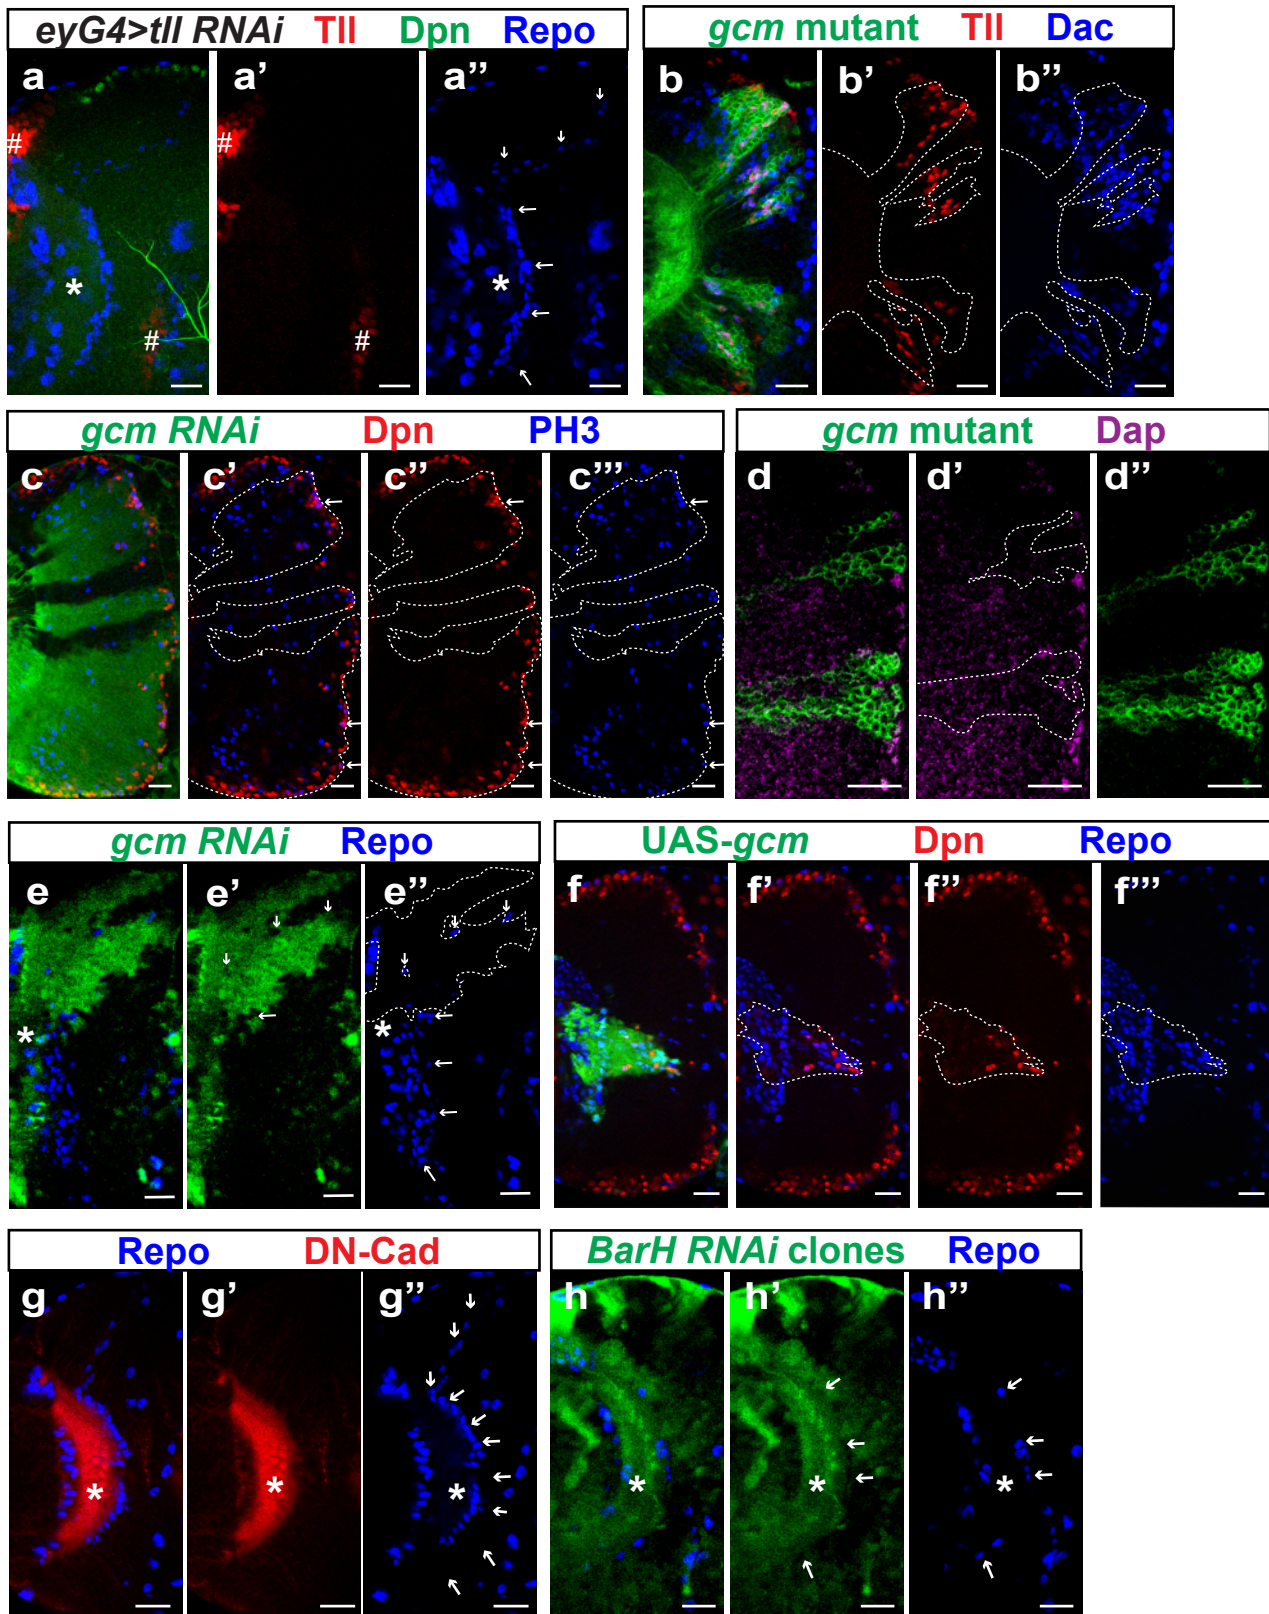

**Supplementary Figure 11: Additional data for the function of Gcm.**

(a-a'') When *tll* RNAi (*tll*-miRNA) is driven by *eyGal4*, Tll (red) is lost in NBs marked by Dpn (green), while glia marked by Repo (blue) are still aligned continuously around the medulla neuropil (in 3 out of 3 brains). The asterisk indicates the center of the neuropil, and arrows are pointing at the glia. The “#” symbol indicates Tll expression in the NE of OPC and IPC is not affected because *eyGal4* is not expressed there. (b-b'') In *gcm* mutant clones (green), Tll (red) and Dac (blue) double positive cells are increased (in 15 out of 15 clones). (c-c'') In *gcm*-RNAi clones, some of the oldest NBs shows PH3 staining (in 8 out of 10 clones). (d-d'') In *gcm* mutant clones (green), Dap (magenta) is lost (in 6 out of 6 brains). (e-e'') In *gcm*-RNAi clones (marked by GFP in green), glia marked by Repo (blue) are mostly lost (in 12 out of 12 clones). The asterisk indicates the center of the neuropil, and the arrows are pointing at the glia. Note the glia don't have GFP expression. (f-f'') In *gcm* misexpression clones (green), NBs marked by Dpn (red) are surrounded by ectopic glia marked by Repo (blue) (in 13 out of 13 clones). (g-g'') In wild-type brains, mng marked by Repo (blue) migrate towards the neuropil marked by DN-Cad (red), and are aligned continuously around the neuropil surface. The asterisk indicates the center of the neuropil, and the arrows are pointing at the glia. (h-h'') In *BarH1* and *BarH2* double RNAi clones marked by GFP (green), mng marked by Repo (blue) is greatly lost (in 6 out of 6 clones). Arrows point to the remaining glia that lie outside of the clones. Scale bars: 20µm.

## Supplementary Figure 12

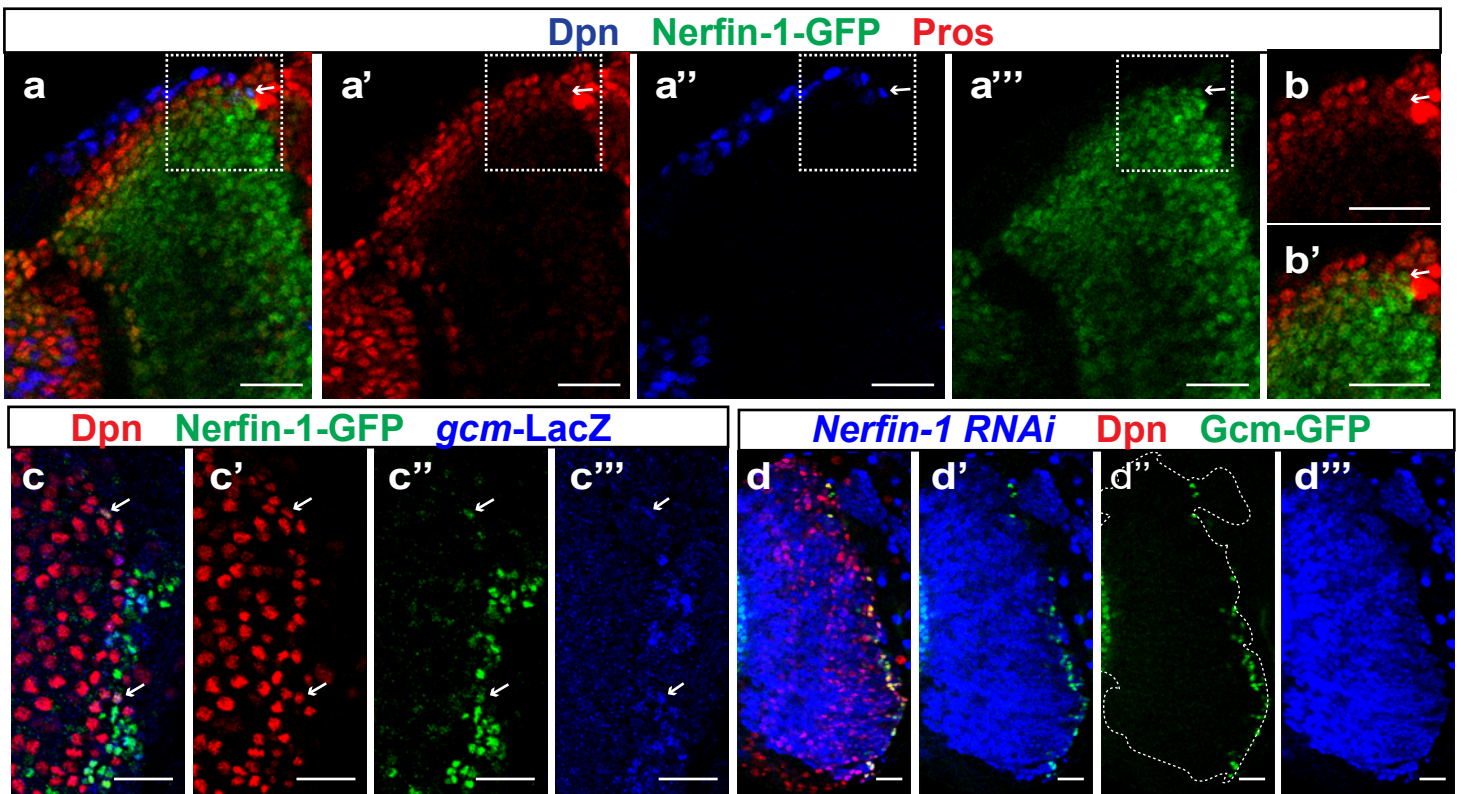

### Supplementary Figure 12: Additional data for Nerfin-1.

(a-b') The expression pattern of Dpn (blue), Nerfin-1-GFP (green) and Pros (red) in a cross-sectional view. The arrow is pointing at a NB that express both Nerfin-1-GFP and weak Pros. (b-b') A zoomed-in image of the outlined region in panel A. (c-c''') The expression pattern of Dpn (red), Nerfin-1-GFP (green) and Gcm-lacZ (blue) at the surface layer. The arrows are pointing at NBs that express both Nerfin-1-GFP and  $\beta$ -galactosidase. (d-d''') In *Nerfin-1-RNAi* clones marked by  $\beta$ -gal in blue, the expression of Gcm-GFP (green) is still present (in 15 out of 25 clones). Scale bars: 20 $\mu$ m.

## Supplementary Figure 13

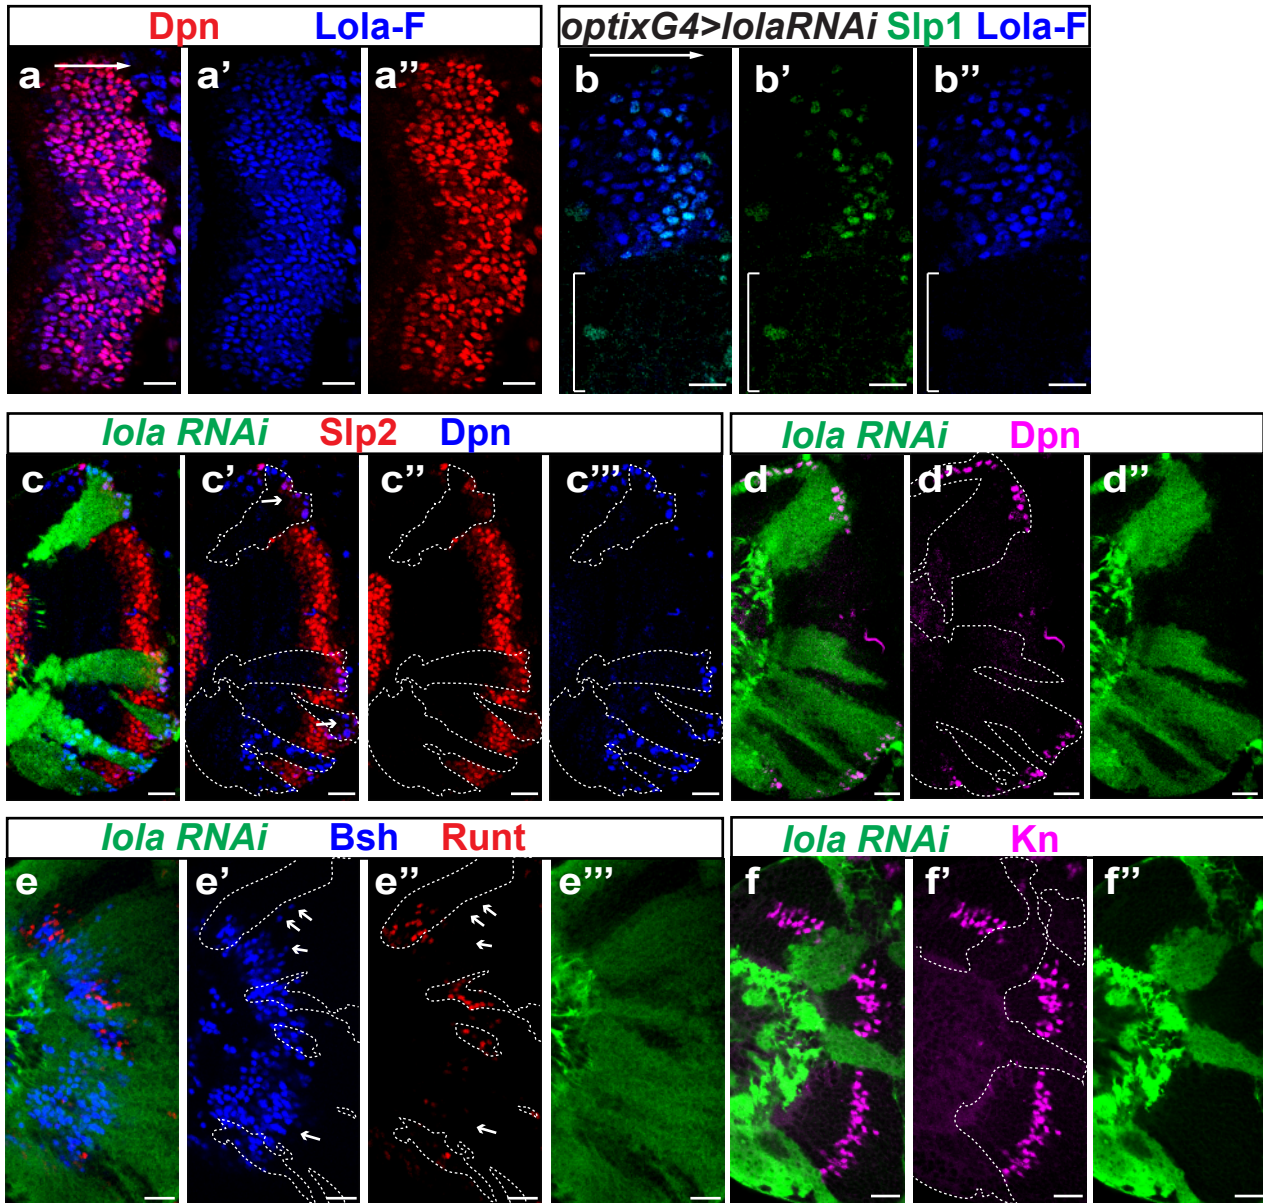

**Supplementary Figure 13: Additional data for Lola.** (a-a'') The expression of Dpn (red) and Lola-F (blue) at a surface focal plane. (b-b'') When *lola* RNAi (BDSC35721) is driven by *optixGal4*, the expression of Lola-F (blue) is lost and the expression of Slp1 (green) is greatly delayed (in 4 out of 4 brains) in mOPC indicated by a white bracket. (c-c'') In *lola*-RNAi (VDRC 101925) clones marked by GFP (green), the delayed activation of Slp2 (red) can be observed at a slightly deeper focal plane where some oldest NBs can be seen (white arrows) (in 24 out of 24 clones). (d-d'') In *lola*-RNAi (VDRC 101925) clones marked by GFP (green), at a deep progeny focal plane, some ectopic NBs (magenta) can be observed at the medial edge of the clones (in 60 out of 60 clones). (e-e'') In *lola*-RNAi (VDRC 101925) clones marked by GFP (green), Runt neurons are lost, while Bsh neurons are slightly increased (white arrows)(in 8 out of 8 clones). (f-f'') In *lola*-RNAi (VDRC 101925) clones, Kn neurons are mostly lost (in 12 out of 12 clones). Scale bars: 20µm.

**Supplementary Table 1. Known *Drosophila* cell cycle genes from Tinyatlas at Github (source: [https://github.com/hbc/tinyatlas/blob/master/cell\\_cycle/Drosophila\\_melanogaster.csv](https://github.com/hbc/tinyatlas/blob/master/cell_cycle/Drosophila_melanogaster.csv)).**

This table includes known *Drosophila* cell cycle genes and the corresponding phase, and were used to estimate the cell cycle phase of each cell in our scRNA-seq data.

**Supplementary Table 2. The top 200 genes showing decreasing gradients of expression and the enriched GOTERM analysis.** Genes with temporally patterned expression gradients were identified as those whose expression levels showed significant non-zero Spearman correlation with the inferred pseudotime at an FDR cutoff of 0.05. The testing is two-sided. These genes were sorted according to the “corr” column (Spearman correlation), and the top 200 genes with the highest negative values (sheet1) were analyzed for enriched Go terms for Biological Processes “GOTERM\_BP\_DIRECT” using the “Functional Annotation Chart” at the DAVID Bioinformatics Resources 6.8 website (<https://david.ncifcrf.gov/home.jsp>). The whole output from the Functional Annotation Chart is in sheet2. DAVID program uses modified Fisher's exact test to calculate P values for the significance of enrichment, and multiple testing correction techniques (Bonferroni, Benjamini and FDR) are provided. Those with FDR<0.15 are highlighted.

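Supplementary Table 2 ranks genes by the Spearman correlation of their expression with pseudotime over all cells, the most negative first. Computed here along the diffusion pseudotime, the correlation was negative for 200 of its 200 genes over both experiments, for 188 in experiment 1 alone and for 200 in experiment 2 alone. Of the 200 genes, 178 were among the 200 most negative found here, where chance gives 4.97. With experiment 1 alone the number was 45, and with experiment 2 alone 166. The paper ranked its genes on the same libraries, so a large overlap is no independent evidence. The median correlation was -0.454 here (-0.210 and -0.584 in the experiments) and the paper's reported values have a median of -0.493. Across the genes, the values found here and the paper's had a Spearman correlation of 0.866, though genes are not independent replicates. The 10 leading genes of the table, lncRNA:CR33938, Ten-a, Eno, bic, stai, GstD1, RpS21, Idh, Glo1 and RpL41, had a median of -0.673 (-0.407 and -0.773 in the experiments), from -0.601 for Glo1 to -0.800 for Ten-a. For lncRNA:CR33938, first in the table, the value found here was -0.739 and the paper's is -0.777. The correlation of RpL41 was -0.645 over both experiments but -0.0604 in experiment 1 alone.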

**Supplementary Table 3. 

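Of the genes of Supplementary Table 3, 198 were found in the files under the name given, and the correlation with pseudotime was positive for all 198 over both experiments and for 194 in experiment 1 alone. Among the 200 most positive genes found here were 175 of the table's genes, with 109 in experiment 1 alone and 176 in experiment 2 alone. This list too was ranked on the same libraries. The median correlation was 0.430 (0.331 and 0.466 in the experiments) and the paper's reported values have a median of 0.424, with a Spearman correlation of 0.904 across the genes. The 10 leading genes of the table, Bacc, HmgD, His2Av, crol, Sema1a, lncRNA:CR30009, Nrt, SPARC, CG1910 and elav, had a median of 0.731 (0.572 and 0.787 in the experiments), from 0.607 for elav to 0.891 for Bacc, for which the paper's value is 0.883.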

The top 200 genes showing increasing gradients of expression and the enriched GOTERM analysis.** Genes with temporally patterned expression gradients were sorted according to the “corr” column (Spearman correlation), and the top 200 genes with the highest positive values (sheet 1) were analyzed for enriched Go terms for Biological Processes “GOTERM\_BP\_DIRECT” using the “Functional Annotation Chart” at the DAVID Bioinformatics Resources 6.8 website (<https://david.ncifcrf.gov/home.jsp>). The whole output from the Functional Annotation Chart is in sheet2. DAVID program uses modified Fisher's exact test to calculate P values for the significance of enrichment, and multiple testing correction techniques (Bonferroni, Benjamini and FDR) are provided. Those with FDR<0.15 are highlighted.

**Supplementary Table 4. List of reagents used in this study with sources and Identifier numbers.**

**Supplementary Table 5. List of antibodies and reporter lines used to examine the protein expression pattern of differentially expressed transcription factors.**

FACS Gating Information

We used SSC-A/FSC-A to exclude debris, and then single cells were selected based on FSC-A/FSC-W. Live cells were selected based on low DAPI staining (Pacific Blue-A). Control cells without GFP or RFP fluorescence were used to set the threshold on FITC-A(GFP) and PE-A(RFP) so that 0% of control cells are GFP+RFP+. For the sample, selected GFP+RFP+ cells were 1 order of magnitude more fluorescent than other cells on FITC-A, and 2-3 orders of magnitude more fluorescent than other cells on PE-A.

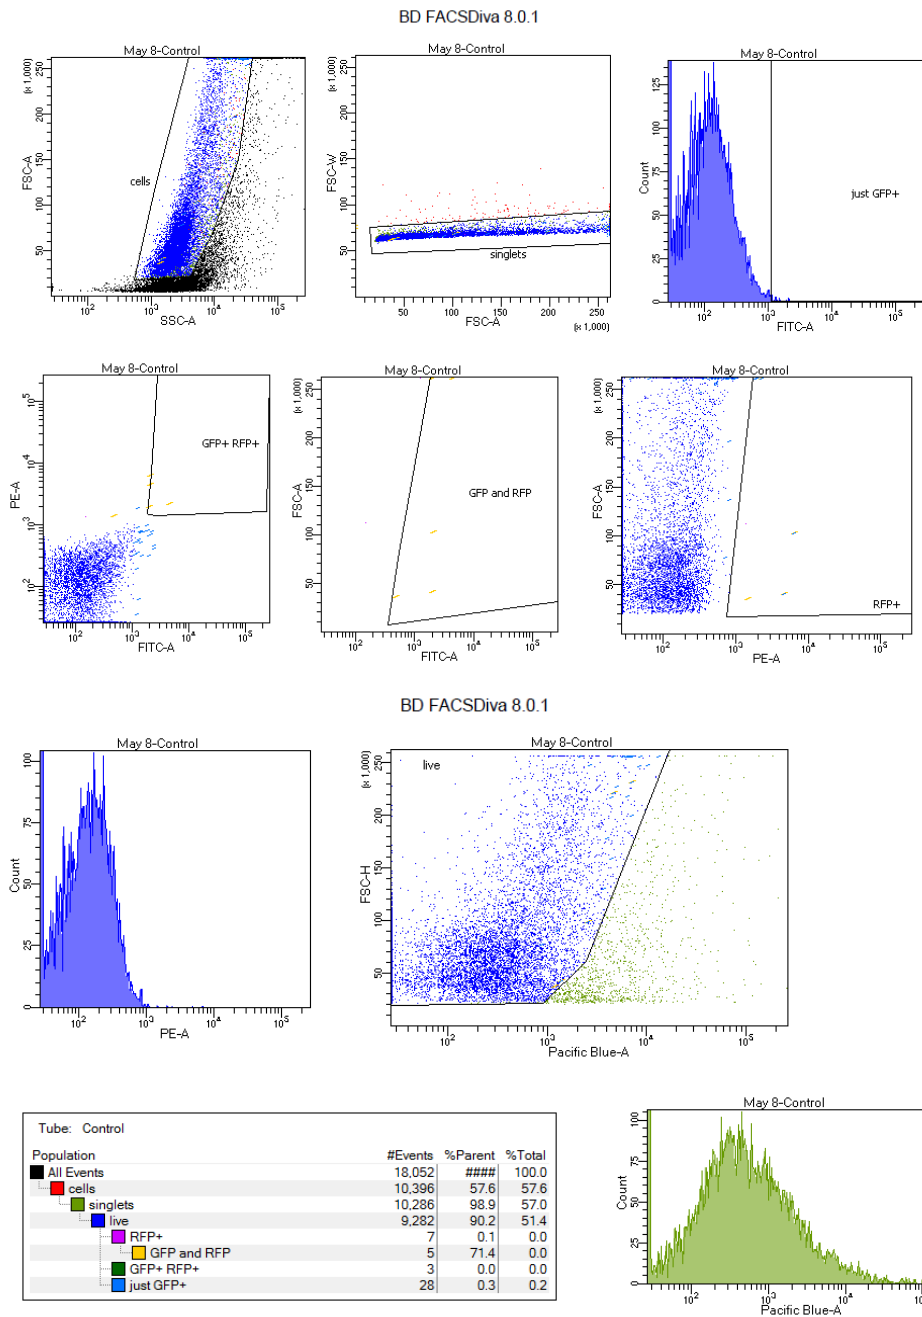

BD FACSDiva 8.0.1

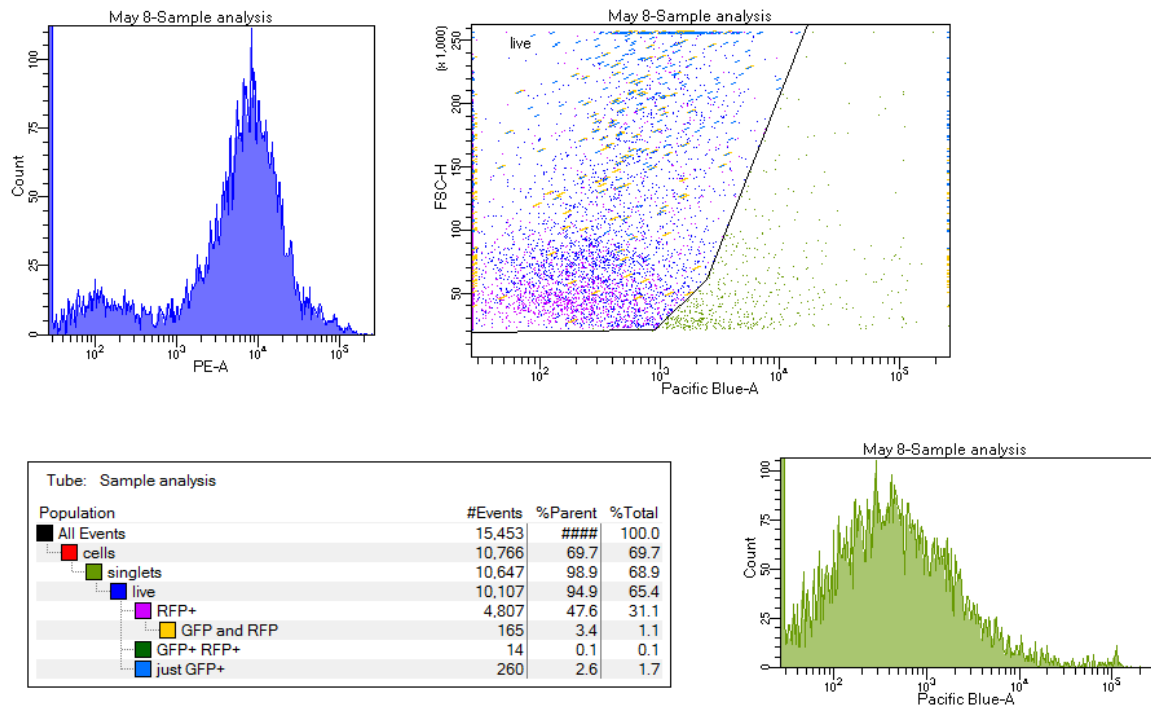

BD FACSDiva 8.0.1

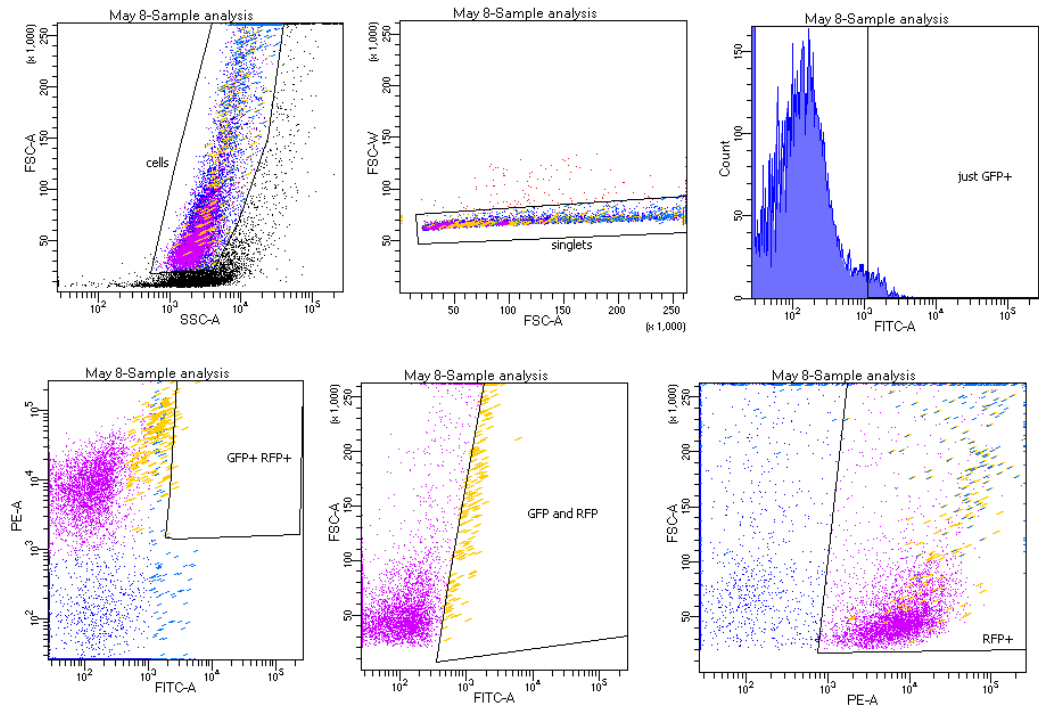

BD FACSDiva 8.0.1

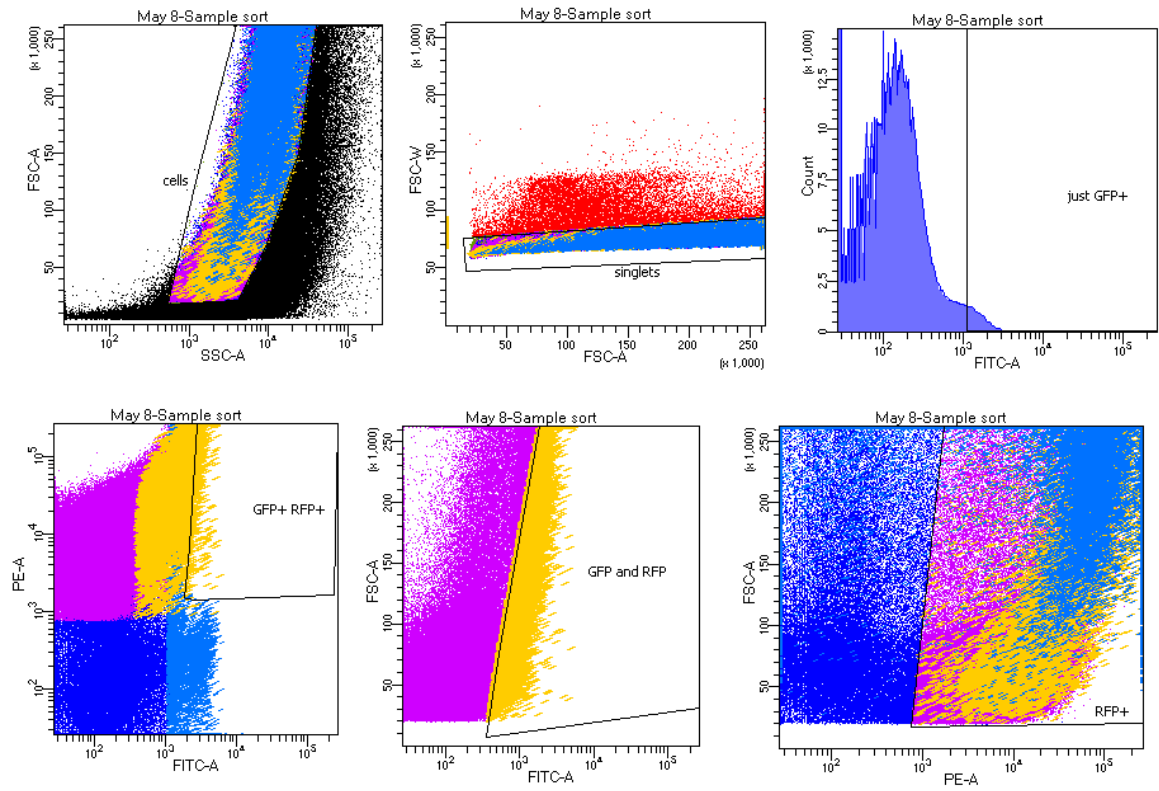

BD FACSDiva 8.0.1

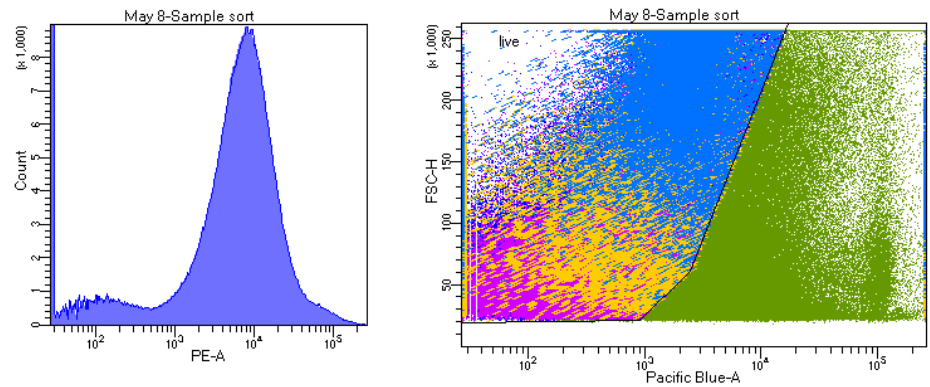

Tube: Sample sort

| Population  | #Events   | %Parent | %Total |
|-------------|-----------|---------|--------|
| All Events  | 1,701,467 | ####    | 100.0  |
| cells       | 1,166,912 | 68.6    | 68.6   |
| singlets    | 1,152,998 | 98.8    | 67.8   |
| live        | 1,002,323 | 86.9    | 58.9   |
| RFP+        | 498,282   | 49.7    | 29.3   |
| GFP and RFP | 13,149    | 2.6     | 0.8    |
| GFP+ RFP+   | 574       | 0.1     | 0.0    |
| just GFP+   | 21,172    | 2.1     | 1.2    |

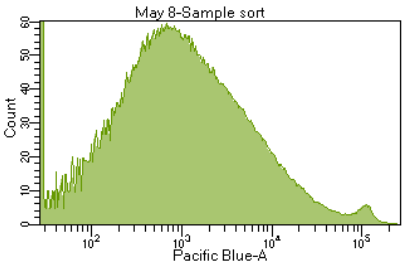

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: A comprehensive temporal patterning gene network in Drosophila medulla neuroblasts revealed by single-cell RNA sequencing
**Source:** Nat Commun. 2022 Mar 10;13:1247. doi: 10.1038/s41467-022-28915-3
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Zen Black 2012 SP5 confocal software, Release version 14.0.0.0.

Data analysis  
 R (version 4.0.3)  
 Seurat (version 3.2.3)  
 Monocle3 (version 0.2.3.0) (Batchelor algorithm is part of the Monocle3)  
 David 6.8  
 Cell Ranger (version 3.0.1, and 3.1.0)  
 Customized codes available at 10.5281/zenodo.5813627  
 Adobe Photoshop CC 2017  
 Adobe Illustrator CC 2017

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw and processed scRNA-seq data generated in this study have been deposited in the NCBI's Gene Expression Omnibus database (GEO) under accession code GSE168553 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM5145863>]. Ensembl's BDGP6.22 is available at [[http://sep2019.archive.ensembl.org/Drosophila\\_melanogaster/Info/Annotation](http://sep2019.archive.ensembl.org/Drosophila_melanogaster/Info/Annotation)].

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical approach was used to predetermine sample size. Samples sizes were determined following standards in the field and our previous experience (Li, X. et al. 2013)(Erclik, T. et al. 2017)                                                                                                                                     |
| Data exclusions | No data exclusion.                                                                                                                                                                                                                                                                                                                        |
| Replication     | All experiments were done independently at least twice, and each time there were 6-15 biological replicates. Conclusions are only drawn when consistent results were found.                                                                                                                                                               |
| Randomization   | Not relevant, because all animals (Drosophila) have the same genetic background and age.                                                                                                                                                                                                                                                  |
| Blinding        | The scRNA-seq was performed in wild type animals, therefore blinding across different samples is not applicable. For most immunostaining experiments, we are comparing gene expression in GFP marked mutant clones with regions outside of the clones. Mutant clones are marked by GFP, so blinding is not practical for our experiments. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

Antibodies / Source / IDENTIFIER/ CLONE # /LOT # /DILUTION  
 Rabbit anti SoxN, Steven Russell (Ferrero, Fischer and Russell, 2014) N/A N/A N/A 1:100  
 Rabbit anti-Hth, Richard Mann N/A N/A N/A 1:500  
 Guinea-pig anti-Run, Claude Desplan N/A N/A N/A 1:500  
 Rabbit anti-Bsh, Claude Desplan N/A N/A N/A 1:500  
 Rabbit anti-Slp1, Claude Desplan N/A N/A N/A 1:500

Guinea-pig anti-Slp2, Claude Desplan N/A N/A N/A 1:500  
 Rabbit anti-D, Claude Desplan N/A N/A N/A 1:500  
 Guinea-pig anti-Tll, Claude Desplan N/A N/A N/A 1:500  
 Rabbit anti-Sox102F, Claude Desplan N/A N/A N/A 1:500  
 Rabbit anti-D, John R. Nambu (Ma et al., 1998) N/A N/A N/A 1:1000  
 Rat anti-Dfr, Makoto Sato (Hasegawa et al., 2011) N/A N/A N/A 1:200  
 Guinea-pig anti-Kn, Adrian Moore (Jinushi-Nakao et al., 2007) N/A N/A N/A 1:500  
 Guinea-pig anti-Dpn, Chris Doe N/A N/A N/A 1:500  
 Rabbit anti-Opa, J. Peter Gergen (Koromila et al., 2020) N/A N/A N/A 1:100  
 Rat anti-BarH1, Tiffany Cook (Charlton-Perkins et al., 2011) N/A N/A N/A 1:200  
 sheep anti-GFP, AbD Serotec 4745-1051 N/A 1113 1:500  
 Chick anti-beta Galactosidase, Abcam ab9361 N/A GR3360178-4 1:1000  
 Rat anti-Histone H3 (phospho S28) antibody, Abcam ab10543 HTA28 GR3208319-3 1:500  
 rabbit anti-RFP, Abcam ab62341 N/A GR257333-1 1:1000  
 Mouse anti V5-Tag:DyLight®550, Bio-Rad MCA1360D550GA SV5-Pk1 1607 1:200  
 Rat anti-Deadpan, Abcam ab195173 11D1BC7 GR3352273-7 1:200  
 mouse anti-eyeless, DSHB anti-eyeless N/A 12/8/2016 1:10  
 mouse anti-Pros, DSHB MR1A N/A 7/3/2014 1:10  
 mouse anti-Repo, DSHB 8D12 anti-Repo N/A 12/4/2014 1:50  
 mouse anti Cut, DSHB 2B10 N/A 10/18/2018 1:10  
 mouse anti-Dac, DSHB mAbdac2-3 N/A 8/28/2014 1:20  
 mouse anti-Dap, DSHB NP1 N/A 9/17/2015 1:5  
 mouse anti-Lola-F (Lola zf5), DSHB 7F1-1D5 N/A 11/17/2016 1:20  
 Cy5 AffiniPure Donkey Anti-RatIgG, Jackson ImmunoResearch Laboratories Inc. 712-175-153 N/A 115494 1:500  
 Cy3 AffiniPure Donkey Anti-RatIgG, Jackson ImmunoResearch Laboratories Inc. 712-165-153 N/A 120429 1:500  
 Cy3 AffiniPure Donkey Anti-Guinea Pig IgG, Jackson ImmunoResearch Laboratories Inc. 706-165-148 N/A 117878 1:500  
 Alexa Fluor® 647 AffiniPureDonkey Anti-Guinea Pig, Jackson ImmunoResearch Laboratories Inc. 706-605-148 N/A 117997 1:500  
 Alexa Fluor® 488 AffiniPureDonkey Anti-Guinea Pig IgG, Jackson ImmunoResearch Laboratories Inc. 706-545-148 N/A 118980 1:500  
 Alexa Fluor® 647 AffiniPureDonkey Anti-Goat IgG, Jackson ImmunoResearch Laboratories Inc. 705-605-147 N/A 116978 1:500  
 DyLight 405 AffiniPure DonkeyAnti-Mouse IgG Jackson ImmunoResearch Laboratories Inc. 715-475-151 N/A 118326 1:100  
 Alexa Fluor® 647 AffiniPureDonkey Anti-Rabbit IgG, Jackson ImmunoResearch Laboratories Inc. 711-605-152 N/A 118217 1:500  
 Cy5 AffiniPure Donkey Anti-Mouse IgG, Jackson ImmunoResearch Laboratories Inc. 715-175-151 N/A 118562 1:500  
 Alexa Fluor® 647 AffiniPureDonkey Anti-Chicken IgY (IgG), Jackson ImmunoResearch Laboratories Inc. 703-605-155 N/A 114163 1:500  
 Alexa Fluor® 488 AffiniPureDonkey Anti-Mouse IgG, Jackson ImmunoResearch Laboratories Inc. 715-545-151 N/A 119921 1:500  
 Alexa Fluor® 488 AffiniPureDonkey Anti-Sheep, Jackson ImmunoResearch Laboratories Inc. 713-545-147 N/A 116551 1:500  
 DyLight 405 AffiniPure DonkeyAnti-Rat IgG, Jackson ImmunoResearch Laboratories Inc. 712-475-153 N/A 117198 1:100  
 DyLight 405 AffiniPure DonkeyAnti-Rabbit IgG, Jackson ImmunoResearch Laboratories Inc. 711-475-152 N/A 118096 1:100  
 Donkey anti-Rabbit IgG, Alexa Fluor Å® 555 conjugate, Life Technologies A-31572 N/A 2286312 1:500

## Validation

Rabbit anti SoxN was validated by (Ferrero, Fischer and Russell, 2014), and also in this study by lack of staining in null mutant clones.  
 Rabbit anti-Hth, mouse anti-eyeless was validated in (Li, X. et al. 2013) and in this study by lack of staining in null mutant clones or RNAi clones.  
 Guinea-pig anti-Run, Rabbit anti-Bsh, Rabbit anti-Slp1, Guinea-pig anti-Slp2, Rabbit anti-D, Guinea-pig anti-Tll, and Guinea-pig anti-Dpn were validated by comparing their staining patterns in the optic lobe to those of previously published antibodies against the same proteins (Hasegawa, E. et al. 2011, Li, X. et al. 2013).  
 Rabbit anti-Sox102F was validated by lack of staining in mutant clones and by showing the same expression pattern as Sox102F::GFP line (Naidu, V. G. et al. 2020).  
 Rabbit anti-D from John R. Nambu was validated by (Ma et al., 1998), and in this study by D-RNAi clones.  
 Rat anti-Dfr was validated by (Hasegawa et al., 2011).  
 Guinea-pig anti-Kn was validated by (Jinushi-Nakao et al., 2007).  
 Rabbit anti-Opa was validated by (Koromila et al., 2020).  
 Rat anti-BarH1 was validated by (Charlton-Perkins et al., 2011).  
 Literature validating commercial antibodies including sheep anti-GFP, Chick anti-beta Galactosidase, Rat anti-Histone H3 (phospho S28) antibody, rabbit anti-RFP, Mouse anti V5-Tag:DyLight®550, Rat anti-Deadpan, mouse anti-Pros, mouse anti-Repo, mouse anti Cut, mouse anti-Dac, mouse anti-Dap, and mouse anti-Lola-F (Lola zf5) can be found in manufactures' websites.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Drosophila melanogaster Strains:  
 SoxNGal4(GMR41H10Gal4) (Pfeiffer et al., 2008) N/A  
 UAS-RedStinger BDSC Cat# 8547  
 E(spl)myGFP (Almeida and Bray, 2005) N/A  
 E(spl)myGFP ; SoxNGal4 UAS-RedStinger /TM6B This study N/A  
 SoxNNC14/CyO BDSC Cat# 9938

y,w, hsFLP, UASCD8GFP; FRT40A tubGal80; tubGal4/TM6B (Lee and Luo, 2001) N/A  
 UAS-eyRNAi BDSC Cat# 32486  
 ayGal4: (yw hsFLP; act>y+>Gal4 UAS-GFP / CyO) (Ito et al., 1997) N/A  
 Dmrt99B::GFP BDSC Cat# 81280  
 UAS-dmrt99BRNAi BDSC Cat# 31982  
 FRT82B opa7 (Lee, Stultz and Hursh, 2007) N/A  
 y,w,hsFLP,UASCD8GFP; ; tubGal4, FRT82B tubGal80 /TM6B (Lee and Luo, 2001) N/A  
 FRT82B hthP2 /TM6B Richard Mann N/A  
 UAS-opaRNAi VDRC Cat# 101531  
 UAS-Dcr2;Dpn-LacZ/CyO; VsxGal4/TM6B (Erclik et al., 2017) N/A  
 FRT40A slpS37A /SM6-TM6B (Sato and Tomlinson, 2007) N/A  
 yw hs FLP; act>y+>Gal4 UAS GFP / CyO; UASDCR2/TM6B This work N/A  
 Erm::V5 (Rives- Quinto et al., 2020) N/A  
 FRT40A erm1/CyO,GFP (Weng, Golden and Lee, 2010) N/A  
 UAS-ermRNAi BDSC Cat# 50661  
 yw, hs-Flp1.22 ;; FRT80B, eyBAC, Ubi-GFP/TM6B,Tb; eyJ5.71 (Li et al., 2013) N/A  
 hs-Flp1.22;; FRT80B; eyJ5.71/ In(4)ciD (Li et al., 2013) N/A  
 aprK568-lacZ (Cohen et al., 1992) N/A  
 UAS-scroRNAi BDSC Cat# 29387  
 UAS-scroRNAi BDSC Cat# 33890  
 B-H2::GFP BDSC Cat# 67734  
 UAS-BarH1RNAi VDRC Cat# 104681  
 UAS-BarH2RNAi VDRC Cat# 11570  
 UAS-DRNAi VDRC Cat# 107194  
 Gcm::GFP BDSC Cat# 38647  
 gcm-LacZ (P{PZ}gcmrA87/CyO) BDSC Cat# 5445  
 Gcm2::GFP BDSC Cat# 38646  
 UAS-tll-miRNA (Lin, Huang and Lee, 2009) N/A  
 Df(2L)200 FRT40A / Gla, Bc (deletes gcm and gcm2) (Chotard, Leung and Salecker, 2005) N/A  
 UAS-gcmRNAiGD VDRC Cat# 110539  
 UAS-gcmRNAiKK VDRC Cat# 2961  
 lola-T::GFP [flybase: (lola.GR -GFP.FLAG)] BDSC Cat# 38661  
 lola-K::GFP [flybase: (lola.I-GFP.FLAG)] BDSC Cat# 38662  
 UASDCR2; optixGal4/CyO (Erclik et al., 2017) N/A  
 UAS-lolaRNAi-TRiP.JF02254 BDSC Cat# 26714  
 UAS-lolaRNAi-TRiP.GLV21086 BDSC Cat# 35721  
 UAS-lolaRNAiKK VDRC Cat# 101925  
 Nerfin-1::GFP BDSC Cat#: 67385  
 UAS-nerfin-1RNAi VDRC Cat# 101631  
 UAS-oazRNAiGD VDRC Cat# 39214  
 tap::GFP BDSC Cat#: 68188  
 P{PZ}Oaz[03563] BDSC Cat#: 11338  
 Scrt::GFP VDRC Cat#: 318073  
 UAS-oazRNAiKK VDRC Cat# 107061  
 UAS-hbnRNAi VDRC Cat# 103979  
 UAS-sbaRNAi VDRC Cat# 101314  
 UAS-scrRNAi VDRC Cat# 105201  
 UAS-Scro-3xHA FlyORF Cat# F000666  
 UAS-Gcm BDSC Cat# 5446

Wild animals

No wild animals were used in the study.

Field-collected samples

No field collected samples were used in the study.

Ethics oversight

The Institutional Biosafety Committee (IBC) at the University of Illinois Urbana-Champaign approved the study. No ethical concerns as no vertebrate or human subjects were used in this manuscript.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

For each scRNA-seq experiment, 120 third instar larvae of the genotype E(spl)myGFP ; SoxNGal4 UAS-RedStinger /TM6B were washed with PBS twice, and with 70% ethanol for 1 min, and with PBS once again. Each of the brains was dissected on ice in complete Schneider's culture medium (Schneider's Insect medium, supplemented with 10% fetal bovine serum, 2% Pen/Strep and 0.02 mg/mL insulin). The dissected brains were directly transferred into a glass dish on ice containing DPBS. The dissection was completed within one hour, and then the supernatant (mainly DPBS) was replaced by 1 mL TrypLE with 1mg/mL collagenase I and 1mg/mL papain. The brains were then incubated for 10 min at 30°C, with gentle shaking at 55 rpm. After removal of the dissociation solution, the brains were carefully washed with complete Schneider's culture medium once and with DPBS twice. The brains were disrupted in 1.4 ml of DPBS with 0.04% BSA by manual pipetting using a P1000, and then 0.4 ml of DPBS with 0.04% BSA was added to make a total volume of 1.8 mL. The cell suspension was filtered through the cell strainer cap into a 5mL BDFalcon FACS tube.

Instrument

FACS sorting was done immediately after on BD FACS ARIA II with gentle settings (85 µm nozzle and low pressure of 20 psi)

Software

BD FACSDiva 8.0.1

Cell population abundance

0.1%

Gating strategy

We used SSC-A/FSC-A to exclude debris, and then single cells were selected based on FSC-A/FSC-W. Live cells were selected based on low DAPI staining (Pacific Blue-A). Control cells without GFP or RFP fluorescence were used to set the threshold on FITC-A(GFP) and PE-A(RFP) so that 0% of control cells are GFP+RFP+. For the sample, selected GFP+RFP+ cells were 1 order of magnitude more fluorescent than other cells on FITC-A, and 2-3 orders of magnitude more fluorescent than other cells on PE-A.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

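The data are 2 single-cell RNA sequencing libraries of sorted medulla NBs from untreated wandering larvae of the third instar, 1 for each of the paper's sequencing experiments, with the same condition and genotype and with 120 larvae per experiment. The authors made the libraries with the 10x Genomics Chromium chemistry, aligned the reads and counted UMIs with Cell Ranger 3.0.1 (experiment 1) and 3.1.0 (experiment 2), as the file headers state, and deposited raw UMI counts per gene and cell for the cells that Cell Ranger called, without normalization or pooling of the replicates. The counts were made by the authors on the BDGP6.22 release, and because the annotation at hand is of a later release, genes are given by their FlyBase identifier and symbol and no coordinates are printed. The files hold 17753 genes. Experiment 1 holds 42618478 UMIs in 6548 cells and experiment 2 holds 116712060 UMIs in 5343 cells.

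Cells with at least 1 dpn UMI and with less than 10% of their UMIs on the 38 mitochondrial genes were kept, and the 5 cells with the most UMIs were removed, as the paper describes. Each library was log-normalized, and the libraries were integrated in Seurat 5.3.0 with 2000 variable features and 30 dimensions for the anchors. The 31 genes that the paper names from these data as factors or markers were taken out of the variable features, so that clusters and order were not built from the genes reported on. Clusters were made on 10 PCs with the Louvain method at a resolution of 0.9. A cluster was left out of the order if under 50% of its cells had a mira UMI, except that the cluster among these with the highest hth level was kept as the young end if at least 50% of its cells had an hth UMI and as many an E(spl)mgamma-HLH UMI. This rule kept a cluster with neuron markers and left out the other cluster that is high in hth. The rule was not changed, and the order made with the other cluster, which shares more genes with the paper's lists, is reported beside the first.

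Cells were ordered with diffusion pseudotime in scanpy 1.11.5 on a graph of 15 neighbours, in place of Monocle3. Pseudotime was ranked over both libraries from 0 to 100, and cells were divided by rank into 3 groups, 10 bins and 20 fine bins, where a library with fewer than 10 cells in a bin was left out of that bin. The phase of each cell was scored in Seurat with the 29 S genes and 37 G2/M genes of Supplementary Table 1. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0 and R 4.3.3 were used.

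Cells of a library are not replicates, so tests were made on raw UMI counts summed over the cells of a library in a group or bin. The sums were tested in edgeR 4.0.16 with TMM normalization, its filter on low counts, a quasi-likelihood fit and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. The fit of the 3 groups has 6 sums and 2 residual degrees of freedom, and the fit of the 10 bins has 20 sums. The library (the replicate number) entered both fits as a block, because every group holds cells of both libraries, and deviations of genes from the group mean correlated between groups of the same library with coefficients of 0.417 to 0.486 over 7521 genes. The cells were ordered on the same counts that were tested, so the p-values are conditional on the order, and an alternative orders on 50% of the UMIs and tests the other 50%. The common dispersion was 0.00758. The ribosomal protein genes were chosen by symbol (88 genes, 85 tested), and their median was set against 10000 random lists matched on mean expression in 20 bins, where the largest draw from a bin was 81 genes and the smallest pool 295. All other values, such as shares, centres of expression, correlations over cells and overlaps, are given for each library without a test, since there are 2 libraries of 1 condition. Shares come with exact 95% binomial intervals, and the differences between shares of cells with a roX2 UMI with Newcombe 95% intervals.

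The genes named in the text are those that the paper names from these data, the 10 genes with the largest log2 fold change in each direction between the oldest and the youngest NBs among those called with at least 50 CPM in the higher group and the same sign of change in both libraries, the 10 leading genes of each of Supplementary Tables 2 and 3, and the 5 leading genes by fold of each cluster low in mira. Correlations with pseudotime used the 8050 genes with a UMI in at least 1% of ordered cells. Factors in the same cells were counted after thinning every cell to 2000 UMIs and leaving out shallower cells. The number by chance is that under independence within the library. It is taken over all ordered cells, so factors confined to the same part of the order can exceed it by that alone. Clusters low in mira were described by lists of markers for NBs, neuroepithelium, ganglion mother cells or new neurons, neurons, glia, haemocytes and muscle or trachea, written down before the clusters were made.

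The tests were checked on simulated data. With 200 of 7601 genes changed, the edgeR test of 3 groups found 94% of them with 12 false calls, and the DESeq2 1.42.0 test found 87.5% with 4. The test of 10 bins found 97.5%, and both ways of ordering 2500 simulated cells came back with rank correlations of 0.992 and 0.984 with the simulated order. The simulated cells lay on a single smooth path, without libraries, depth, phases or other cell types. The simulated sums were not ordered on the counts tested. These checks therefore do not cover those features of the data.

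The alternatives were a mitochondrial limit of 20%, 20 PCs, a principal curve, no anchors, the named genes or the ribosomal protein genes kept in or left out of the variable features, phase scores regressed out, the clusters low in mira kept, the ordering on 50% of the UMIs, no replicate block, DESeq2's size factors in edgeR, DESeq2's Wald test, no filter on low counts, a linear trend over the 10 bins, all UMIs in place of 2000 per cell, a minimum of 10% of cells per gene, and each library left out. Chosen after seeing the data were the other young cluster, with either way of ordering, the removal of the 6% highest doublet scores, the ordering on 2000 UMIs per cell, and the correlations with pseudotime on 2000 UMIs per cell. Removal of the doublets that Scrublet calls was not run as an alternative, because it called 0 cells of experiment 1 and 2 of experiment 2. The ranking of transcription factors by cluster, enriched gene terms, immunostaining and RNA interference were not analysed here.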

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

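The tests of mira UMIs, of free roX1 RNA and of roX2 by age were chosen only after the result was seen, the last because the way of reading it was changed after its values were seen, while the test of the place of cells with roX UMIs was written before.

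The cells without a dpn UMI, which the paper sets aside and does not analyse further, hold mira UMIs. Over both experiments 32.02% of them had at least 1 (1840 of 5747, interval 30.8 to 33.2), with 45.6% in experiment 1 and 17.9% in experiment 2, at median depths of 1144 and 1109.5 UMIs per cell. Among cells with a dpn UMI, cluster 13, which had the lowest level of mira (16.7 CPM), had a mira UMI in 48.8% of its 43 cells at a median of 73517 UMIs, cluster 14 (82.8 CPM) in 35.7% of its 14 cells at a median of 13848 UMIs, and the neuron-like cluster 11 (229 CPM) in 41.0% of its 83 cells at a median of 10370 UMIs. Free RNA from lysed NBs would give a like share in all cells of the same depth. At 2000 UMIs per cell, 33.1% of the dpn-negative cells with at least 2 neuron markers (104 of 314) and 37.0% of those with none (30 of 81) had a mira UMI in experiment 1, a ratio of 1.12, which is consistent with free RNA. In experiment 2 the shares were 6.92% (34 of 491, interval 4.84 to 9.54) and 18.0% (59 of 328, interval 14.0 to 22.6), a ratio of 2.60, which argues against free RNA as the whole source there. NBs whose dpn was missed at low depth would also hold other NB markers. In experiment 2 the CPM of ase, wor, insc, klu and E(spl)mgamma-HLH were 2.64 to 7.29 times as high in dpn-negative cells with a mira UMI as in those without, so such cells may be part of the mira signal of that experiment. In experiment 1 the ratios were 1.31 to 1.65, too close to 1 to decide, so missed NBs cannot be told apart from other sources there. No biological explanation was tested.

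roX1 and roX2, RNAs of the male X chromosome that the paper does not discuss, have UMIs in the ordered cells. At 10000 UMIs per cell, roX2 had a UMI in 35.7% of cells over both experiments (38.4% of 378 and 35.2% of 2027 cells) and roX1 in 99.2% and 98.9%, at 107 and 79.0 CPM of roX2 and 3611 and 3139 CPM of roX1. If roX1 in cells without roX2 were free RNA, its level would be far lower there. The median was 3032 CPM without and 5026 CPM with a roX2 UMI in experiment 1, a ratio of 0.603. In experiment 2 the values were 2536 and 4676 CPM, a ratio of 0.542. Over all ordered cells the 5th percentile of roX1 was 1429.5 and 1185 CPM. For scale, gcm was at 1.498 and 4.55 CPM in the middle NBs against 401 and 508 CPM in the oldest. For tll these levels were 0.749 and 0.650 CPM against 75.9 and 85.8 CPM. The roX1 values argue against free RNA as the whole source of roX1 in cells without roX2, but do not exclude it as a part.

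The share of cells with a roX2 UMI was 36.5%, 31.03% and 49.1% in the youngest, middle and oldest NBs of experiment 1 and 33.7%, 31.6% and 40.3% in those of experiment 2. If the share differed with the age of the cell, the youngest and oldest NBs would differ in the same direction in both experiments, with intervals of the difference that leave out 0. The youngest minus the oldest NBs gave -12.5 points (interval -24.3 to -0.371) in experiment 1 and -6.55 points (interval -11.8 to -1.17) in experiment 2. These are Newcombe intervals, which take cells as independent and cover counting error only. On that count the share was higher in the oldest than in the youngest NBs of both experiments, with a bound close to 0 in experiment 1. It is no steady rise, since the share and the CPM below were lowest in the middle NBs of both experiments. With all UMIs, lncRNA:roX2 was higher in the oldest than in the youngest NBs by 0.81 on the log2 scale (standard error 0.14, adjusted p = 0.000529 from edgeR), with 110, 63.3 and 184 CPM in the youngest, middle and oldest NBs of experiment 1 and 69.0, 66.5 and 129 CPM in those of experiment 2. roX2 was itself among the variable features from which the order was made. With the order made on 50% of the UMIs and roX2 measured on the others, the change was 1.07 (adjusted p = 2.09e-06 from edgeR). Without the block it was 0.80 (adjusted p = 0.0916 from edgeR). In the 3 orders that kept 5 or fewer of the 14 pairs of known factors over both experiments it reversed. It was -0.65 with a mitochondrial limit of 20%, -0.82 with the principal curve and -0.34 with that curve and the other young cluster. Under the other settings it ran from 0.64 to 1.18. At 2000 UMIs per cell, cells with a roX1 or roX2 UMI made up 94.2%, 98.6% and 99.3% of the youngest, middle and oldest NBs of experiment 1 and 91.4%, 99.2% and 98.8% in experiment 2. The difference between the youngest and oldest NBs was -5.12 points in experiment 1 and -7.38 points in experiment 2. Since nearly all cells have such a UMI, this share cannot divide cells by sex, and a shift of cells in the order with the sex of the larva stays open. The sex of the larvae is not given for these libraries in the paper's text, and no biological explanation was tested.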

How the results depend on the processing

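The alternatives were chosen before the data were examined, except for the other young cluster with either way of ordering, the removal of the highest doublet scores, the ordering on 2000 UMIs per cell and the correlations on 2000 UMIs per cell, which were chosen only after the result was seen. Except where a cause is given, the cause was not tested.

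A count is called changed here when it differs by more than 1.5 times. Within that limit, and against 2169 genes lower and 1844 higher, DESeq2's Wald test gave 1652 and 1477, of which 1651 and 1459 were shared, DESeq2's size factors in edgeR 2103 and 1901, no filter on low counts 2425 and 1861, and a linear trend over the 10 bins 2377 and 2018. The correlations on 2000 UMIs per cell gave overlaps of 127 and 159 with Supplementary Tables 2 and 3, against 178 and 175, and a minimum of 10% of cells per gene left these at 178 and 175 over both experiments. In experiment 1 alone that minimum raised the overlap with Supplementary Table 2 from 45 to 73, past the limit. The overlap of experiment 1 with Supplementary Table 3 stayed at 109. The ribosomal protein genes left out of the variable features, set for the ribosomal result alone, gave 75 of them lower and 0 higher with a median of -0.39, while the ratio for ey and slp1 in the same cells fell from 1.06 to 0.921 along that order. Under the settings below the results changed as given, as log2 fold changes of the oldest against the youngest NBs for single genes. Removal of the doublets called by Scrublet was set beforehand and not run, because 0 and 2 cells were called.

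A mitochondrial limit of 20% kept 5876 cells and ordered 4538, and the order ran the other way, with an order of the known factors of 0 of 14 pairs. The number of genes higher in the oldest NBs was 1172, 0 ribosomal protein genes were lower and 80 higher, with a median of 0.57, and the G1 difference was -27.9 points. SoxN differed from the middle NBs by -0.21 (adjusted p = 0.411 from edgeR) in the youngest and -0.37 (adjusted p = 0.310 from edgeR) in the oldest. The overlap with Supplementary Table 2 was 2 and with Supplementary Table 3 was 0. The median rho of the genes of Supplementary Table 2 was 0.220 and the median rho of the 10 leading genes of Supplementary Table 2 was 0.420. The median rho of the genes of Supplementary Table 3 was -0.418 and the median rho of the 10 leading genes of Supplementary Table 3 was -0.689. The ratio was 1.02 for ey and slp1 in the same cells, 1.47 for slp1 and D in the same cells and 0.265 for D and tll in the same cells. The genes that reversed were CG1124 (6.04), GstD1 (3.22), dmrt99B (1.51), Tpi (3.70), opa (2.85), hth (3.72), Oaz (1.28), drl (1.08), Ten-a (1.97), ey (2.77), gcm (-1.96), tll (-1.81), B-H2 (-3.05), B-H1 (-3.09), dap (-2.29), nerfin-1 (-1.501), CG32850 (-2.53), Lac (-0.24), scyl (-1.98) and Rab14 (-1.71).

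The principal curve kept 5 of 14 pairs for the order of the known factors over both experiments, 10 in experiment 1 and 4 in experiment 2. It gave 1273 genes lower and 1130 higher, 0 ribosomal protein genes lower and 36 higher with a median of 0.18, and SoxN at -0.17 (adjusted p = 0.157 from edgeR) and -1.04 (adjusted p = 0.00111 from edgeR) against the middle NBs. The overlap with Supplementary Table 2 and with Supplementary Table 3 was 0. The median rho of the genes of Supplementary Table 2 was 0.242 and the median rho of the 10 leading genes of Supplementary Table 2 was 0.284. The median rho of the genes of Supplementary Table 3 was -0.192 and the median rho of the 10 leading genes of Supplementary Table 3 was -0.368. The lowest count for gradients within cell-cycle phases was 33. The genes that reversed were CG1124 (0.72), GstD1 (2.95), dmrt99B (2.59), Tpi (0.42), opa (3.17), Oaz (2.23), drl (1.13), Ten-a (0.27), ey (2.47), gcm (-5.52), tll (-2.34), B-H2 (-0.18), B-H1 (-0.33), dap (-4.80), nerfin-1 (-5.14), CG32850 (-1.03), Lac (-5.07), scyl (-1.68) and Rab14 (-0.34).

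The principal curve with the other young cluster kept 4 pairs for the order of the known factors over both experiments, 9 in experiment 1 and 4 in experiment 2. It gave 1164 genes lower and 1071 higher, 0 ribosomal protein genes lower and 6 higher with a median of 0.0774, and SoxN at -0.23 (adjusted p = 0.0305 from edgeR) and -1.07 (adjusted p = 2.70e-09 from edgeR) against the middle NBs. The overlap with Supplementary Table 2 and with Supplementary Table 3 was 0. The median rho of the genes of Supplementary Table 2 was 0.213 and the median rho of the 10 leading genes of Supplementary Table 2 was 0.286. The median rho of the genes of Supplementary Table 3 was -0.229 and the median rho of the 10 leading genes of Supplementary Table 3 was -0.377. The lowest count for gradients within cell-cycle phases was 34, and the ratio was 0.868 for ey and slp1 in the same cells and 1.51 for slp1 and D in the same cells. The genes that reversed were CG1124 (2.66), GstD1 (2.44), dmrt99B (0.57), Tpi (1.38), opa (1.77), Oaz (1.20), drl (0.57), Ten-a (1.59), ey (1.4995), gcm (-5.31), tll (-2.24), B-H2 (-0.0906), B-H1 (-0.24), dap (-4.66), nerfin-1 (-4.95), CG32850 (-0.99), Lac (-4.61), scyl (-1.66) and Rab14 (-0.38).

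Without the replicate block, 1045 genes were lower and 607 higher, all of them among those called with it, 28 ribosomal protein genes were lower, and SoxN differed from the middle NBs by 1.00 (adjusted p = 0.0832 from edgeR) and 0.92 (adjusted p = 0.0928 from edgeR). Fewer calls follow from its construction, since the difference between the libraries then counts as spread.

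The order on 2000 UMIs per cell kept 14 of 14 pairs of known factors in experiment 1 and 10 in experiment 2. It left out none of its 10 clusters and ordered 2859 cells, so it differs from the first order in cells as well as depth. It gave 742 genes lower and 637 higher, of which 716 and 535 were also called in the first order, 10 ribosomal protein genes lower with a median of -0.21, and a G1 difference of 12.8 points. SoxN in the youngest NBs differed from the middle NBs by 0.0708 (adjusted p = 0.857 from edgeR), Tpi changed by 0.44 (adjusted p = 0.318 from edgeR) and hth by 0.35 (adjusted p = 0.838 from edgeR). The ratio was 1.14 for ey and slp1 in the same cells and 0.295 for D and tll in the same cells.

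Without anchors, 14 of 14 pairs of known factors were in the published order in experiment 1 and 10 in experiment 2. In that order, 1336 genes were lower and 1089 higher (1298 and 1047 also called with anchors), hth changed by 0.58 (adjusted p = 0.751 from edgeR), and the ratio was 1.15 for ey and slp1 in the same cells. With the clusters low in mira kept, 10 of 14 pairs of known factors were in the published order in each experiment, the ribosomal median was -0.45, the G1 difference 16.3 points, hth changed by 2.13 (adjusted p = 0.0106 from edgeR), and the ratio was 1.14 for ey and slp1 in the same cells and 0.295 for D and tll in the same cells. With the other young cluster the ribosomal median was -0.43, and the ratio was 0.868 for ey and slp1 in the same cells and 1.51 for slp1 and D in the same cells. With 20 PCs the ribosomal median was -0.42 and the ratio for ey and slp1 in the same cells 0.964. With the highest doublet scores removed these were -0.41 and 1.05.

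With the phase scores regressed out, the G1 difference was 7.59 points, and the ratio was 1.102 for ey and slp1 in the same cells and 1.49 for slp1 and D in the same cells. With the order made on 50% of the UMIs, the G1 difference was 22.2 points, the ratio was 1.73 for hth and ey in the same cells and 1.08 for ey and slp1 in the same cells, and the correlation of klu and CycE was 0.487. At 2000 UMIs per cell, the correlation of klu and CycE was 0.317. With all UMIs, the ratio for hth and ey in the same cells was 1.27, against 0.712 at 2000 UMIs, so it passed to the other side of 1. Under the same setting the ratio was 1.14 for ey and slp1, 1.29 for slp1 and D and 0.390 for D and tll. For D and B-H1 in the same cells the ratio was 1.098, which reversed. With the named genes kept among the variable features, it was 1.13 for ey and slp1 in the same cells, 1.53 for slp1 and D in the same cells and 0.217 for D and tll in the same cells.

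Over the values that each left out 1 library, the kept cells ran from 776 to 2298 and the ordered cells from 658 to 2105, which follows from the sizes of the libraries. The ribosomal median ran from -0.39 to -0.35, SoxN in the oldest against the middle NBs from 0.92 to 0.97, the overlap with Supplementary Table 2 from 45 to 166 and the overlap with Supplementary Table 3 from 109 to 176. The overlaps of 45 and 109 are those without replicate 2, and without replicate 1 they were 166 and 176, so the overlap with the paper's lists comes mostly from experiment 2.

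Of the 65 other results, such as single genes, the number that moved without a test was 20 under the mitochondrial limit of 20%, 20 under the principal curve and 23 under it with the other young cluster, 11 under the order on 2000 UMIs per cell, 10 with the clusters low in mira kept, 9 with the phase scores regressed out, 5 with the other young cluster, 4 each with 20 PCs, the order on 50% of the UMIs and the highest doublet scores removed, 3 without anchors, 1 with the named genes kept, 1 without replicate 1 and 17 without replicate 2. CG1124 with the order on 2000 UMIs per cell, Tpi with the clusters low in mira kept and hth with the principal curve and the other young cluster kept their direction and were no longer past the threshold. None of the 20 genes tested without the block, with DESeq2 or without the filter changed direction or side of the threshold.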

Differences from the paper's values

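None of the numbers of cells and clusters, the medians per cell, the shares removed by the filters and the median correlations of Supplementary Tables 2 and 3 that the paper gives differed by more than the limits set for a difference. The differences below are from statements of the paper.

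The paper states that cells without Dpn also lack mira. Of these cells 32.02% had a mira UMI over both experiments, 45.6% in experiment 1 and 17.9% in experiment 2. In the cells of at least 2000 UMIs, thinned to 2000, the share was 39.4% in experiment 1, 13.3% in experiment 2 and 23.9% over both. The paper does not say whether it means any UMI or a level, and in levels these cells had 354 and 139 CPM of mira, against 575 and 653 CPM in cells with a dpn UMI.

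The paper states that in each phase most of the genes falling with pseudotime over all cells are also among those falling most in that phase. Over the 3 phases, this held here for S cells, with 157 of 200 genes, and not for G1 cells, with 87, or G2/M cells, with 88. Each experiment taken alone gave 142 and 162 genes in G1 cells, 80 and 155 in S cells and 83 and 67 in G2/M cells. In G1 cells the number was thus above 50% in each experiment, and over both it was as low as 87 only with the named genes kept among the variable features, at 80, and with the order on 2000 UMIs per cell, chosen after seeing the data, at 74, while the other orders gave 128 to 177. With the other young cluster, also chosen after seeing the data, it was 160 in G1 and 85 in G2/M cells. With a minimum of 10% of cells per gene, the lowest number over the 3 phases was 105 in experiment 1, so the statement held there. Under that minimum it was 67 in experiment 2 and 88 over both. The lowest number over the 3 phases was 102 with the phase scores regressed out, 104 with the clusters low in mira kept, 117 with the order made on 50% of the UMIs and 126 with a mitochondrial limit of 20%, under which the order runs the other way, so the paper's statement holds under these 4 settings, which were set before the data were examined. For the rising genes, the statement held in all 3 phases.

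The paper describes the trajectory made after regressing out the cell cycle as no exact match to the expression patterns of the known factors. Over the 14 pairs of known factors, all 14 were in the published order along the regressed order made here, in each experiment. No pair was out of order without the regression either. The paper reads this from plots of the trajectory, while pairs of factors are counted here.

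The paper names Ey with Slp and Slp with D as neighbours whose transcripts overlap in NBs. Of these pairs, slp1 and D shared more cells than chance gives in both experiments, while the number of cells with both ey and slp1 was that of chance, with ratios of 1.05 and 1.08. The mean ratio of the experiments for ey and slp1 in the same cells was highest without anchors, at 1.15, and it was under 1 with 20 PCs, with the ribosomal protein genes left out of the variable features (0.921) and with the other young cluster at the start, a choice made after seeing the data. With all UMIs of each cell in place of 2000, 840 cells had both where chance gives 736, an excess in both experiments. The mean ratio was 1.14 there, but without the thinning depth also decides which cells have a UMI. The paper reads these overlaps from UMAP plots, without a count of cells. No background share was taken off these counts, so ratios close to 1 do not exclude an overlap.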

Other observations

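The tests of the depth along pseudotime were chosen only after the result was seen, while the test of the mitochondrial share was not.

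In experiment 2 the median number of UMIs per cell fell along the order, from 90022 in the youngest bin and 88774 in bin 2 to 56040 in bin 5 and 14842 in the oldest bin, with a Spearman correlation over cells of -0.708. In experiment 1 the correlation was 0.141, where bins 1 to 3 had medians of 9411, 8703.5 and 3559 UMIs, but from bin 4 on the median fell there too, from 54716 to 9872.5 in the oldest bin. The tests below were made for experiment 2. In experiment 2 bin 2 held 5.98 times the UMIs of the oldest bin. Within a phase, the youngest NBs of experiment 2 held 4.18 times the UMIs of the oldest in G1 and 2.55 times in S cells, while G2/M cells were too few in the youngest NBs, which argues against the phases as the whole cause. Had depth itself placed cells late, an order made after thinning every cell to 2000 UMIs would have lost the fall or the order of the known factors. Along that order the deposited UMIs of bin 2 were still 4.16 times those of the oldest bin in experiment 2. There 10 of 14 pairs of known factors kept the published order, against 14 in experiment 1. No cluster was left out of that order, so it changed the cells as well as the depth. The effects of depth and of age on the place of a cell thus cannot be told apart. Damaged cells that had lost RNA would have a higher mitochondrial share, and the median share of the oldest bin differed from that of bins 4 to 7 by -0.042 points in experiment 2 and by 1.11 points in experiment 1. Cells at or above the mitochondrial limit had been removed before the order was made, and in experiment 2 the share rose from 4.43% in bin 9 to 4.95% in the oldest bin, so this test excludes nothing and damage stays open. A smaller RNA content of older NBs is one hypothesis that stays open beside depth and damage, and it was found and tested on the same data.

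In experiment 1 most cells with a dpn UMI had 10% or more of their UMIs on mitochondrial genes. If these were damaged cells with few UMIs, the cells with the most UMIs would seldom be among them. In 4 groups of equal size from the fewest to the most UMIs, 93.9%, 70.3%, 90.0% and 59.7% were at or above 10% in experiment 1, so the share stayed high among the deepest cells, against 30.3%, 4.58%, 1.27% and 0 of 633 (interval up to 0.581%) in experiment 2. The cause of the high share in experiment 1 was not found, and the cells that passed the limit in the 2 experiments were thus chosen from unlike parts of their libraries.

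The lists of cell type markers gave the following counts of markers at least 2 times as high in a cluster low in mira as in the other cells, each with the number in its list. For cluster 7, 0 of 8 NB, 3 of 7 neuroepithelium, 2 of 6 ganglion mother cell or new neuron, 3 of 8 neuron, 1 of 8 glia, 0 of 6 haemocyte and 1 of 5 muscle or trachea markers were that high. Cluster 11 had 0, 4, 4, 7, 0, 1 and 2, cluster 12 had 0, 2, 0, 0, 5, 0 and 0, cluster 13 had 0, 5, 0, 0, 1, 0 and 1, and cluster 14 had 2, 3, 2, 0, 2, 3 and 0, in the same order. Of the haemocyte markers high in cluster 14, none reached 10 CPM. hth stands in the neuroepithelium list and is also the marker by which the young end was chosen, and the paper names dpn, mira, E(spl)mgamma-HLH, klu, nerfin-1, pros, dap, elav and repo of the other lists from these libraries. In cluster 0, the largest of the ordered clusters, 8 of the NB, 2 of the neuroepithelium, 2 of the ganglion mother cell or new neuron, 2 of the neuron and 2 of the glia markers reached 10 CPM, and 0 of the other lists. At the old end, cluster 2 had 4 of the 6 ganglion mother cell or new neuron markers at least 2 times as high as in the other cells (tap, Hey, nerfin-1 and dap), with a median fold of 4.58 over the list and 2 of them among its 10 leading genes by fold, and 1 NB marker that high. At the young end, cluster 9 had 4 of the 7 neuroepithelium markers that high (Optix, shg, crb and hth), with 1 of them among its 10 leading genes, and 0 NB markers. All 8 NB markers reached 10 CPM in both clusters. Clusters 7 and 12 were left without a name, although 5 of the 8 glia markers were at least 2 times as high in cluster 12. The median fold over that list was 6.97. Both clusters have few UMIs, with medians of 1337.5 and 1520 per cell. Cluster 7 had as many neuron as neuroepithelium markers, and none of the glia markers of cluster 12 was among its 10 leading genes by fold.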
